# aPKC-ζ III promotes trophoblast fusion by altering Par-3 interactions with Hippo signaling kinase LATS1

**DOI:** 10.1016/j.stemcr.2026.102975

**Published:** 2026-06-25

**Authors:** Sumaiyah Z. Shaha, Wendy K. Duan, Juan Garcia Rivas, Ivan K. Domingo, Meghan Riddell

**Keywords:** Trophoblast, aPKC, single-nuclei RNA sequencing, trophoblast stem cells, Hippo, placenta

## Abstract

The first trimester of pregnancy is a critical developmental period for the placenta. In humans, the maternal-facing exchange surface is formed by a single giant multinucleate syncytium: the syncytiotrophoblast (ST). The ST arises from villous lineage commitment of trophoblast stem cells (TSC) and the differentiation and fusion of progenitor cytotrophoblasts (pCT) to form the multinucleate syncytium. The Hippo signaling co-transcription factor YAP1 promotes pCT maintenance and TSC stemness; however, how Hippo signaling is regulated remains unknown. We have identified a novel *PRKCZ*-encoded aPKC isoform, aPKC-ζ III, that is highly expressed in pCT and ST. Here, we establish that aPKC-ζ III promotes pCT fusion by activation of Hippo signaling. Specifically, aPKC-ζ III outcompetes the Hippo kinase LATS1 for scaffolding protein Par-3 binding, resulting in YAP1 inactivation and pCT fusion. Our findings identify a key modulator of Hippo signaling in human trophoblasts that is critical for first-trimester ST differentiation.

## Highlights

• A novel aPKC-ζ isoform expressed in the human placenta, aPKC-ζ III, promotes trophoblast fusion
• aPKC-ζ III is significantly upregulated during trophoblast fusion
• We identified aPKC-ζ III as an upstream activator of the Hippo signaling pathway in the human placenta

## Introduction

Formation of the placenta is critical for the establishment and progression of pregnancy. It is a fetally derived organ that is responsible for facilitating nutrient transport, gas exchange, and hormone secretion, among other critical functions. Trophoblasts are placental-specific epithelial cells. Trophoblast stem cells (TSCs) are derived from the trophectoderm (TE) of the blastocyst; thus, this represents the first committed cell lineage during development. In humans, the syncytiotrophoblast (ST) is the terminally differentiated cell of the villous trophoblast lineage. It is a giant multinucleate cell that spans the surface of the maternal-facing exchange surface of the placenta. This single giant cell facilitates the transfer of gases and nutrients, while secreting pregnancy-specific hormones to promote placental development and maternal adaptation to pregnancy (Turco and Moffett, 2019). The ST is post-mitotic and relies on the differentiation of underlying progenitor cytotrophoblasts (pCTs) for its expansion and maintenance (Mi et al., 2000). The differentiation of pCT into ST is a complex multistep process that culminates in cell-cell fusion and upregulation of genes specific for ST function and homeostasis (Gerbaud and Pidoux, 2015). In common pregnancy complications such as intrauterine growth restriction and preeclampsia, there are defects in pCT to ST fusion that are thought to arise within early placental formation (Langbein et al., 2008; Ruebner et al., 2012). Thus, understanding pCT to ST differentiation in the first trimester is critical.

The Hippo signaling pathway is involved in regulating organ growth, cell proliferation, and differentiation in many cellular contexts (Meng et al., 2016; Yu et al., 2015). Hippo signaling is regulated by numerous signals such as cell contact, mechanical cues, stress, and cell polarity (Meng et al., 2016). When Hippo signaling is active, mammalian Ste20-like kinases 1/2 (MST1/2) phosphorylate and activate large tumor suppressor 1/2 (LATS1/2), which in turn phosphorylates co-transcription factors Yes-associated protein 1 (YAP) and transcriptional coactivation for PDZ-binding motif (TAZ), resulting in YAP/TAZ cytoplasmic retention and/or ubiquitination and degradation (Chan et al., 2005; Hao et al., 2008). When Hippo signaling is disrupted, non-phosphorylated YAP/TAZ (active) translocate to the nucleus and interact with DNA-binding transcriptional enhanced associate domains 1–4 (TEAD1–4) to influence transcription (Lin et al., 2017; Vassilev et al., 2001). In human trophoblasts, Hippo signaling has been established as a critical regulator of pCT maintenance. YAP is highly expressed within the nucleus in the pCT population resulting in TEAD4 activity. This leads to the transcription of genes promoting trophoblast stemness and repression of genes necessary for cell fusion and ST differentiation (Meinhardt et al., 2020; Mizutani et al., 2022). While it is understood that Hippo signaling is critical for pCT maintenance, what regulates Hippo signaling in trophoblasts has not yet been examined.

During human TE segregation from the inner cell mass, the outer cells become polarized and YAP1 localizes to the nucleus. This initiation and maintenance of cell polarity is governed by the activity of an apical-basal polarity regulator, atypical protein kinase C (aPKC). When TE aPKC expression or activity is disrupted, YAP1 localization is altered (Gerri et al., 2020). Therefore, in the pre-TSC TE, Hippo signaling and cell polarity are linked. Cell polarity regulatory complexes are well known to play important roles in epithelial cell maintenance and differentiation; however, studies examining polarity regulators in the human placenta are limited (Shaha et al., 2023; Wen and Zhang, 2018). The Par complex is an evolutionarily conserved polarity-regulating complex that consists of scaffolding proteins partitioning defective-3 (Par-3) and partitioning defective-6 (Par-6) and aPKC isoforms. There are two main isoforms of aPKC in humans: aPKC-ɩ and aPKC-ζ encoded by *PRKCI* and *PRKCZ*, respectively. aPKCs are spatio-temporally regulated as their full kinase activation is dependent upon protein-protein interactions (Graybill et al., 2012). Murine models have revealed that *Prkci* knockout (KO) is embryonic lethal by day 9 due to defects in placental development, but *Prkcz* KO are grossly normal with impairments in NF-κB signaling (Bhattacharya et al., 2020; Leitges et al., 2001; Soloff et al., 2004). Par complex members have also been implicated in human TSC and pCT to ST differentiation. Sivasubramaniyam et al. established that Par-6 negatively regulates trophoblast fusion (Sivasubramaniyam et al., 2013)^.^ Among some of the first studies performed using human TSC, aPKC-ɩ was shown to promote TSC to ST differentiation (Bhattacharya et al., 2020). Adding complexity to the canonical Par complex, we recently identified that the human placenta expresses three isoforms of aPKC: aPKC-ɩ, aPKC-ζ, and *PRKCZ*-encoded aPKC-ζ III (Shaha et al., 2022). aPKC-ζ III has an N-terminal truncation that results in a loss of the Phox and Bem1 (PB1) domain, but retained expression of the kinase domain, the pseudosubstrate inhibitory region, and the PDZ-binding motifs necessary for interaction with Par-3 (Holly et al., 2020; Shaha et al., 2022). The PB1 domain of aPKCs are necessary for interaction with Par-6 via PB1-PB1-mediated interactions. PB1 heterodimerization between aPKC and Par-6 allows for full activation of kinase activity by removal of the pseudosubstrate region from the kinase domain and coupling the activity to the plasma membrane (Dong et al., 2020; Graybill et al., 2012). Thus, it is unclear if aPKC-ζ ΙΙΙ is capable of full catalytic activity (Graybill et al., 2012). Presently, the function of aPKC-ζ III in trophoblasts is unknown.

Here, we show that aPKC-ζ III promotes pCT fusion in first-trimester trophoblasts. We identify that aPKC-ζ III interacts with Par-3 to maintain activation of Hippo signaling kinase LATS1 and inactivity of the co-transcription factor YAP1 to promote pCT fusion.

## Results

### *PRKCZ* is upregulated in the villous trophoblast lineage

Our previous work assessed aPKC-ɩ and aPKC-ζ protein and mRNA expression in first-trimester and term human placentas and *in vitro* differentiated ST from primary isolated pCT (Shaha et al., 2022). However, single-cell RNA sequencing (scRNA-seq) and single-nuclei RNA sequencing (snRNA-seq) of early human placenta and human trophoblast organoids have revealed that multiple transcriptionally distinct pCT and ST states exist in the villous lineage (Arutyunyan et al., 2023; Keenen et al., 2025; Liu et al., 2018; Shannon et al., 2024; Vento-Tormo et al., 2018; Wang et al., 2024). These include a fusion-competent pCT population identified by the high expression of the trophoblast fusogens syncytin-1 and syncytin-2 (encoded by *ERVW-1* and *ERVFRD-1*, respectively), which are necessary for pCT fusion (Blaise et al., 2003; Frendo et al., 2003; Mi et al., 2000; Vargas et al., 2009). To understand if Par complex members are expressed in this critical state, we utilized the snRNA-seq data from first-trimester placentas previously presented by Wang et al. (2024). The dataset was visualized using uniform maniform approximation and projection (UMAP) dimensional reduction analysis. A total of 11 clusters were identified from 45,697 nuclei based on cell identification by analyzing marker gene expression for placental cell and trophoblast subtypes (Figure 1A; Figures S1A–S1E) (Duan et al., 2025; Keenen et al., 2025). Our analyses revealed four different cytotrophoblast (CT) states: bipotential pCTs (*BCAM*^+^, *ITGA6*^+^, and *GATA3*^*+*^), proliferative pCTs (*MKI67*^+^, *ITGA6*^+^, and *GATA3*^*+*^), pCTs (*ITGA6*^+^, *GATA3*^+^, and *MKI67*^−^), and fusion-competent pCTs (*ERVW-1*^+^, *ERVFRD-1*^*high*^, and *GREM2*^+^). We additionally identified two ST subtypes: early ST (*SDC1*^+^, *ERVW-1*^+^, and *ERVFRD-1*^low^) and ST (*PAPPA*^+^ and *SDC1*^+^).

**Figure 1:**
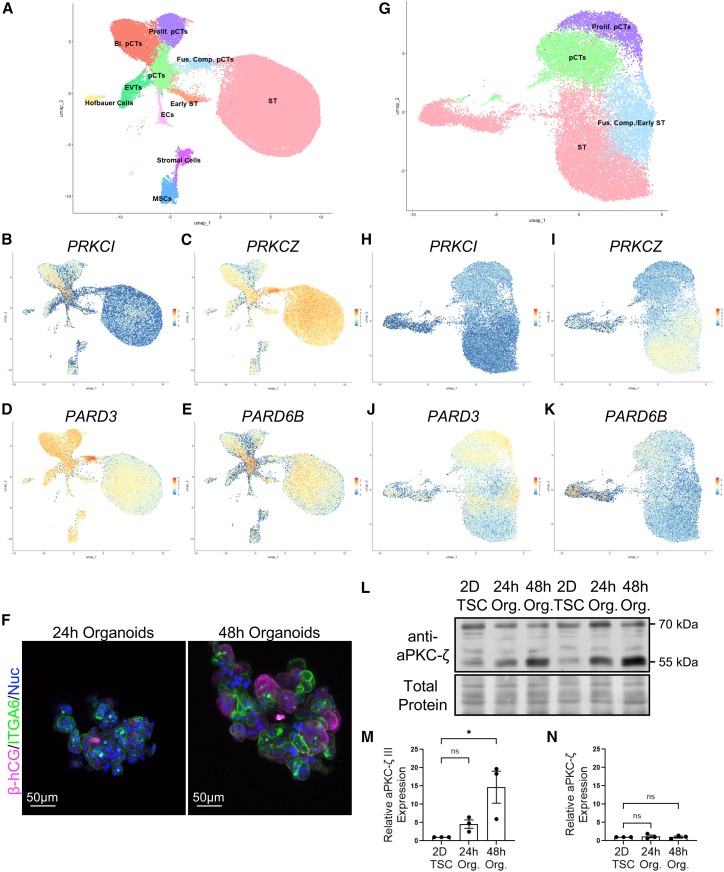
*PRKCZ*-encoded aPKC isoforms have increased expression in the villous lineage (A) UMAP of nuclei from early first-trimester placenta; *n* = 45,697 nuclei. (B–E) Dimensional reduction plots of (B) *PRKCI*, (C) *PRKCZ*, (D) *PARD3*, and (E) *PARD6B*. (F) Representative Z-projection images of 24- and 48-h ST organoids stained for ITGA6 (green), β-hCG (magenta), and nuclei (blue). (G) UMAP of nuclei from 48-h human trophoblast organoids; *n* = 22,250 nuclei. (H–K) Dimensional reduction plots of (H) *PRKCI*, (I) *PRKCZ*, (J) *PARD3*, and (K) *PARD6B*. (L) Representative western blot of aPKC-ζ and aPKC-ζ III in 2D TSCs and 24- and 48-h organoids. (M and N) Summary data of relative (M) aPKC-ζ III and (N) aPKC-ζ expression; Kruskal-Wallis test with Dunn’s multiple comparisons test, ^∗^*p* < 0.05, data are from *n* = 3 individual experiments. All graphs show mean ± SEM.

Gene expression analyses revealed *PRKCI* expression in all pCT populations and ST, with the highest density of expression in pCTs, bipotential pCTs, and proliferative pCTs, confirming previous work by Bhattacharya et al., (2020) (Figure 1B). *PRKCZ* expression was observed in all pCT populations, with the highest density of expression in fusion-competent pCTs and ST (Figure 1C) (Shaha et al., 2022). *PARD3* was expressed in all pCT populations and ST, and like *PRKCZ*, the highest density of expression was observed in the fusion-competent pCTs (Figure 1D). *PARD6B* was expressed in all pCT populations, and in ST (Figure 1E). Thus, Par complex members are present in trophoblast villous lineage populations.

To understand if our previously published bioreactor-based trophoblast organoid model (Duan et al., 2025) recapitulated first-trimester pCT and ST populations, we performed snRNA-seq on organoids derived from human TSC CT27 and CT29 lines after 48 h of culture, a time point where a mixture of mononucleate pCT populations and multinucleate ST-like cells were present (Figure 1F). 

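The snRNA-seq data comprised 1 library of CT27 organoids and 1 library of CT29 organoids, both established human TSC lines, collected after 48 h of rotational culture. Nuclei were isolated from flash-frozen organoids and barcoded in droplets with 10x Genomics 3′ chemistry, in which a unique molecular identifier (UMI) marks each captured RNA molecule. The authors counted UMIs per gene with Cell Ranger 9.0.1 against GRCh38 and deposited the filtered barcodes as raw UMI counts, with 11814 barcodes for CT27 and 10499 for CT29. The CT27 library held 218835376 UMIs (median 16606 UMIs and 4237 genes per barcode) and the CT29 library held 187015626 (median 15622 UMIs and 3836 genes per barcode). The paper gives the depth as 200M read pairs per sample, which is fewer than the UMIs counted for CT27, and the values here use the UMI counts. The filter stated in the paper, 200 to 2500 genes and at most 20% mitochondrial UMIs per nucleus, left 2773 of the 22313 barcodes, whereas the paper analysed 22250 nuclei. The upper gene limit was therefore not applied, which kept 10915 CT27 nuclei and 10365 CT29 nuclei. These nuclei were clustered in Seurat 5.3.0 with 2000 variable genes, canonical correlation integration of the lines, 30 dimensions and a Louvain resolution of 0.5. Genes of the Par complex and the Hippo pathway were left out of the variable genes, so that they did not define the clusters. Clusters were named from trophoblast marker genes, and the names carry the suffix “-like” because the authors' own annotation was not used here, so that a difference from the paper may come from the rebuilt names. Scrublet, run per line with its automatic threshold, called 0 doublets, as its thresholds (0.608 for CT27 and 0.587 for CT29) lay above the highest scores (0.561 and 0.546). Its call was not relied on, and clustering was repeated without the 1339 barcodes with the highest doublet scores. To compare classes, UMI counts of PRKCZ, PRKCI, PARD3 and PARD6B were summed per line and class and tested with edgeR's quasi-likelihood test with the line as a block, with Benjamini-Hochberg adjustment over 16 comparisons. Levels are given in CPM, the UMIs of a gene scaled to all UMIs of the class, and exact 95% intervals cover counting error only. With 1 library per line, CT27 and CT29 were not tested against each other.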

We identified four trophoblast clusters from 22,250 nuclei: proliferative CTs (*MKI67*^*+*^ and *ITGA2*^+^), pCTs (*GATA3*^+^ and *MKI67*^*-*^), ST (*ERVW-1*^+^, *ERVFRD-1*^low^, and *CGB3*^+*-*^), and a cluster that had features of both fusion-competent and early ST clusters in the analysis of first-trimester tissue (Figures 1G; Figures S2A–S2E). 

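Among 21280 nuclei, 4 clusters carried trophoblast marker sets. Proliferative pCT-like nuclei numbered 2284 (10.7%, exact 95% interval 10.3 to 11.2%) and pCT-like nuclei 4300 (20.2%, 19.7 to 20.8%). MKI67, a proliferation marker, was at 79.5 CPM in the proliferative pCT-like and 8.37 CPM in the pCT-like nuclei. The integrin gene ITGA2 was at 107 and 128 CPM in these 2 classes, against 13.5 CPM in fusion-competent/early ST-like and 9.4 CPM in ST-like nuclei, whereas the trophoblast transcription factor gene GATA3 was present throughout, from 430 CPM in ST-like to 726 CPM in fusion-competent/early ST-like nuclei. The fusion-competent/early ST-like cluster held 2352 nuclei (11.1%, 10.6 to 11.5%) and the ST-like cluster 4255 (20.0%, 19.5 to 20.5%). ERVW-1, which encodes syncytin-1, was at 1330 CPM in the former and 932 CPM in the latter, against 265 CPM in pCT-like nuclei. CGB3, a gene of the β-hCG family, was at 24.1 CPM in pCT-like, 55.1 CPM in fusion-competent/early ST-like and 73.4 CPM in ST-like nuclei. As most of these genes also served to name the clusters, their levels describe the classes and do not test them. A further 5649 nuclei (26.5%, 26.0 to 27.1%) formed the largest cluster, cluster 0, whose marker scores were all below the threshold of 0.5, set after the scores were seen. Another 2245 nuclei (10.5%) lay in shallow clusters with a median of 1655 UMIs, and 195 in a small cluster with too few markers to name.
With the lines integrated, the classes took different shares of each line. pCT-like nuclei made up 28.4% of CT27 (27.5 to 29.2%) and 11.6% of CT29 nuclei (11.0 to 12.2%), while ST-like nuclei made up 16.0% of CT27 (15.3 to 16.7%) and 24.2% of CT29 (23.4 to 25.1%). Cluster 0 was 19.3% of CT27 and 34.2% of CT29, fusion-competent/early ST-like nuclei were 10.4% and 11.8%, and proliferative pCT-like nuclei were 12.6% and 8.72%. The ST-like cluster held 7422 nuclei at a Louvain resolution of 0.3, with 2621 in an unnamed cluster, and 2512 (11.8%) at a resolution of 1.0. Without integration the order of the lines turned for ST-like (34.4% of CT27 and 0.0482% of CT29), fusion-competent/early ST-like (10.2% and 8.02%) and proliferative pCT-like nuclei (12.2% and 18.1%), and with each line clustered alone proliferative pCT-like nuclei were 14.0% of CT27 and 20.2% of CT29, where no pCT-like and no ST-like cluster was found.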

Unlike first-trimester tissue, no clusters showed a clear fusion-competent pCT state with high expression of *GREM2* and low expression of ST marker genes like *SDC1* and β-human chorionic gonadotropin-encoding genes (Figure S2). 

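GREM2, which encodes a secreted BMP antagonist and lies on chromosome 1 of GRCh38 from 240489573 to 240612149, was scarce in the organoids. Among the named classes its level was highest in fusion-competent/early ST-like nuclei, at 8.88 CPM with a UMI in 6.29% of nuclei, against 2.79 CPM in ST-like, 1.43 CPM in pCT-like and 1.06 CPM in proliferative pCT-like nuclei. These fusion-competent/early ST-like nuclei also carried ST transcripts. SDC1, the syndecan-1 gene (chromosome 2, 20200797 to 20225433), was at 129 CPM there and at 159 CPM in ST-like nuclei, with a UMI in 71.5% and 92.4% of nuclei, while pCT-like nuclei had 21.2 CPM and a UMI in 25.5%. CGA, which encodes the hormone subunit shared by hCG, was at 1950 CPM in fusion-competent/early ST-like, 2520 CPM in ST-like and 359 CPM in pCT-like nuclei. CGB5 and CGB8 were close to the detection limit, at 1.1 and 1.21 CPM in fusion-competent/early ST-like and 1.72 and 2.39 CPM in ST-like nuclei, and the near-identical CGB copies cannot be told apart reliably by 3′ reads. Median depth was 16752 UMIs in fusion-competent/early ST-like, 23661 in ST-like and 14460 in pCT-like nuclei. The pCT-like nuclei need not lack these ST transcripts altogether, so the share of nuclei that carry SDC1 or CGA from free RNA is not known. Their levels there, 21.2 CPM for SDC1 and 359 CPM for CGA, are the most that free RNA could give in pCT-like nuclei.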

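The largest cluster, cluster 0, with 5649 nuclei and a median of 18596 UMIs, carried transcripts of fusion and of ST together. ERVFRD-1, which encodes syncytin-2 (chromosome 6, 11102489 to 11111732), was at 77.5 CPM with a UMI in 45.7% of these nuclei, between 195 CPM (70.0%) in fusion-competent/early ST-like and 41.3 CPM (37.9%) in ST-like nuclei, against 12.7 CPM (13.3%) in pCT-like nuclei. In the same cluster SDC1 was at 124 CPM with a UMI in 78.3% of nuclei, ERVW-1 at 742 CPM, CGB3 at 66.3 CPM and CGA at 2140 CPM. GCM1, the transcription factor gene that drives ST differentiation, was at 96.9 CPM in cluster 0, 159 CPM in fusion-competent/early ST-like, 160 CPM in ST-like and 31.7 CPM in pCT-like nuclei. CGB2 (chromosome 19, 49031912 to 49033238) was near the detection limit, with 0.402 CPM and a UMI in 0.832% of cluster 0 nuclei and at most 0.613 CPM in a named class. No other cluster was larger, and its best score, for ST markers, was 0.07, so it stayed unnamed.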

Rather, a large cluster was present with mixed expression of key fusion-competent marker genes, like *ERVFRD-1*, which is essential for trophoblast fusion (Vargas et al., 2009), and ST markers *SDC1* and *CGB2* (Figure S2). Together, these data suggest that the organoids recapitulate many signatures of pCT and ST nuclei in intact tissue.

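Several progenitor genes were higher in pCT-like than in ST-like nuclei, and several ST genes were lower. The progenitor genes ITGA6, TP63 and TEAD4 were at 212, 77.1 and 75.7 CPM in pCT-like nuclei and at 201, 99 and 122 CPM in proliferative pCT-like nuclei, against 34.8, 20.8 and 3.64 CPM in ST-like nuclei. In ST-like nuclei PAPPA, which encodes a placental metalloproteinase, was at 42.6 CPM and the pregnancy-specific glycoprotein genes PSG3, PSG5 and PSG6 were at 99.3, 94.7 and 95.4 CPM, against 1.72, 12.4, 42 and 38 CPM in pCT-like nuclei. MFSD2A was at 15.2 CPM in ST-like and 0.786 CPM in pCT-like nuclei. OVOL1, a transcription factor gene of fusing trophoblasts, was at 31 CPM in fusion-competent/early ST-like nuclei, above 10.9 CPM in pCT-like and 13.1 CPM in ST-like nuclei. Some placental genes were almost absent at this depth, with HLA-G, a marker of extravillous trophoblasts, at 0.786 CPM or less and CSH2, which encodes placental lactogen, at 0.044 CPM or less in each named class. PSG2 did not follow the other PSG genes, at 57.3 CPM in pCT-like and 43.6 CPM in ST-like nuclei. The PSG genes are near-identical copies of one another, so their single values are uncertain. Except for TEAD4, MFSD2A and CSH2, these genes were among the markers used to name clusters, so that their levels describe the classes and do not test them.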

Organoid snRNA-seq data were then used to examine the expression of Par complex components. 

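PRKCI, which encodes aPKC-ι, lies on chromosome 3 of GRCh38 from 170222365 to 170305981. Its transcript was lower toward ST. A PRKCI UMI was found in 65.7% of proliferative pCT-like nuclei, 63.0% of pCT-like, 36.8% of fusion-competent/early ST-like and 23.3% of ST-like nuclei, although ST-like nuclei were the deepest. Thinned to 5000 UMIs per nucleus, these shares were 27.5%, 30.2%, 15.1% and 6.09%. Levels were 69.6, 76.2, 34.3 and 13.4 CPM in the same order. PRKCI fell by 1.88 on the log2 scale from pCT-like to ST-like nuclei (standard error 0.20, adjusted p = 0.000126 from edgeR) and by 1.29 from fusion-competent/early ST-like to ST-like nuclei (standard error 0.19, adjusted p = 0.00104 from edgeR), and was lower in both lines in both comparisons. It also fell by 0.59 from pCT-like to fusion-competent/early ST-like nuclei (standard error 0.19, adjusted p = 0.0329 from edgeR). Scaled by library totals in place of TMM, the PRKCI changes from pCT-like nuclei were −2.55 to ST-like and −1.15 to fusion-competent/early ST-like nuclei. Proliferative pCT-like nuclei did not differ from pCT-like nuclei by this test (log2 fold change −0.12, standard error 0.19, adjusted p = 0.588 from edgeR). The step to fusion-competent/early ST-like nuclei no longer passed in edgeR without the line as a block (adjusted p = 0.0785), and none of the PRKCI comparisons passed without integration of the lines (adjusted p = 0.0919 or more), when only 9 CT29 nuclei were pCT-like and 5 ST-like. As no class present should lack PRKCI, PARD3 or PARD6B, the share of nuclei with a UMI from free RNA is not known.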

Gene expression analyses for *PRKCI* revealed expression in pCT and ST populations (Figure 1H). 

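PRKCZ lies on chromosome 1 of GRCh38 from 2050470 to 2185395 (plus strand), and its 3′ reads do not separate the full-length aPKC-ζ from the aPKC-ζ III transcript. It was found at low levels in progenitor nuclei and at several times that level in fusion-competent/early ST-like and ST-like nuclei. A PRKCZ UMI was present in 67.8% of proliferative pCT-like nuclei (exact 95% interval 65.9 to 69.7%) and in 72.2% of pCT-like nuclei (70.8 to 73.5%), at 110 and 141 CPM. Of fusion-competent/early ST-like nuclei 95.7% had a UMI (94.8 to 96.5%), at 552 CPM, and of ST-like nuclei 98.8% (98.5 to 99.1%), at 641 CPM. The unnamed cluster 0 lay near them, with a UMI in 92.4% of nuclei (91.6 to 93.0%) and 447 CPM. As deeper nuclei show more genes, shares were also taken after thinning every nucleus to 5000 UMIs, which gave 34.6% of proliferative pCT-like, 41.4% of pCT-like, 84.0% of fusion-competent/early ST-like and 90.2% of ST-like nuclei and kept their order. The lines differed in the order of the highest levels, with 583 CPM in fusion-competent/early ST-like and 541 CPM in ST-like nuclei of CT27, and 518 and 726 CPM in those of CT29. No class that should lack PRKCZ was present, so the share of nuclei with a UMI from free RNA is not known.

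**Figure D1:**
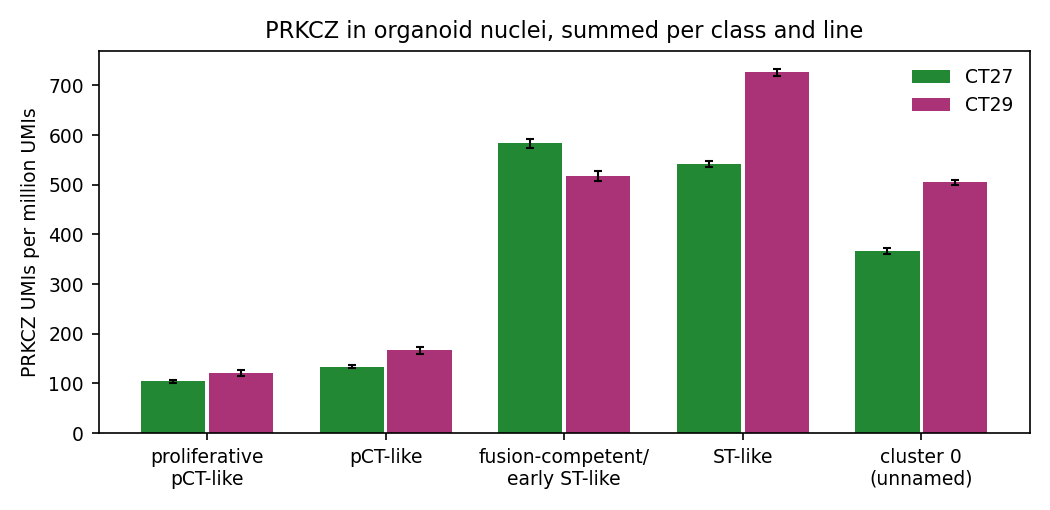
PRKCZ level (UMIs scaled to all UMIs of the class, CPM) in each nucleus class of CT27 and CT29 organoids, 1 library per line. Bars show the level and error bars exact 95% Poisson intervals, which cover counting error only; pCT-like nuclei sit at 134 (CT27) and 167 CPM (CT29) and fusion-competent/early ST-like nuclei at 583 and 518 CPM.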

*PRKCZ* was expressed in ∼70% of proliferative pCTs and pCTs at low levels, with ∼95% of fusion-competent/early ST cluster with higher expression than pCT sub-clusters, and ∼75% of the ST cluster displayed the highest level of expression observed (Figure 1I). 

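PARD3, which encodes the scaffold protein Par-3 (chromosome 10, 34109560 to 34815325), was lower in ST-like than in progenitor nuclei. Its levels were 1070 CPM in proliferative pCT-like, 733 CPM in pCT-like, 629 CPM in fusion-competent/early ST-like and 211 CPM in ST-like nuclei, with a UMI in 99.8%, 98.1%, 89.8% and 83.9% of nuclei. PARD3 fell by 1.40 on the log2 scale from pCT-like to ST-like nuclei (standard error 0.29, adjusted p = 0.00478 from edgeR) and by 1.59 from fusion-competent/early ST-like to ST-like nuclei (standard error 0.29, adjusted p = 0.00274 from edgeR), in both lines. Between fusion-competent/early ST-like and pCT-like nuclei the lines differed, with a log2 ratio of −0.75 in CT27 and 0.03 in CT29, and the comparison did not pass (adjusted p = 0.588 from edgeR). PARD6B, which encodes the Par-6 adaptor that binds aPKC (chromosome 20, 50731544 to 50756795), was highest in pCT-like nuclei at 147 CPM, against 128 CPM in proliferative pCT-like, 60 CPM in fusion-competent/early ST-like and 58.7 CPM in ST-like nuclei. It fell by 0.78 from pCT-like to fusion-competent/early ST-like nuclei (standard error 0.22, adjusted p = 0.0213 from edgeR) and by 0.67 from pCT-like to ST-like nuclei (standard error 0.22, adjusted p = 0.034 from edgeR), in both lines, and with library totals in place of TMM these PARD6B changes were −1.34 and −1.35. After thinning to 5000 UMIs, a PARD6B UMI was found in 42.2% of proliferative pCT-like, 47.4% of pCT-like, 22.0% of fusion-competent/early ST-like and 22.7% of ST-like nuclei. Without the line as a block in edgeR, the called comparisons of PARD3 (adjusted p = 0.0574 and 0.0785) and PARD6B (adjusted p = 0.0736 and 0.0934) no longer passed, and without integration of the lines only that of PARD3 between ST-like and fusion-competent/early ST-like nuclei did (adjusted p = 0.0164).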

*PARD3* and *PARD6B* were variably expressed in all clusters (Figures 1J and 1K). Interestingly, despite loss of *Prkcz* having no phenotypic impact on murine placental development, (Leitges et al., 2001) snRNA-seq expression profiles in both first-trimester tissue and organoids suggests that *PRKCZ*-encoded aPKC isoforms are strongly expressed in villous lineage CTs and are highly expressed in the critical fusion-competent state.

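Compared within each line, PRKCZ rose with differentiation. Summed counts rose by 2.44 on the log2 scale from pCT-like to fusion-competent/early ST-like nuclei (standard error 0.20, adjusted p = 4.01e-05 from edgeR) and by 2.74 from pCT-like to ST-like nuclei (standard error 0.20, adjusted p = 3.91e-05 from edgeR). Both steps had the same direction in the 2 lines, with log2 ratios of 2.12 in CT27 and 1.64 in CT29 for the first and 2.02 and 2.12 for the second, taken on CPM. The CT29 ratios rest on integration with CT27. With CT29 clustered alone no pCT-like or ST-like cluster was found, and without integration these classes held 9 and 5 CT29 nuclei. Scaling by library totals in place of TMM, a choice added after the data were seen, gave smaller rises of 1.89 and 2.07 that also passed, as TMM shifts these 2 comparisons by 0.56 and 0.67 on the log2 scale. Between fusion-competent/early ST-like and ST-like nuclei PRKCZ did not pass the test (log2 fold change 0.29, standard error 0.19, adjusted p = 0.225 from edgeR), and the log2 ratio was −0.11 in CT27 and 0.49 in CT29. Proliferative pCT-like nuclei did not differ from pCT-like nuclei by this test either (log2 fold change −0.42, standard error 0.19, adjusted p = 0.102 from edgeR). In simulated data of this shape, edgeR recovered 8.2% of genes changed by 1 on the log2 scale and 68.1% of those changed by 2. Those calls were adjusted over all simulated genes, whereas PRKCZ was adjusted only over the comparisons of PRKCZ, PRKCI, PARD3 and PARD6B. The simulated shares therefore do not describe the test of PRKCZ. How small a step that test can find is not known, so steps that did not pass need not be absent. From these profiles together with those of first-trimester tissue, which were not analysed here, the paper proposes that PRKCZ isoforms are strongly expressed in CTs of the villous lineage and highly expressed in the fusion-competent state.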

We previously observed a non-significant increase in aPKC-ζ III but not aPKC-ζ expression by western blotting and reverse-transcription PCR in first-trimester primary pCTs and *in vitro* differentiated ST (Shaha et al., 2022). To address if aPKC-ζ III is upregulated during pCT to ST differentiation in human trophoblast organoids, we assessed organoids after 24 and 48 h of rotational culture to capture a primarily mononucleate pCT population (24 h) and the progression toward ST-like cell states (48 h), and compared them to aPKC-ζ/-ζ III levels in undifferentiated TSCs (Figures 1F–1N). Like primary *in vitro* differentiated ST, we observed a consistent and significant 14-fold increase in the ∼55-kDa aPKC-ζ III band by western blotting, but not the 70-kDa aPKC-ζ band as cells progressed from TSCs to 48-h organoids (Figures 1L–1N). Therefore, *PRKCZ*-encoded isoforms increase in expression along the villous lineage and display high levels of expression in the critical fusion-competent pCT state, suggesting they may play a role in pCT to ST differentiation.

### aPKC-ζ III promotes trophoblast fusion

To understand the contribution of aPKC isoforms during trophoblast fusion, we utilized multiple complementary *in vitro* models of pCT fusion and aPKC targeting strategies. We used an *ex vivo* first-trimester placental explant ST-intact model, a placental explant ST regeneration model that enriches a fusion-competent pCT subpopulation (Duan et al., 2025), primary first-trimester pCT, human TSC lines (Okae et al., 2018), BeWo trophoblastic cell lines that fuse and form ST-like multinucleate cells after treatment with cAMP analogs, and our trophoblast organoid model (Duan et al., 2025). Previous studies by Bhattacharya et al. identified that aPKC-ɩ promotes ST formation and that knockdown (KD) of aPKC-ɩ revealed a trending decrease in proliferation in the TSC stem state (Bhattacharya et al., 2020). Using an *ex vivo* floating first-trimester placental explant model with an intact ST, we treated with an aPKC inhibitor, which blocks the kinase activity of both aPKC-ι and aPKC-ζ, and has been shown to disrupt ST function (Mah et al., 2015; Riddell et al., 2018; Tsai et al., 2015; Patel et al., 2023). Aligning with previous studies, we found that inhibition of aPKC kinase activity decreased pCT proliferation (Figure S3) (Bhattacharya et al., 2020). We next used an *ex vivo* first-trimester placental explant ST regeneration model that enriches a fusion-competent pCT subpopulation to understand if aPKC inhibition decreased pCT fusion. First-trimester placental explants were denuded of ST, and exposed fusion-competent pCT was treated with aPKC inhibitor. Interestingly, when denuded explants were treated with aPKC inhibitor, there was no significant effect on ST regeneration (Figures 2A and 2B), suggesting that while pCT maintenance requires kinase activity, pCT fusion is independent of kinase activity. aPKC inhibitor treatment also had no effect on pCT fusion in primary isolated first-trimester trophoblasts induced to fuse for 72 h using 8-Br-cAMP in 2D culture (Figure S4).

**Figure 2:**
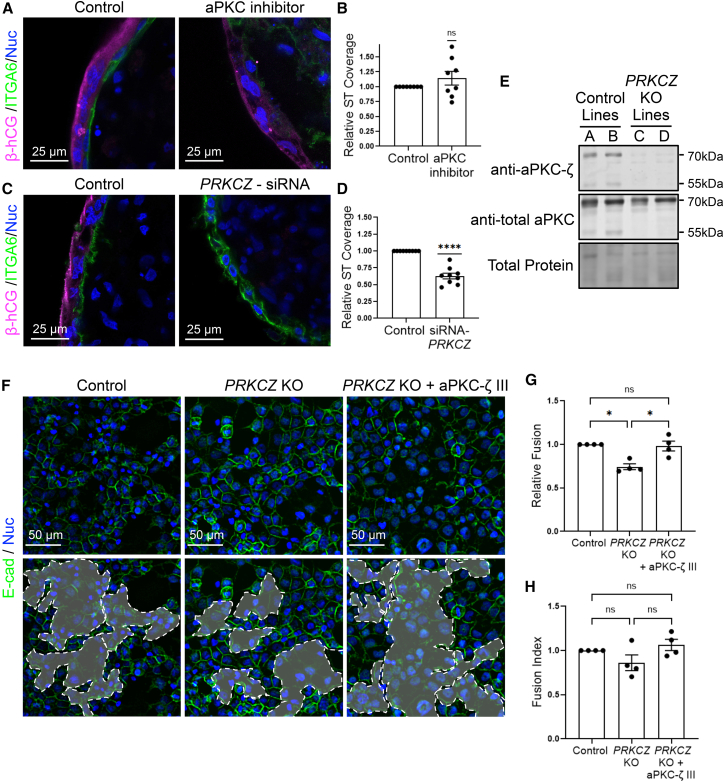
aPKC-ζ III regulates trophoblast fusion (A–D) Representative *xy*-plane images of 9- to 12-week placenta explants 48 h post ST -denudation of (A) control and aPKC inhibitor or (C) control and *PRKCZ*-siRNA-treated tissue stained for ITGA6 (green), β-hCG (magenta), and nuclei (blue), *n* = 8–9. Summary data of relative ST coverage of (B) aPKC inhibitor or (D) *PRKCZ* siRNA-treated explants; one-sample *t* test, ^∗∗∗∗^*p* ≤ 0.0001, data are from *n* = 8–9 placentas. (E) Representative western blot of control and *PRKCZ* KO BeWo cell lines with anti-aPKC-ζ and anti-total aPKC antibodies. (F) Representative images of E-cadherin (green) and nuclei (blue) in control and *PRKCZ* KO lines ± aPKC-ζ III rescue; dashed regions in lower panels indicate regions of multinucleated cells. (G) Summary data of relative fusion; Kruskal-Wallis test with Dunn’s multiple comparisons; ^∗^*p* ≤ 0.05, data are from *n* = 4 individual experiments. (H) Summary data for fusion index; Kruskal-Wallis test with Dunn’s multiple comparisons; data are from *n* = 4 individual experiments. All graphs show mean ± SEM.

To understand the contribution of *PRKCZ*-encoded aPKC-ζ isoforms during trophoblast fusion, first-trimester placental explants denuded of ST were treated with *PRKCZ*-targeting or control small interfering RNA (siRNA). *PRKCZ*-targeting siRNA treatment significantly reduced both aPKC-ζ and aPKC-ζ III expression in explant lysates (Figures S5A–S5C), and impaired ST regeneration (Figures 2C and 2D), suggesting the effects observed with *PRKCZ* KD are independent of kinase activity.

*PRKCZ* KD was also performed in CT29 TSC, and trophoblast organoids were subsequently formed. *PRKCZ*-siRNA treatment resulted in significant reductions in organoid aPKC-ζ and -ζ III (Figures S6A–S6C) expression, but pCT fusion was unchanged (Figures S6D and S6E). However, *PRKCZ* KD resulted in reduced expression of the ST marker gene *CGB*, trending decrease in *GCM1* expression, and a trending decrease in β-hCG secretion (Figures S6F–S6H), suggesting that in this model, disruption of *PRKCZ*-encoded proteins does not impact pCT fusion.

We used CRISPR-Cas9 technology to KO *PRKCZ* in the BeWo trophoblastic cell line (Figure S7) (Keryer et al., 1998; Wice et al., 1990). Western blotting revealed the loss of the 55-kDa band in two lines compared to two control lines using both an aPKC-ζ-specific and a total aPKC antibody, and loss of the 70-kDa band observed with the aPKC-ζ-specific antibody alone (Figure 2E). The total aPKC antibody detects both aPKC-ɩ and aPKC-ζ at 70 kDa; therefore, the 70-kDa band that persists in the *PRKCZ* KO lines represents the remaining aPKC-ɩ isoform. To determine if *PRKCZ* KO also leads to a decrease in fusion as observed in siRNA-treated explants, control and *PRKCZ* KO cells were induced to fuse. The proportion of multinucleate cells, but not fusion index, was significantly reduced in *PRKCZ* KO cells (Figures 2F–2H). The sum of the KD, KO, and aPKC inhibitor data across multiple models suggests that *PRKCZ*-encoded isoforms play a kinase activity-independent role in regulating pCT fusion.

aPKC-ζ III is predicted to have minimal kinase activity due to the absence of the PB1 domain; therefore, we hypothesized that it may be responsible for the altered pCT fusion we observed in our models. Plasmid-mediated reintroduction of aPKC-ζ III into the *PRKCZ* KO cells rescued fusion to control levels (Figures 2F and 2G), suggesting that aPKC-ζ III is the *PRKCZ* isoform regulating trophoblast fusion and identifying a function for this newly identified aPKC family member.

### Par-3 and aPKC-ζ III form stable interactions and promote trophoblast fusion

To understand how aPKC-ζ III may be regulating pCT fusion, we examined if the canonical aPKC binding partner Par-3 interacts with aPKC-ζ III and influences pCT fusion, since aPKC-ζ III retains known Par-3-interacting domains (Shaha et al., 2022). Par-3 localization has not been reported in first-trimester placenta. Thus, to determine if Par-3 and aPKC-ζ isoforms localize to the same compartments, we examined Par-3 localization in mid to late first-trimester placental tissue. Par-3 signal was localized to pCT E-cadherin junctions and pCT cytoplasm, and inconsistent signal was also observed in ST and stromal cell populations (Figure 3A). The predominant localization of aPKC-ζ III is predicted to be cytoplasmic due to the lack of the PB1 domain required to interact with membrane-localized Par-6 (Dong et al., 2020). Transfection of aPKC-ζ III-EGFP into cells revealed that EGFP signal was restricted to the cytoplasm as predicted (Figure S8). We had previously reported a strong cytoplasmic anti-aPKC-ζ signal in villous trophoblasts (Shaha et al., 2022) and together, these data support that in first-trimester pCT, a substantial cytoplasmic pool of aPKC-ζ III and Par-3 exist. To determine if Par-3 and aPKC-ζ III interact, immunoprecipitations (IPs) were performed. Par-3-EGFP and aPKC-ɩ-FLAG (positive control) or aPKC-ζ III-FLAG were expressed in cells, and Par-3-EGFP was immunoprecipitated (Figure 3B). IPs revealed that aPKC-ζ III forms stable interactions with Par-3 (Figure 3B). As expected, canonical binding between Par-3 and aPKC-ɩ was also observed (Figure 3B). To determine if Par-3 is involved in trophoblast fusion in the same pathway as aPKC-ζ III, *PARD3* KD was performed in control and *PRKCZ* KO BeWo cells. Two different *PARD3*-targeting siRNAs significantly reduced Par-3 expression in BeWo (Figure S9). *PARD3* KD modestly reduced fusion in control lines, but not in *PRKCZ* KO lines (Figures 3C and 3D), although there was an additive effect of both *PARD3* KD and *PRKCZ* KO. This suggests Par-3 participates in multiple pathways that modulate trophoblast fusion and aPKC-ζ III acts downstream of Par-3. Together, our data confirm that Par-3 and aPKC-ζ III interact and are involved in trophoblast fusion.

**Figure 3:**
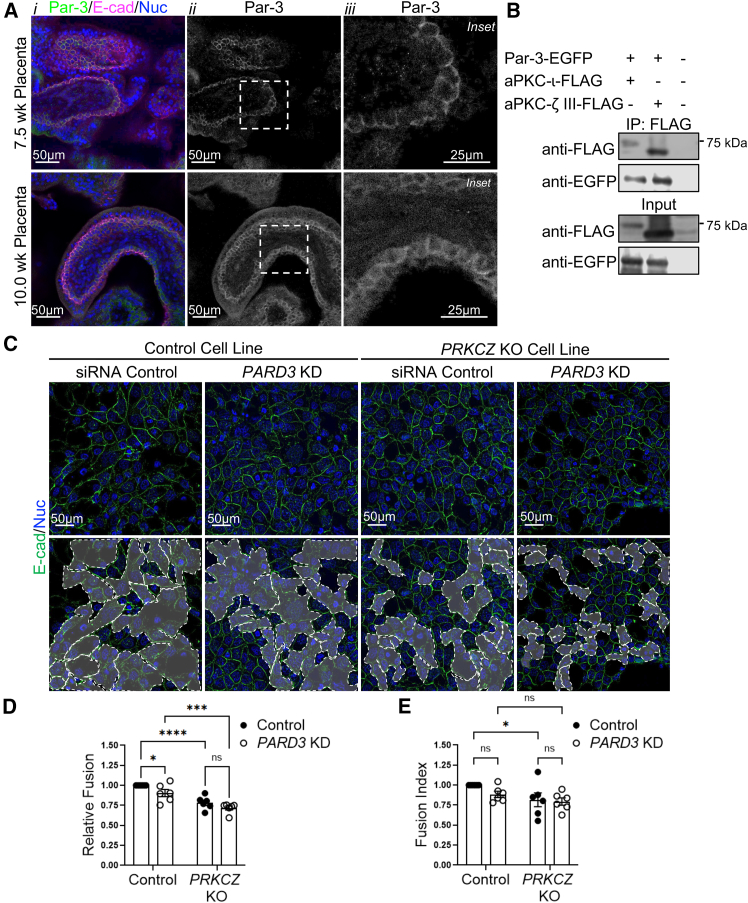
Par-3 interacts with aPKC-ζ III and promotes trophoblast fusion (A) Representative *xy*-plane images of first-trimester stained placenta tissue: (i) Par-3 (green), E-cad ([E-cadherin], magenta), and nuclei (blue); (ii) isolated Par-3 signal; and (iii) higher-magnification inset of isolated Par-3 signal; data are from *n* = 6 placentas. (B) Western blotting of FLAG immunoprecipitation of Par-3-EGFP and aPKC-ɩ-FLAG or aPKC-ζ III-FLAG; *n* = 4. (C) Representative images of E-cadherin (green) and nuclei (blue) in control and *PRKCZ* KO BeWo lines treated with control or *PARD3*-targetting siRNA; dashed regions in lower panels indicate regions of multinucleated cells. (D and E) Summary data of (D) relative fusion and (E) fusion index; two-way ANOVA with uncorrected Fisher’s least significant difference; mean ± SEM. ^∗^*p* ≤ 0.05, ^∗∗∗^*p* ≤ 0.001, ^∗∗∗∗^*p* ≤ 0.0001; data are from *n* = 6 individual experiments. All graphs show mean ± SEM.

### aPKC-ζ III modulates the Hippo signaling pathway to promote trophoblast fusion

Cytoplasmic Par-3 has been identified as a modulator of the Hippo signaling pathway by binding Hippo signaling components via its aPKC-binding domain (Lv et al., 2015). Specifically, Par-3 promotes the dephosphorylation of LATS1 (inactive) by recruiting protein phosphatase-1 (PP1A), resulting in dephosphorylation of YAP (active) and YAP nuclear translocation (Lv et al., 2015; Zhang et al., 2016). Hippo-YAP signaling has been established as a critical pathway for the maintenance of trophoblast stem state, and YAP1 is strongly expressed in both the nuclear and cytoplasmic compartments of pCT of first-trimester placenta (Meinhardt et al., 2020). In human TSC, YAP1-TEAD4 complexes promote trophoblast expansion by activating genes associated with trophoblast proliferation and also repress transcription of cell fusion and ST-promoting genes (Meinhardt et al., 2020; Shilei et al., 2022). Therefore, we assessed if *PRKCZ* isoforms are interacting with the Hippo signaling pathway. 

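Bulk RNA-seq compared CT29 organoids from TSCs transfected with PRKCZ-targeting siRNA (KD) with organoids from TSCs transfected with non-targeting siRNA, with 3 libraries labelled control and 3 labelled KD from individual experiments. Transfected TSCs were moved into rotating vessels after 24 h and cultured for 24 to 48 h. Libraries were made with a stranded mRNA kit and sequenced as paired reads, and the authors aligned them with STAR 2.7.11 to GRCh38 and deposited raw counts per gene from featureCounts (Rsubread 2.22.1). The paper's text states neither the annotation release nor the strand or read-pair setting of the counting. Total counts were 194286830, 224461782 and 199401944 in the libraries labelled control 1 to 3 and 15413710, 158372295 and 57658718 in those labelled KD 1 to 3. Between 83.6% and 87.8% of counts from 1 to 10 were even numbers, which is what counting both mates of a read pair gives, so these totals stand for 97.1M, 112M, 99.7M, 7.71M, 79.2M and 28.8M read pairs. The paper gives 100M read pairs sequenced per sample, whereas these are only pairs assigned to genes, and the values here use the counts. With 21175 genes detected, the library labelled KD 1 was the shallowest, against 25778 to 31520 in the others. From these counts, edgeR's quasi-likelihood test with TMM normalization was fitted to 21842 genes that passed its filter on low counts, with Benjamini-Hochberg adjustment over all of them and no replicate block. Gene lists were tested with camera, a test of whether the genes of a list rank higher or lower than all others, with a preset correlation of 0.01 between genes and adjustment over the 21 lists with at least 5 measured members.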

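PRKCZ, the target of the siRNA, did not follow the labels. Its level in CPM, counts scaled to the total of the library, was 200, 103 and 86.6 in the libraries labelled control 1, 2 and 3 and 211, 80.9 and 221 CPM in the libraries labelled KD 1, 2 and 3, so that 2 of the 3 libraries labelled KD had more PRKCZ than any library labelled control. After TMM normalization PRKCZ was at 131.7 ± 65.61 CPM (SD, n = 3) in control and 170.5 ± 79.58 CPM (SD, n = 3) in KD as labelled, with a log2 fold change of 0.37 (standard error 0.361, adjusted p = 0.849 from edgeR). The 95% interval of this change, −0.42 to 1.16, allows a level in KD as labelled down to 74.6% of control. By protein, the paper reports lower aPKC-ζ and aPKC-ζ III in siRNA-treated organoids (Figures S6A–S6C), which does not settle the labels of these libraries. PRKCZ-AS1, an antisense gene, overlaps the 3′ part of PRKCZ (chromosome 1, 2181794 to 2184389), and without a stated strand setting their reads cannot be told apart. All directions given for this experiment follow the labels.
CCND1, which encodes the G1 cyclin D1 and lies on chromosome 11 from 69641087 to 69654474, was at 91.4, 124 and 142 CPM in the libraries labelled control and at 111, 151 and 97.6 CPM in those labelled KD. Its TMM-normalized mean was 119.4 ± 22.69 CPM (SD, n = 3) in control and 118.7 ± 25.57 CPM (SD, n = 3) in KD as labelled, a log2 fold change of −0.004 (standard error 0.155, adjusted p = 0.998 from edgeR) that lay well inside the spread between libraries. The 3 libraries with the lowest CCND1, labelled control 1, KD 3 and KD 1, were also the 3 with the most PRKCZ. This order was seen in the values themselves and was not tested. Without the library labelled KD 2 the log2 fold change of CCND1 was −0.208, and without that labelled control 3 it was 0.1162. Of 18 genes for G1 cyclins, their kinases and CDK inhibitors, 10 had values above 0 and 8 below 0, and none passed over all genes in edgeR or when adjusted over the list alone (camera adjusted p = 0.473). CDKN1C and CDKN1A, which encode the CDK inhibitors p57 and p21, had log2 fold changes of −0.10 and −0.38. This list's median was 0.014 and its mean −0.051, so that they differed in sign.

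**Figure D2:**
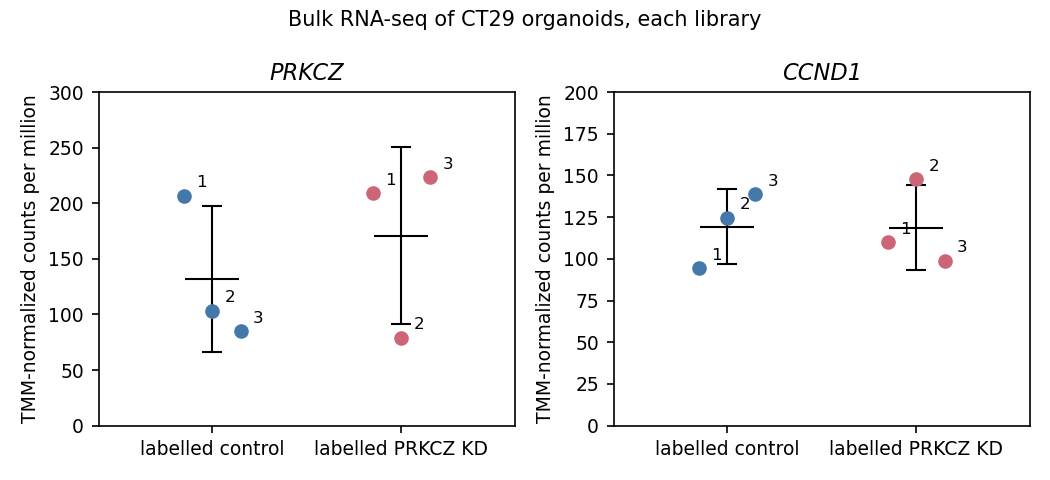
PRKCZ and CCND1 levels (TMM-normalized CPM) in the 6 libraries of CT29 organoids, by label. Each point is 1 library, numbered by replicate, and the black bar gives the mean ± SD of 3 libraries; PRKCZ lies between 84.91 and 206.7 CPM in libraries labelled control and between 79.05 and 223.7 CPM in those labelled PRKCZ KD.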

Although *PRKCZ* KD had no effect on fusion in our organoid model, bulk RNA sequencing results revealed that differential expression of *CCND1*, a proliferation-promoting cell-cycle gene involved in G1-S phase transition, increased in *PRKCZ* KD organoids (Figure S10A). 

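Genes that YAP1 and TAZ switch on through TEAD factors were not called as a group between the libraries as labelled. Of 20 measured members of a list of YAP/TAZ-TEAD targets, 9 had values above 0 and 11 below 0, none passed over all genes in edgeR, and 2 were lower when adjusted over the list alone. These 2 were AXL, a receptor tyrosine kinase gene (log2 fold change −0.63), which passed over all genes in DESeq2 (adjusted p = 0.0277), and TGFB2, a TGF-β ligand gene (−1.45), chosen after their values were seen. Of the 4 members with the highest counts, MYOF, a membrane repair gene, was at 716.2 CPM in control and 727.4 CPM in KD as labelled (log2 fold change 0.02, standard error 0.08), CRIM1 at 334.8 and 353.7 CPM (0.08) and ASAP1 at 270.6 and 273.7 CPM (0.02). The other, PTPN14, was at 202.3 and 231.8 CPM (log2 fold change 0.20, standard error 0.086, adjusted p = 0.642 from edgeR). The median of the list was −0.079 and camera did not call it (adjusted p = 0.155; 0.567 with an estimated correlation). The list was called lower without the library labelled control 1 (adjusted p = 0.0038), control 2 (0.0359) or KD 1 (0.0314). As PRKCZ did not follow the labels, these directions and the lack of a call with all libraries carry the same doubt.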

*CCND1* is a direct downstream target gene of YAP1 in the Hippo signaling pathway (Figure S10A) (Mizuno et al., 2012; Shilei et al., 2022). The overall effect of *PRKCZ* KD in organoids was mild with only 16 significant differentially expressed genes observed, precluding Gene Ontology pathway and gene set enrichment analysis analyses (Figure S10A). 

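No gene passed between the libraries labelled control and KD in edgeR. Of 21842 genes, 0 had an adjusted p under 0.05 in edgeR, against 95 in DESeq2 (17 higher and 78 lower in KD as labelled) and 4 in limma-voom (the metallothionein genes MT2A, MT1G, MT1F and MT1H, all lower), while 1664 genes had an unadjusted p under 0.05 in edgeR (599 higher, 1065 lower). MT2A, whose product binds metal ions, had the smallest adjusted p (0.0757 from edgeR), with 118.3 ± 10.39 CPM (SD, n = 3) in control and 68.02 ± 8.057 CPM (SD, n = 3) in KD as labelled, a log2 fold change of −0.80 (standard error 0.098). The next lowest, MT1E, MT1G, MIR205HG and CELSR1, had log2 fold changes of −0.55, −1.47, −0.89 and −0.57, and CASD1, PRLR, CD19, BCL2L11 and GRM4 had the smallest p among higher genes (0.48, 0.42, 0.83, 0.53 and 1.77); none of these passed in edgeR. Of the 16 genes of Figure S10A, which the study chose on these libraries, 0 passed in edgeR or DESeq2 and 0 separated the libraries as labelled without overlap, whereas 1 of the 9 other splits into 3 and 3 separated all 16. Next to PRKCZ and CCND1, the largest values among them were −0.48 for HMGCS2, which encodes a ketone body synthesis enzyme (standard error 0.461), and 0.39 for ARHGEF28 (standard error 0.289), and the other 12 lay between −0.15 for PEAR1 and 0.16 for PRDM1. GCM1 was at 342.7 ± 55.37 CPM (SD, n = 3) in control and 357 ± 27.29 CPM (SD, n = 3) in KD as labelled, and CGB3, CGB5 and CGB8, whose near-identical copies share reads, had log2 fold changes of −0.39, −0.44 and −0.37 (adjusted p = 0.661 or more from edgeR).
Of 21 lists tested with camera, 8 were called, 4 higher and 4 lower in KD as labelled, although no gene of any list passed over all genes in edgeR; in DESeq2, PAPPA of the ST hormones and MSMO1 of cholesterol synthesis passed among the lists called. None of the 8 was called with an estimated correlation. Of the 10 splits of the 6 libraries into 3 and 3, 4 called at least 8 lists, the labelled split included (highest other 9). The number of lists called therefore does not set the labelled groups apart from other groupings. Mitosis genes had 20 of 21 values above 0 (median log2 fold change 0.136, adjusted p = 1.75e-05, and adjusted p = 0.453 with an estimated correlation), among them MKI67 (0.07) and TOP2A (0.20), and DNA replication genes 17 of 22 (median 0.145, adjusted p = 1.75e-05, and adjusted p = 0.453 with an estimated correlation), among them RRM2 (0.08) and MCM4 (0.16). WNT/β-catenin targets had 10 of 13 above 0 (median 0.244, adjusted p = 3.86e-05, and adjusted p = 0.403 with an estimated correlation), with LGR5, a stem cell receptor gene, at 0.85 and AXIN2 at 0.10, and cholesterol synthesis genes 15 of 19 (median 0.068, adjusted p = 0.00632, and adjusted p = 0.403 with an estimated correlation), with MSMO1 at 0.32. ST hormones and pregnancy-specific proteins had 18 of 31 below 0 (median −0.172, adjusted p = 7.09e-04, and adjusted p = 0.453 with an estimated correlation), with CGA at −0.13, and EVT genes 12 of 14 (median −0.25, adjusted p = 7.38e-05, and adjusted p = 0.403 with an estimated correlation), with MMP2 at −1.22, ITGA5 at −0.24 and FN1 at −0.26. Immediate early genes had 11 of 13 below 0 (median −0.221, adjusted p = 0.00841, and adjusted p = 0.403 with an estimated correlation), with KLF6 at −0.25. Genes listed as markers of other cell types moved with these lists, as 5 of 6 stromal genes were below 0 (median −0.369, adjusted p = 0.00841, and adjusted p = 0.403 with an estimated correlation), with COL1A2 at −0.51, as were all 4 measured endothelial (median −1.016) and all 4 macrophage genes (median −0.514), which were too few to test. Apart from CDH5 and CSF1R, these endothelial and macrophage genes were at 0.6752 CPM or less in control, near the detection limit. As the organoids were grown from a TSC line, these genes need not mark other cells here. Adjusted over the list alone, 3 EVT genes (MMP2, ITGA5 and FN1) and 2 stromal genes (COL1A2 and COL3A1) were lower, MSMO1 was higher, and none passed in the other called lists. Fusion genes were not called (12 measured, 7 above 0, adjusted p = 0.844; median 0.025 and mean −0.075, which differ in sign), with ERVFRD-1 at 1396 ± 194.1 CPM in control and 1422 ± 125.8 CPM in KD as labelled (SD, n = 3 each), ERVW-1 at −0.01 and GREM2, the only member lower over the list alone, at −1.28 (adjusted p = 0.0378 from DESeq2).
Leaving out single libraries changed these counts. edgeR called 156 genes without the library labelled KD 1 and 61 without that labelled control 3, and without that labelled KD 2 camera no longer called ST hormones (adjusted p = 0.477, direction turned), DNA replication (0.0655), mitosis (0.334) or immediate early genes (0.158). Without the library labelled control 3, cholesterol synthesis and immediate early genes were no longer called (adjusted p = 0.0828 each).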

Nuclear and cytoplasmic YAP1 signal was observed in control organoids at multiple time points during organoid maturation (Figure S10B). Interestingly, pseudotime analyses of trophoblast progenitor differentiation in the organoids using R package Monocle3 (Cao et al., 2019) predicted multiple pathways leading to ST nuclear states, including some trajectories that do not transit through the pre-fusion/early ST state, but transition directly from a pCT to an ST-like state (Figure S11). 

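In the shared nearest neighbour graph of the organoid nuclei, pCT-like nuclei were linked to fusion-competent/early ST-like nuclei and to the unnamed cluster 0, but almost never directly to ST-like nuclei. Relative to links placed at random, pCT-like nuclei had 0.0928 of the expected links with fusion-competent/early ST-like nuclei (0.0967 in CT27 and 0.113 in CT29) and 1.22e-05 with ST-like nuclei (3.93e-05 in CT27 and 0 in CT29), where 1 of 4300 pCT-like nuclei and 1 of 4255 ST-like nuclei took part. Fusion-competent/early ST-like nuclei had 0.0343 of the expected links with ST-like nuclei (0.0339 in CT27 and 0.0311 in CT29). Cluster 0 was linked to both ends, at 0.0479 with pCT-like (0.0911 in CT27 and 0.0269 in CT29), 0.273 with ST-like and 0.212 with fusion-competent/early ST-like nuclei. Of its nuclei, 681 (12.1%) had a link to a pCT-like or proliferative pCT-like nucleus, and of fusion-competent/early ST-like nuclei 447 (19.0%). These linked cluster 0 nuclei were among the highest doublet scores in 33.8%, against 10.3% of the other cluster 0 nuclei. Proliferative pCT-like nuclei were linked most to pCT-like nuclei, at 0.156, and not at all to ST-like nuclei. These values describe 1 library per line without a test, and Monocle3, which orders nuclei along trajectories from a chosen root, was not run here. The classes were themselves cut from this graph by Louvain clustering, which keeps links between clusters few. Ratios far below 1 are thus partly set by the cut, and they do not test the paper's trajectories. Cluster 0, whose best marker score was for ST, was counted apart from ST-like nuclei. The ST-like cluster grew from 4255 to 7422 nuclei at a resolution of 0.3, where links were not counted. The near absence of direct links therefore holds for the ST-like cluster as cut here, and the paper's ST cluster may be cut differently. Without integration of the lines, pCT-like and ST-like nuclei had 0.0985 of the expected links, above the value of pCT-like with fusion-competent/early ST-like nuclei. Fusion-competent/early ST-like and ST-like nuclei had 0.179 without integration (0.0798 with CT27 clustered alone and 0.0222 without the highest doublet scores).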

The imputation of similar differentiation trajectories that skip the pre-fusion pCT state has also been previously reported in scRNA-seq analyses of TSC Matrigel organoids (Shannon et al., 2024). Altogether, the combination of these data suggests that Hippo signaling is active in our trophoblast organoid model and may influence pCT differentiation and fusion, but *PRKCZ* isoforms do not influence fusion and are unlikely to modulate Hippo signaling in this model.

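In CPM, some of the Hippo pathway genes named here were lower, some higher and some similar in ST-like against pCT-like nuclei of the organoids. YAP1 (chromosome 11, 102110461 to 102233423), the transcriptional coactivator that Hippo signaling restrains, was at 950 CPM in pCT-like, 962 CPM in proliferative pCT-like, 233 CPM in fusion-competent/early ST-like and 254 CPM in ST-like nuclei, and this order of pCT-like above ST-like held in CT27 (930 and 316 CPM) and CT29 (1020 and 201 CPM). TEAD1, one of its DNA-binding partners, was at 1250 CPM in pCT-like and 176 CPM in ST-like nuclei, while TEAD3 was at 122 and 210 CPM. Of the kinases upstream, LATS1 was at 51.7 CPM in pCT-like and 28.1 CPM in ST-like nuclei, LATS2 at 285 and 278 CPM and STK3, which encodes MST2, at 1360 and 1320 CPM. The YAP target genes CRIM1, MYOF and CCN1 were at 1660, 856 and 21.5 CPM in pCT-like and 343, 347 and 1.21 CPM in ST-like nuclei, whereas NT5E was at 7.09 and 61 CPM. These levels cover 1 library per line and were not tested, and the share of UMIs from free RNA is not known. They also depend on scaling, as TMM shifts ST-like against pCT-like nuclei upward by 0.67 on the log2 scale. With that shift LATS1 would be less far apart, and LATS2 and STK3 would be higher in ST-like nuclei instead of similar.
In the bulk libraries of CT29 organoids labelled KD, 29 Hippo components had 19 values above 0 and 10 below 0, with a median log2 fold change of 0.027 (camera adjusted p = 0.157; 0.403 with an estimated correlation). None passed over all genes in edgeR or DESeq2 or when adjusted over the list alone, and the abundant MAP4K4 and TEAD3 lay at −0.02 and 0.03. Of 17 Par complex and polarity genes other than PRKCZ, 10 were above 0 and 7 below 0 (median 0.022, adjusted p = 0.385; 0.531 with an estimated correlation), none passed on either scale, and MARK2, SCRIB and PARD3 lay at 0.04, 0.05 and 0.01. PRKCZ itself did not follow these labels, so that these values do not show what lower PRKCZ does to Hippo or Par genes. From the combined organoid data, which include YAP1 staining that was not analysed here, the paper proposes that Hippo signaling is active in the organoids and may influence pCT differentiation and fusion, and that PRKCZ isoforms are unlikely to modulate it there.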

As previously mentioned, the aPKC-binding region of Par-3 is responsible for increasing the association of LATS1 and YAP1 with PP1A, resulting in decreased kinase activity of LATS1 and subsequent activation of YAP1 (Lv et al., 2015). Full-length aPKCs bind the Par-3 aPKC-binding region or PDZ2 domains via kinase and PBM domain interactions, both of which are conserved in aPKC-ζ III (Holly et al., 2020; Soriano et al., 2016; Thompson, 2022). Thus, we propose a model where aPKC-ζ III binding to Par-3 during pCT fusion and ST formation results in increased LATS1 activity and subsequent YAP phosphorylation and inactivation due to aPKC-ζ III outcompeting Hippo components for Par-3 binding (Figure 4A).

**Figure 4:**
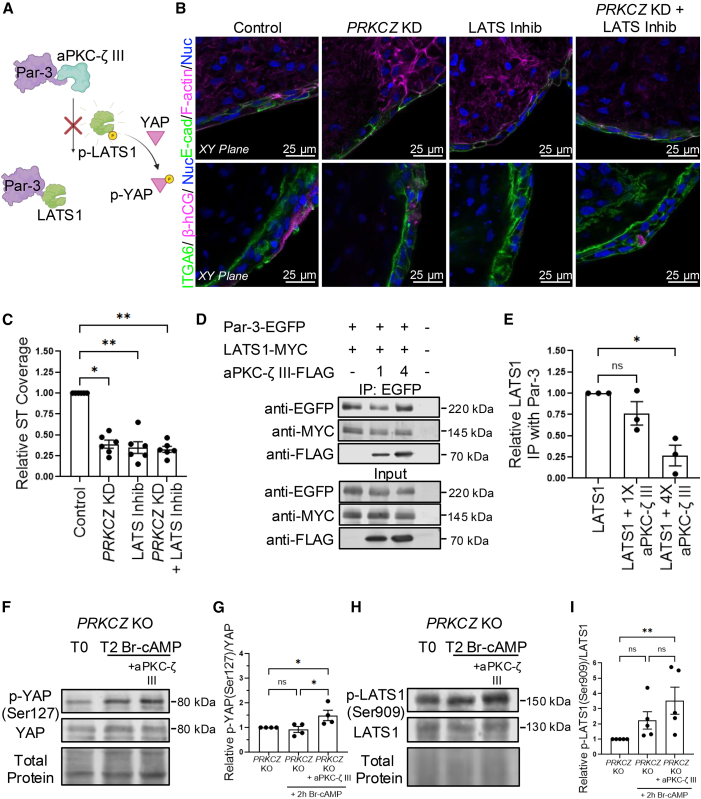
Hippo signaling is altered by aPKC-ζ III in trophoblasts (A) Graphical depiction of hypothesized interactions between aPKC-ζ III and Par-3 resulting in phosphorylation of YAP. (B) Representative *xy*-plane (top) and Z-projection (bottom) images of 9- to 12-week placenta explants 48 h post ST denudation and treated with *PRKCZ* siRNA, LATS inhibitor, or both stained for E-cad (E-cadherin; green), phalloidin (magenta), and nuclei (blue). (C) Summary data of relative ST coverage; Kruskal-Wallis test with Dunn’s multiple comparisons; ^∗^*p* ≤ 0.05, ^∗∗^*p* ≤ 0.01; data are from *n* = 6 placentas. (D) Western blotting of EGFP immunoprecipitation of Par-3-EGFP with LATS1-MYC ± aPKC-ζ III-FLAG. (E) Summary data of relative LATS1 immunoprecipitated with Par-3; Kruskal-Wallis test with Dunn’s multiple comparisons test; ^∗^*p* ≤ 0.05; data are from *n* = 3 individual experiments. (F and H) Representative western blot of (F) p-YAP (phospho-Ser127) and total YAP signal or (H) p-LATS (phospho-Ser909) and total LATS from *PRKCZ* KO cells at T = 0 (control) or T = 2 after Br-cAMP ± aPKC-ζ III reintroduction. (G and I) Summary data of relative (G) p-YAP/total YAP and (I) p-LATS1/total LATS1; Kruskal-Wallis test with Dunn’s multiple comparisons test; ^∗^*p* ≤ 0.05, ^∗∗^*p* ≤ 0.01; data are from *n* = 4–5 individual experiments. All graphs show mean ± SEM.

We utilized our first-trimester ST regeneration explant model to confirm that LATS inhibition (YAP1 activation) impaired fusion (Mizutani et al., 2022). We also sought to determine the effect of combined treatment of LATS inhibitor and *PRKCZ* KD on pCT fusion, because in this model *PRKCZ* KD had the strongest outcome on fusion. TDI-011536 is a derivative of the TRULI LATS inhibitor that blocks LATS kinase activity at nanomolar concentrations, thereby decreasing YAP1 phosphorylation and allowing for subsequent YAP1 nuclear localization (Kastan et al., 2022). Therefore, this inhibitor directly targets the regulatory point where aPKC-ζ III is proposed to influence the Hippo signaling pathway. ST-denuded placental explants were treated with *PRKCZ-*targeting siRNA, LATS inhibitor, or both for 48 h (Figures 4B and 4C). Control explants revealed the regeneration of multinucleated cells on the periphery of explants (Figure 4B). In *PRKCZ* KD explants and LATS inhibitor-treated explants, there was a 61% and 65% decrease in fusion, respectively, compared to controls, and no additive effect was observed with combined siRNA and inhibitor treatment (Figures 4B and 4C), suggesting aPKC-ζs and LATS are functioning at the same step of pCT fusion.

To directly test if aPKC-ζ III reduces LATS1 binding to Par-3, co-IPs were performed with exogenously expressed Par-3, LATS1, and aPKC-ζ III (Figure 4D). Addition of 1:1 ratio of LATS1-MYC:aPKC-ζ III-FLAG plasmid with Par-3-EGFP revealed a non-significant decrease in relative LATS1 immunoprecipitated with Par-3 (Figures 4D and 4E). When the ratio of LATS1-MYC:aPKC-ζ III-FLAG plasmid was increased to 1:4, there was a 73% decrease in the relative amount of LATS1 immunoprecipitated with Par-3 (Figures 4D and 4E), showing that aPKC-ζ III can outcompete LATS1 for Par-3 binding as hypothesized.

To confirm that aPKC-ζ III alters the Hippo signaling pathway during CT fusion, we reintroduced aPKC-ζ III into *PRKCZ* KO BeWo cells and examined phosphorylated levels of LATS1 and YAP. Phosphorylation of YAP at residue serine 127 promotes YAP cytoplasmic sequestration and inactivation (Zhao et al., 2007). aPKC-ζ III-FLAG was reintroduced into *PRKCZ* KO cells and then *PRKCZ* KO cells ± aPKC-ζ III-FLAG were treated with 8-Br-cAMP to induce fusion (Keryer et al., 1998). After 2 h, p-Ser127-YAP remained unchanged in *PRKCZ* KO cells treated with 8-Br-cAMP but increased 1.5-fold in *PRKCZ* KO cells when aPKC-ζ III was rescued relative to untreated controls (Figures 4F and 4G). Similar experiments were performed to analyze LATS1 phosphorylation at Ser909, essential for LATS1 activation and kinase activity (Chan et al., 2005). Treatment with 8-Br-cAMP alone resulted in a non-significant increase of p-LATS1(Ser909) after 2 h, which increased 3-fold when aPKC-ζ III was reintroduced (Figures 4H and 4I). These results indicate that aPKC-ζ III modulates the Hippo signaling pathway by reducing LATS1 binding to Par-3 and subsequently inactivates YAP1 to promote pCT fusion and ST differentiation in trophoblasts.

## Discussion

The first trimester of pregnancy is a critical period of development for the human placenta involving the establishment and maintenance of pCT and ST populations. ST malformation underlies many pregnancy complications; thus, understanding the molecular mechanisms that contribute to pCT to ST differentiation remains crucial to identifying therapies. Here, snRNA-seq analyses of human placenta and human trophoblast organoids identify that *PRKCZ* expression is highest in the villous lineage, with elevated expression in fusion-competent pCTs/early ST and ST. These data highlight that *PRKCZ* isoforms likely play a role in ST formation, specifically at the fusion competency stage. Using multiple models of pCT fusion, we identified that *PRKCZ* isoforms play an important role in this critical process. Fusion in *PRKCZ* KO cells was rescued by the reintroduction of aPKC-ζ III, revealing that aPKC-ζ III is the aPKC-ζ isoform necessary for regulation of pCT fusion. Finally, we identified that aPKC-ζ III reduces LATS1 binding to Par-3, thereby promoting LATS1 activity, inactivating YAP1, and establishing a pathway via which aPKC-ζ III regulates ST formation. Our work is the first to establish a key regulator of Hippo signaling in trophoblasts, and we have discovered that this previously unidentified aPKC isoform promotes pCT fusion by activating the Hippo signaling pathway to control cell fate.

The expansion of models to study ST differentiation and advancement of RNA sequencing technologies has led to the identification of multiple distinct pCT states during TSC to ST differentiation (Haider et al., 2018; Keenen et al., 2025; Liu et al., 2018; Okae et al., 2018; Turco et al., 2018; Vento-Tormo et al., 2018; Wang et al., 2024). scRNA-seq has been performed on human placental tissue and organoid models; however, due to the need for single-cell dissociation, the most differentiated villous trophoblast populations captured are mononucleate precursor ST with very few multinucleate ST (Hua et al., 2024; Liu et al., 2018; Shannon et al., 2024; Vento-Tormo et al., 2018; Zhuang et al., 2023). snRNA-seq has only recently been performed in human placental tissue, capturing for the first time the genetic heterogeneity within the multinucleated ST (Keenen et al., 2025; Wang et al., 2024). The availability of multiple different models has unveiled the potential to recapitulate different pCT states, each with their own strengths to model transitionary stages during ST differentiation (Keenen et al., 2025; Shannon et al., 2024; Sheridan et al., 2021). Our data highlight how molecules may contribute to ST differentiation at specific steps, and that using a combination of models is critical to address the role of individual molecules in villous differentiation. Previous studies identified that aPKC-ɩ is important for human TSC to ST differentiation, and we observed the highest density of *PRKCI* expression in bipotential cells in our snRNA-seq analysis of first-trimester tissue, whereas *PRKCZ* isoforms and *PARD3* mRNA are upregulated in fusion-competent pCTs (Figures 1A–1C) (Bhattacharya et al., 2020; Wang et al., 2024). This suggests that aPKC-ι may play a regulatory role earlier in the differentiation pathway toward ST, whereas aPKC-ζ isoforms and Par-3 modulate the critical fusion competence regulatory point during differentiation (Figures 1B and 1C). Therefore, with the availability of numerous models in the trophoblast field, it will be important for researchers to use a combination of methods to interrogate the full spectra of regulatory pathways that may occur *in vivo* and contribute to trophoblast differentiation.

snRNA-seq of human first-trimester placenta tissue from Wang et al. and bioreactor trophoblast organoids revealed that while organoids remain an excellent 3D model to understand complex interactions between cells, not all pCT subtypes are represented in high abundance in this model (Wang et al., 2024). This may have contributed to our inability to observe a transcriptionally distinct cluster of fusion-competent pCT in bioreactor organoids, or this could be due to rapid transit through the fusion-competent pCT state. Time-dependent sequencing of trophoblast organoids could yet reveal a coherent fusion-competent cluster. Critically, consistent with other TSC-based organoid models, our pseudotime analyses suggest that CT27 and CT29 TSC organoid models may bypass a pre-fusion/early ST state (Figure S11) (Shannon et al., 2024). Using scRNA-seq data to model villous lineage trajectory, Shannon et al. observed that when TSC lines are used to produce Matrigel-based trophoblast organoids, TSCs may bypass pCT states and differentiate directly into ST (Shannon et al., 2024). Interestingly, their data also revealed that primary cell-derived Matrigel trophoblast organoids more faithfully represented *in vivo* villous lineage trajectory modeling. Therefore, data are consistently suggesting that the widely available TSC lines may use additional signaling pathways beyond those predicted using tissue and primary cells to form ST. This is congruent with our data showing that *PRKCZ* KD did not impair ST fusion in the organoids despite reproducible effects on ST formation in explant cultures that rely on primary pCT. The difference in our results between models can be because a spectrum of pathways regulates this key process and in some contexts, the role of aPKC-ζ III in regulating fusion can be circumvented. But alternatively, we cannot rule out that the residual expression of aPKC-ζ and/or aPKC-ζ III after KD was able to maintain the level of signaling required for trophoblast fusion in the organoid model. However, why this is not the case in the explant model, where we also had residual protein expression after KD, leaves the possibility open that there are multiple context-dependent regulators of LATS1 activity that can ultimately influence fusion.

Interestingly, while inhibiting aPKC kinase activity reduced explant pCT proliferation, it did not impair explant and primary first-trimester pCT fusion, suggesting that aPKCs have a complex regulation that is contextually dependent on whether pCTs are maintaining their stem state or undergoing fusion. While it remains unknown how aPKCs regulate the pCT stem state, they are known to influence stem cell differentiation through multiple mechanisms and have been shown to modulate Hippo signaling in a stepwise, context-dependent manner (Archibald et al., 2015; Hirate et al., 2015)^.^ Thus, understanding how aPKCs promote the pCT stem state and if they regulate Hippo signaling will be important for future studies.

*PRKCZ* KD, but not inhibition of aPKC kinase activity, reduced pCT fusion, revealing a kinase-independent role of aPKCs in the human placenta. aPKC-ζ III likely only has basal levels of activity due to its inability to become activated via Par-6-mediated interactions. Graybill et al. created an aPKC mutant without a PB1 domain (only 2 amino acids smaller than aPKC-ζ III) and revealed the mutant lacked kinase activity, supporting our hypothesis by suggesting that aPKC-ζ ΙΙΙ can participate in cell signaling by modulating binding interactions without the ability to phosphorylate targets (Graybill et al., 2012). Importantly, the aPKC inhibitor used in this study blocks both aPKC-ζ and aPKC-ι activity, suggesting that both of these isoforms do not impact pCT fusion, or that they have opposing actions at this regulatory point (Patel et al., 2023; Riddell et al., 2018). Since reintroduction of aPKC-ζ III alone in *PRKCZ* KO cells rescued fusion, it seems likely that the activity of both aPKC-ι and -ζ are not necessary at this point in ST formation, but further experiments are necessary to fully address the role of all aPKC isoforms and kinase-independent binding contributions. Our IP data revealed that aPKC-ζ III must be in excess abundance to LATS1 to significantly impair LATS1 interaction with Par-3. In the mouse brain, PKM-ζ (a brain-specific *PRKCZ*-encoded aPKC-ζ isoform) competes with aPKC-λ (aPKC-ɩ homolog) for binding to Par-3 to suppress axon specification; however, selective silencing of PKM-ζ allows for the maturation of a single axon (Parker et al., 2013). We suspect the upregulation of aPKC-ζ III is a critical step during villous lineage differentiation that is required to allow aPKC-ζ III to outcompete other cytoplasmic Par-3-binding partners to allow for Hippo signaling to occur.

snRNA-seq data revealed an apparent stepwise increase in expression of *PRKCZ* mRNA from bipotential pCTs, pCTs, to fusion-competent pCTs, suggesting there is an unknown regulatory stimulus controlling aPKC-ζ III expression. A stepwise increase in the expression of aPKC-ζ III was also seen in our TSC organoid model. Currently, it is not known if aPKC-ζ III-encoding mRNA is transcribed from an alternative promoter sequence or via alternative splicing alone. In neurons, the expression of aPKC-ζ and PKM-ζ is epigenetically regulated via histone acetylation and DNA methylation (Borodinova et al., 2019; Pramio et al., 2023). PKM-ζ is transcribed from an internal promoter sequence with a CREB-binding site that is demethylated in differentiated neurons (Pramio et al., 2023). Interestingly, CREB has been shown to play an important role in pCT differentiation, directly regulating *GCM1*, a key transcriptional regulator of ST formation (Chang et al., 2005; Jeyarajah et al., 2022; Schubert et al., 2008). Therefore, understanding if aPKC-ζ ΙΙΙ is regulated via this alternative promoter and, therefore, sensitive to cAMP/CREB activation will be important to examine in the future. The observed increased and sustained expression of *PRKCZ* mRNA and aPKC-ζ III protein in ST also highlights that this form of aPKC may have other critical roles in ST. We previously observed that antibodies raised against aPKC-ζ isoforms reveal a strong cytoplasmic ST signal and a cytoplasmic signal within first-trimester pCT (Shaha et al., 2022). Together with the exclusive localization of aPKC-ζ III-GFP to the cytoplasm observed here, we can infer that aPKC-ζ III localizes to the cytoplasm in pCT and the ST (Shaha et al., 2022). Others have determined that cytoplasmic localization of aPKC is usually found during interphase and that the membrane targeting of aPKC is required for mitosis and progression of the cell cycle (Jones et al., 2023)^.^ Disruption of aPKC binding to Par-6 by deletion of the PB1 domain leads to a cytoplasmic localization in neuroblasts (Jones et al., 2023). While the function of cytoplasmic aPKC was not examined, since the ST does not undergo mitosis, it is possible that aPKC-ζ III plays a similar role in this cell type. Interestingly, other groups have identified that the hinge domain of aPKC-ɩ and aPKC-ζ specifically recruits the domain to the nucleus or cytoplasm, respectively, revealing the aPKC isoforms have inherent subcellular localization signals (Seidl et al., 2012). Without a polarized distribution of aPKC-ζ III, it is unlikely to directly regulate cell polarity in the ST, although indirect regulation of polarity by competing for Par-3 binding may be possible.

Importantly, our work has shown a potentially trophoblast-specific regulatory point for the Hippo signaling pathway. Hippo signaling is a ubiquitous pathway, and dysregulation has been well associated with numerous diseases such as immune dysfunction, cardiac disease, and cancer (Dey et al., 2020; Fu et al., 2022; Han, 2019). aPKCs have also been recognized as critical regulators of tumorigenesis and can have cell- and cancer-dependent tumor-promoting or -suppressive roles (Reina-Campos et al., 2019). Increased expression of aPKC-ζ has been found to promote breast cancer (Paul et al., 2015), colorectal cancer (Islam et al., 2018), and pancreatic cancer (Butler et al., 2013). Additionally, *PRKCZ* splice variants have been identified in prostate cancer (Yao et al., 2012). Reactivation of placental-specific genes and pathways has become increasingly observed in cancer (Novakovic and Saffery, 2013; Rousseaux et al., 2013). Like the placenta, cancer cells have the ability to become invasive via epithelial-mesenchymal transition, induce tolerance of the immune system, and become multinucleated via the reactivation of genes encoding the syncytins, the retrovirally co-opted trophoblast fusogens (Bjerregaard et al., 2006; Novakovic and Saffery, 2013; Rousseaux et al., 2013). The potential for reactivation of aPKC-ζ III expression in pathology and the role it could play in modulating Hippo signaling in other tissues and cell types is another interesting future direction from this work.

Here, we have identified, for the first time, a placental-specific activator of Hippo signaling. Dysregulation of Hippo signaling has been established in trophoblast dysfunction, resulting in placental pathologies (Home et al., 2012; Lin et al., 2023; Liu et al., 2020; Soncin and Parast, 2020; Wu et al., 2024). Preeclampsia and intrauterine growth restriction are serious pregnancy disorders that complicate 2%–8% of all pregnancies. While the etiology remains unclear, these complications are thought to originate from the placenta (Huppertz, 2008). Trophoblast fusion and expression of fusion competency machinery are impaired in both preeclampsia and intrauterine growth restriction; thus, understanding the molecular regulators of trophoblast fusion is critical (Chen et al., 2006; Langbein et al., 2008; Ruebner et al., 2010). Our work highlights the importance of discovering fundamental human biology and placental-specific pathways for the development of therapies to treat placental pathologies. Thus, future studies determining how aPKC-ζ III expression is regulated and what additional roles it plays in villous trophoblasts may have widespread implications for human development and pathogenesis.

## Resource availability

### Lead contact

The lead contact for this study is Meghan Riddell. All requests for reagents and methods should be directed to and will be fulfilled by the lead contact ().

### Materials availability

Plasmids generated from this study can be purchased from Vectorbuilder. *PRKCZ* KO lines can be requested from lead contact.

### Data and code availability

Bulk RNA-seq and snRNA-seq data generated from this study have been deposited in the Gene Expression Omnibus with the accession GSE310653. There are no restrictions on data availability use. snRNA-seq data can be found at https://riddell-lab.shinyapps.io/single_nuclei_placenta/.

## Acknowledgments

We would like to thank the patients who donated tissue to our study and the staff of the Woman’s Health Options Clinic for the help in accessing this critical resource. We would also like to thank Mike Wong in the Advanced Cell Exploration Core for support with the bulk RNA sequencing and CRISPR-Cas 9 experiments. M.R. is supported by the Canada Research Chairs program, and support for equipment was provided to M.R. by the Canada Foundation for Innovation. S.Z.S received salary support from Alberta Innovates and Advanced Education and Women and Children’s Health Research Institute Graduate studentships. W.K.D was supported by the Natural Sciences and Engineering Research Council of Canada and Women and Children's Health Research Institute studentships. Bulk RNA-seq library preparation was performed by the University of Alberta Faculty of Medicine & Dentistry High Content Analysis Core (RRID:SCR_019182). Flow Cytometry Facility experiments were performed at the University of Alberta Faculty of Medicine & Dentistry Flow Cytometry Facility, RRID:SCR_019195. Cell Imaging Core experiments were performed at the University of Alberta Faculty of Medicine & Dentistry Cell Imaging Core, RRID:SCR_019200. Plasmid sequencing was performed at the University of Alberta Faculty of Medicine & Dentistry Advanced Cell Exploration Core, RRID:SCR_019182. Advanced Cell Exploration Core Experiments were performed at the University of Alberta Faculty of Medicine & Dentistry Advanced Cell Exploration Core, RRID:SCR_019182. Cell Imaging Core Experiments were performed at the University of Alberta Faculty of Medicine & Dentistry Cell Imaging Core, RRID:SCR_019200. This work was supported through the Natural Sciences and Engineering Research Council of Canada Discovery Grants Program (RGPIN-2021-02807), Women and Children’s Health Research Institute and their donors the Alberta Women’s Health Foundation and the Stollery Children’s Hospital Foundation (2863), the Canada Research Chairs Program (CRC-2023-00055), and a One Child Every Child project supported by the Canada First Research Excellence Fund.

## Author contributions

S.Z.S., W.K.D., and M.R. conceptualized the project. M.R. obtained funding for the project. S.Z.S., W.K.D., and I.K.D. performed experiments and analyzed data. J.G.R. performed all bioinformatic analyses. S.Z.S. and M.R. wrote the original manuscript with comments and edits from all authors. M.R. performed supervision.

## Declaration of interests

The authors declare no competing interests.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Anti-CD49f (clone GoH3) Rat mAb [IF: 1:200]	Stemcell Technologies	Cat #60037; Lot: SC10713. RRID: AB_3717553
Anti-E-cadherin (clone 180215) Mouse mAb [IF: 1:400]	R&D systems	Cat# MAB18381; Lot: JAT022008, JAT0221051, JAT0222121; RRID: AB_2076805
Anti-hCG beta (clone 5H4-E2) Mouse mAb [IF: 1:200]	Abcam	Cat# ab9582; Lot: GR3300377-1, GR3425916-1; RRID: AB_296507
Anti- Ki-67 (8D5) Mouse mAb [IF 1:200]	Cell Signaling Technology	Cat#9449; Lot: 12; RRID: AB_2797703
Anti-PARD3 Rabbit pAb [IF 1:200, WB: 1:2000]	Atlas Antibodies	Cat# HPA030443; Lot: 13543; RRID: AB_10600926
Anti-PKC zeta (H-1) Mouse mAb [WB: 1:10,000] Targets total aPKC	Santa Cruz Biotechnology	Cat# sc-17781; Lot: C1122; RRID: AB_628148
Anti-PRKCZ Rabbit pAb [WB: 1:8000, IF: 1:200]	Sigma-Aldrich	Cat# HPA021851; Lot: A118749; RRID: AB_1855433
Anti-DYKDDDDK Tag (D6W5B) Rabbit mAb [WB:	Cell Signaling Technology	Cat# 70569; Lot: 7; RRID: AB_2799005
Anti-GFP (Green Fluorescent Protein) Rabbit pAb [WB: 1.75μg/mL]	MBL International	Cat# 598; Lot: 84; RRID: AB_591819
Anti-Phospho-LATS1 (Ser909) Rabbit mAb [WB: 1:2000]	Cell Signaling Technology	Cat# 9157; Lot:2; RRID: AB_2133515
Anti- LATS1 (clone C66B5) Rabbit mAb [WB: 1:2000]	Cell Signaling Technology	Cat# 3577; Lot:9; RRID: AB_2133513
Anti-Myc-Tag (clone 9B11) Mouse mAb [WB 1:1000]	Cell Signaling Technology	Cat# 2267; Lot: 24; RRID: AB_331783
Anti- Phospho-YAP (Ser127) Rabbit pAb [WB: 1:2000]	Cell Signaling Technology	Cat# 4911; Lot: 5; RRID: AB_2218913
Anti- YAP (clone D8H1X) XP Rabbit mAb [WB: 1:2000; IF: 1:200]	Cell Signaling Technology	Cat# 14074; Lot: 5; RRID: AB_2650491)
Donkey anti-Mouse IgG Secondary Antibody, Alexa Fluor™ 488 [IF: 1:400]	Invitrogen	Cat# A-21202; RRID:AB_141607
Donkey anti-Rabbit IgG Secondary Antibody, Alexa Fluor™ 488 [IF: 1:400]	Invitrogen	Cat# A-21206; RRID:AB_2535792
Donkey anti-Mouse IgG Secondary Antibody, Alexa Fluor™ 594 [IF: 1:400]	Invitrogen	Cat# A-21203; RRID:AB_2535789
Donkey anti-Rabbit IgG Secondary Antibody, Alexa Fluor™ 594 [IF: 1:400]	Invitrogen	Cat# A-21207; RRID:AB_141637
Goat anti-Rat IgG Secondary Antibody, Alexa Fluor™ 488 [IF: 1:400]	Invitrogen	Cat# A-11006; RRID:AB_2534074
Goat anti-Rabbit IgG Secondary Antibody, Alexa Fluor™ 750 [WB: 1:10,000]	Invitrogen	Cat# A-21039; RRID:AB_2535710
Goat anti-Mouse IgG Secondary Antibody, Alexa Fluor™ 680 [WB: 1:10,000]	Invitrogen	Cat# A-21057; RRID:AB_2535723
**Biological samples**		

Human Placenta 10 Weeks	This Study	Sample 1
Human Placenta 10 Weeks	This Study	Sample 2
Human Placenta 11.5 Weeks	This Study	Sample 3
Human Placenta 10.5 Weeks	This Study	Sample 4
Human Placenta 9.3 Weeks	This Study	Sample 5
Human Placenta 10 Weeks	This Study	Sample 6
Human Placenta 9 Weeks	This Study	Sample 7
Human Placenta 11 Weeks	This Study	Sample 8
Human Placenta 11 Weeks	This Study	Sample 9
Human Placenta 10 Weeks	This Study	Sample 10
Human Placenta 11 Weeks	This Study	Sample 11
Human Placenta 11 Weeks	This Study	Sample 12
Human Placenta 10.5 Weeks	This Study	Sample 13
Human Placenta 11 Weeks	This Study	Sample 14
Human Placenta 10 Weeks	This Study	Sample 15
Human Placenta 10.3 Weeks	This Study	Sample 16
Human Placenta 10 Weeks	This Study	Sample 17
Human Placenta 12.7 Weeks	This Study	Sample 18
Human Placenta 10.5 Weeks	This Study	Sample 19
Human Placenta 10.5 Weeks	This Study	Sample 20
Human Placenta 11 Weeks	This Study	Sample 21
Human Placenta 12.3 Weeks	This Study	Sample 22
Human Placenta 9 Weeks	This Study	Sample 23
Human Placenta 9 Weeks	This Study	Sample 24
Human Placenta 10 Weeks	This Study	Sample 25
Human Placenta 5 Weeks	This Study	Sample 26
Human Placenta 8 Weeks	This Study	Sample 27
Human Placenta 10 Weeks	This Study	Sample 28
Human Placenta 9 Weeks	This Study	Sample 29
Human Placenta 7.5 Weeks	This Study	Sample 30
Human Placenta 8.5 Weeks	This Study	Sample 31
Human Placenta 5.5 Weeks	This Study	Sample 32
Human Placenta 6 Weeks	This Study	Sample 33
Human Placenta 7 Weeks	This Study	Sample 34
Human Placenta 7.5 Weeks	This Study	Sample 35
Human Placenta 6 Weeks	This Study	Sample 36
Human Placenta 6.5 Weeks	This Study	Sample 37
Human Placenta 7.5 Weeks	This Study	Sample 38
Human Placenta 6 Weeks	This Study	Sample 39
Human Placenta 6 Weeks	This Study	Sample 40
Human Placenta 6 Weeks	This Study	Sample 41
Human Placenta 6 Weeks	This Study	Sample 42
Human Placenta 6 Weeks	This Study	Sample 43
Human Placenta 6.5 Weeks	This Study	Sample 44

**Chemicals, peptides, and recombinant proteins**		

Advanced DMEM/F12	Gibco	Cat# 12634-101
DMEM/F12	Gibco	Cat# 11320033
2-Mercaptoethanol	Sigma-Aldrich	Cat# M3148
Fetal Bovine Serum	Wisent, Multicell Inc.	Cat# 098150; Lot: 185730
Primocin	InvivoGen	Cat# ant-pm-05
Bovine Serum Albumin	Sigma-Aldrich	Cat#A9085
Insulin-Transferrin-Selenium-Ethanolamine (ITS -X) (100×)	Gibco	Cat# 51500056
L-Ascorbic acid	Sigma-Aldrich	Cat# A5960; CAS: 50-81-7
Human EGF	Peprotech	Cat# AF-100-15
CHIR 99021	BioGems	Cat# 2520691; CAS: 252917-06-9
A 83-01	BioGems	Cat# 9094360; CAS: 909910-43-6
SB 431542 hydrate	Sigma-Aldrich	Cat# 616464; CAS: 301836-41-9
Y-27632 Dihydrochloride	BioGems	Cat# 1293823; CAS: 129830-38-2
Valproic acid sodium salt	BioGems	Cat# 1066656; CAS: 1069-66-5
*N*-2 Supplement	Gibco	Cat# 17502048
B-27 supplement, minus vitamin A	Gibco	Cat# 12587010
L-Glutamine	Gibco	Cat# 21051-024; CAS: 56-85-9
Human R-Spondin-1	Peprotech	Cat# 120-38
Prostaglandin E2	BioGems	Cat# 3632464; CAS: 363-24-6
Human HGF Protein	Peprotech	Cat# 100-39
Human FGF-basic	Peprotech	Cat# 100-18C
N-acetyl-L-cysteine	Sigma-Aldrich	Cat# A9165; CAS: 616-91-1
Collagen IV, Mouse	Corning	Cat# CB-40233
Iscove’s Modified Dulbecco’s Medium	Gibco	Cat# 12440061
Ham’s F-12 Nutrient Mix	Gibco	Cat# 11765047
Gentamycin	Gibco	Cat# 15750-060
Penicillin-Streptomycin	Gibco	Cat# 15140122
8-Bromoadenosine 3′,5′-cyclic monophosphate sodium salt	Sigma-Aldrich	Cat# B7880; CAS: 76939-46-3
Lipofectamine LTX reagent with PLUS reagent	Invitrogen	Cat# 15338100
0.25% trypsin-EDTA	Gibco	Cat# 25200-056
TrypLE™ Express Enzyme	Gibco	Cat# 12604013
Opti-MEM™ I Reduced Serum Medium	Gibco	Cat# 31985062
Nuclease-Free Duplex Buffer	IDT	Cat# 11-01-03-01
Lipofectamine CRISPRMAX Transfection Reagent	Invitrogen	Cat# CMAX00001; Lot: 2634820
Cas9 Plus Reagent	Invitrogen	Cat# 100035624; Lot: 2634802
Lipofectamine CRISPRMAX Reagent	Invitrogen	Cat# 100035629; Lot: 2650857
Alt-R S.p. Cas9 nuclease V3	IDT	Cat#1081058, Lot: 0000833182
myristoylated aPKC pseudosubstrate inhibitor	Invitrogen	Cat# 77749
TDI-011536; LATS inhibitor	MedChemExpress	Cat# HY-150042; CAS: 2687970-96-1
Protease Inhibitor Cocktail	Sigma-Aldrich	Cat# P2714
Halt Phosphatase Inhibitor Cocktail	Thermoscientific	Cat# 78420
Bovine Gelatin	Sigma-Aldrich	Cat# G1393
Sigmacote	Sigma-Aldrich	Cat# SL2
Normal Donkey Serum	Sigma-Aldrich	Cat# S30
Human IgG Isotype Control	Invitrogen	Cat# 02-7102
Fluoromount-G	SouthernBiotech	Cat# 0100-01
TRIzol Reagent	Invitrogen	Cat# 15596026
SYBR Green Universal Master Mix	Applied Biosystems	Cat# 4309155
RedSafe Nucleic Acid Staining Solution	FroggaBio	Cat# 21141

Phalloidin iFluor 594	AAT Bioquest	Cat# 23122
**Critical commercial assays**		

Chromium Nuclei Isolation Kit with RNase Inhibitor	Novogene	Cat# 1000494
Pierce BCA Assay Kit	Thermo Fisher Scientific	Cat# 23227
β-hCG ELISA kit	DRG International	Cat# EIA-1911
PureLink RNA Mini Kit	Invitrogen	Cat# 12183025
iScript cDNA Synthesis Kit	Bio-Rad	Cat# 1708890
PCR SuperMix	Invitrogen	Cat# 10572014

**Deposited data**		

First trimester placenta snRNA-seq data	(Wang et al., 2024)	GEO: GSE247038
TSC organoid bulkRNA-seq data	This Study	GEO: GSE310653
TSC organoid snRNA-seq data	This Study	GEO: GSE310653

**Experimental models: Cell lines**		

Human trophoblast stem cell (CT27)	Riken Cell Bank	RCB4936; RRID:CVCL_A7AZ
Human trophoblast stem cell (CT29)	Riken Cell Bank	RCB4937; RRID:CVCL_A7BA
BeWo		RRID:CVCL_0044
HEK293T		RRID:CVCL_0063

**Oligonucleotides**		

ON-TARGETplus Human *PRKCZ* (5590) siRNA	Dharmacon	Cat# J-003526-14
ON-TARGETplus Human *PARD3* (56288) siRNA	Dharmacon	Cat# J-015602-06
non-targeting control siRNA	Dharmacon	Cat# D-001810-10
CRISPR Guide RNAs: 5′ tccagta gacgacaaga a 3′	IDT	N/A
Alt-2 Cas9 Neg Ctrl crRNA #1	IDT	Cat# 1072544; Lot#0000828510
Alt-R CRISPR Cas9 tracrRNA-ATTO 550	IDT	Cat# 1075927; Lot: 00005558022
RT-PCR Primer for *CGB* (5’->3′) F: GCCTCATCCTTGGCGCTAGA R: TATACCTCGGGGTTGTGGGG	IDT	N/A
RT-PCR Primer for *GCM1* (5’->3′) F: GTGCTGTCTGCTTCTCCGTA R: GATAAGGTCAGGCCAGCCAA	IDT	N/A
RT-PCR Primer for *SRY* (5’->3′) F: CAGATCCCGCTTCGGTACTC R: TTTGTCCAGTGGCTGTAGCG	IDT	N/A
RT-PCR Primer for *RNA18SN1* (5’->3′) F: GCAATTATTCCCCATGAACG R: GGCCTCACTAAACCATCCAA	IDT	N/A

**Recombinant DNA**		

aPKC-ζ III-FLAG plasmid	Vector Builder	Vector Builder ID: VB230324-1471jgr
aPKC-ζ III-EGFP plasmid	Vector Builder	Vector Builder ID: VB230324-1483nyd
pEGFP-N1-Par3 plasmid	(Hikita et al., 2018)	Dr. Masanori Nakayama
pcDNA3 Lats1 (Nigg HS189) (LATS1-Myc Tag)	Addgene	Plasmid #: 41156; RRID:Addgene_41156

**Software and algorithms**		

Volocity Imaging Software V 7.0.0	Quorum Technologues	https://www.volocity4d.com/bio
cellSens Dimensions Imaging Software V 1.11	Olympus	www.olympus-sis.com
ImageJ	NIH	https://imagej.net/ij/
ImageStudio V 6.0.0.28	LicorBio	https://www.licorbio.com/image-studio
QuantStudio Design & Analysis Software V 1.5.1	Thermo Fisher Scientific	https://www.thermofisher.com/ca/en/home/technical-resources/software-downloads/quantstudio-3-5-real-time-pcr-systems.html
GraphPad PRISM V 10.4.2	GraphPad	https://www.graphpad.com/features
BioTek Gen 5 Software for Detection	Agilent Technologies	https://www.agilent.com/en/product/microplate-instrumentation/microplate-instrumentation-control-analysis-software/imager-reader-control-analysis-software/biotek-gen5-software-for-detection-1623227?srsltid=AfmBOoqJWOFPtrhNw1DBhBhwslgPx8v-ZxFoDMJqMJhbHzXmG6h1mCnu
RStudio version 2025.09.1 + 401	Posit	https://posit.co/download/rstudio-desktop/
R version 4.5.1	R Project	https://www.r-project.org/
Ubuntu 22.04.3	Ubuntu	https://ubuntu.com/
FastQC 0.11.9	Babraham Bioinformatics	https://www.bioinformatics.babraham.ac.uk/projects/fastqc/
STAR 2.7.11	(Dobin et al., 2013)	https://github.com/alexdobin/STAR
Rsubread 2.22.1	(Liao et al., 2019)	https://bioconductor.org/packages/release/bioc/html/Rsubread.html
DESeq2 1.48.2	(Love et al., 2014)	https://bioconductor.org/packages/release/bioc/html/DESeq2.html
clusterProfiler 4.16.0	(Wu et al., 2021; Xu et al., 2024; Yu, 2024; Yu et al., 2012)	https://bioconductor.org/packages/release/bioc/html/clusterProfiler.html
CellRanger 9.0.1	(Zheng et al., 2017)	https://www.10xgenomics.com/support/software/cell-ranger/latest
Seurat 5.3.0	(Hao et al., 2024)	https://satijalab.org/seurat/
Monocle3 1.4.26	(Trapnell et al., 2014)	https://cole-trapnell-lab.github.io/monocle3/

**Other**		

Anti-FLAG® M2 Magnetic Beads	Sigma-Aldrich	Cat# M8823
GFP-Trap® Magnetic Particles M-270	ChromoTek	Cat# gtd20; LOT: LM0000172
Zeiss Celldiscoverer 7	Zeiss	N/A
Zeiss LSM-700 confocal microscope	Zeiss	N/A
Olympus IX2-UCB immunofluorescent microscope	Olympus	N/A
QuantStudio 3 Real-Time PCR System	Thermo Fisher Scientific	N/A
C1000 Touch Thermal Cycler	Bio-Rad	N/A
Biotek Synergy HTX plate reader	Agilent Technologies	N/A

### Experimental model and study participant details

#### Human placental tissue collection

Human placental tissue from weeks 5–12 gestational age was obtained from elective pregnancy terminations with informed patient consent according to methods approved by the University of Alberta Human Research Ethics Board (Pro00089293). All placental samples and patient characteristics for samples in this study can be found in Table S1.

Biological sex was determined for 14 placental samples; 57.14% were male, 42.86% were female.

#### Explant cultures

Human placental tissue was obtained with informed consent from individuals undergoing elective terminations.

##### ST-intact explants

Placental tissue was washed with cold PBS then cut into tissue pieces (∼2mm^3^). Explants were cultured one/well, triplicate per treatment in floating explant medium [Iscove’s Modified Dulbecco’s Medium (IMDM; Gibco, 12440061) supplemented with 10% fetal bovine serum (FBS; Wisent, Multicell Inc., Lot: 185730), 100U/mL Penicillin and 100μg/mL Streptomycin (Gibco, 15140122)] as per Patel et al. (2023) in humidified incubators with 5% CO_2_ and atmospheric O_2_. After 24 h, explants were treated with 5 μM myristoylated aPKC pseudosubstrate inhibitor (Invitrogen, 77749) or solvent controls. After an additional 24 h of culture, explants were fixed with 4% PFA for immunofluorescence.

##### ST regeneration explants

Tissue pieces (∼2mm^3^) were denuded of ST and cultured as per Duan et al. (2025) Briefly, placental tissue was washed with cold PBS cut into explants, then trypsinized (0.25% trypsin-EDTA, Gibco, 25200-056). Explants were cultured one/well, triplicate per treatment in explant regeneration medium [IMDM supplemented with 10% FBS, 1% ITS-X (Gibco, 51500-056), and 50μg/mL gentamycin (Gibco, 15750-060)] in humidified incubators with 5% CO_2_ and atmospheric O_2_. After 24 h, the tissue was vigorously washed to remove ST, debris, and treated with *PRKCZ* – targeting siRNA KD (Dharmacon, J-003526-14), non-targeting control siRNA (Dharmacon, D-001810-10), 5 μM myristoylated aPKC pseudosubstrate inhibitor, or 3 μM LATS inhibitor (TDI-011536; MedChemExpress, HY-150042). After an additional 48 h of culture, explants were fixed with 4% PFA for immunofluorescence staining or collected for western blotting.

#### Primary pCT *in vitro* ST differentiation

Primary human first trimester pCTs were isolated and cultured as previously reported (Guilbert et al., 2002; Patel et al., 2023; Shaha et al., 2022). For primary *in vitro* 72 h ST differentiation, pCTs were cultured in IMDM supplemented with 10% FBS and penicillin–streptomycin in a 5% CO_2_ as per Shaha et al. (2022). Cells were seeded for 4 h, then washed and treated with 10 μM 8-Br cAMP (Sigma-Aldrich, B7880) in IMDM +10% FBS and pen-strep overnight. The following morning, medium was changed for 8-Br-cAMP removal, and the cells were cultured for an additional 48 h before fixation.

#### Human trophoblast stem cell culture

The human trophoblast stem cell lines (Okae et al., 2018) (TSC; CT27, CT29) were obtained from Riken Biosource Resource Center and maintained on 5 μg/mL collagen IV (Corning, 354233) coated plates and cultured with human TSC culture medium (Duan et al., 2025; Okae et al., 2018) in a humidified incubator at 37°C with 5% CO_2_ and atmospheric O_2_. Human TSC lines were used from passage 20–29 and split at 1:5–1:20 ratios.

#### Human trophoblast organoid culture

TSC CT27 (Female line) and CT29 (Male line) cells were passaged and cultured in High Aspect Ratio Vessels (HARVs) (Synthecon) using a Rotary Cell Culture System (Synthecon). Organoids were pelleted via centrifugation, washed with PBS, and prepared for downstream analyses. For single nuclei RNA-sequencing, PBS was removed and the organoids were flash frozen. For western blotting, organoids were lysed in RIPA buffer. For immunofluorescent staining, organoids were fixed in 4% PFA for 10 min in siliconized 2mL round bottom tubes (Sigma, SL2).

#### BeWo cell line maintenance

BeWo cells were maintained in Ham’s F-12 Nutrient Mix (Gibco, 11765047) supplemented with 15% FBS and Penicillin-Streptomycin (100U/mL Penicillin, 100μg/mL Streptomycin) in a humidified incubator at 37°C with 5% CO_2_ and atmospheric O_2_.

#### BeWo *in vitro* ST differentiation

To induce *in vitro* ST differentiation, BeWo cells were seeded on glass coverslips coated with 0.2% gelatin (Sigma, G1393). Medium was changed to also include 500μM 8-Br-cAMP, and refreshed every 48 h. Cells were fixed after a total of 96 h of 8-Br-cAMP treatment. For western blotting assessment of p-YAP(Ser127) and *p*-LATS1(Ser909) expression, BeWo cells were seeded at 15% confluency, then transfected with aPKC-ζ III-FLAG the next day using Lipofectamine LTX reagent with PLUS reagent (Invitrogen, 15338100) in Opti-MEM I Reduced Serum Medium (Gibco, 31985062) according to manufacturer’s protocols. After 24 h, cells were collected at 0 and 2 h post 8-Br-cAMP treatment in RIPA supplemented with Protease Inhibitor Cocktail (Sigma-Aldrich, P2714) and Halt Phosphatase Inhibitor Cocktail.

#### HEK293T cell line culture

HEK293T were maintained in DMEM F12 (Gibco, 11320033) supplemented with 10% FBS and Penicillin-Streptomycin (100U/mL Penicillin, 100μg/mL Streptomycin) in a humidified incubator at 37°C with 5% CO_2_ and atmospheric O_2_. HEK293T cell line was used from passage 3–10 and split at 1:10–1:30 ratios.

### Method details

#### Single nuclei RNA sequencing

10× Genomics snRNA-seq techniques were used for flash frozen organoids, and we adapted the single nuclei sequencing data from first trimester placentas previously presented by Wang et al. (2024).

Libraries were prepared by sequencing flash-frozen placental organoids by using a Chromium Nuclei Isolation with RNAse Inhibitor kit (Novogene, 1000494). Partial lane dual index sequencing was performed by the Princess Margaret Genomics Center (PMGC) via Illumina next generation sequencing (Illumina NovaSeqX) for a total of 200M read pairs per sample. The sequenced data has been deposited in GEO under accession number (GSE310653). The first trimester single cell nuclei dataset was adapted from the previously published sequencing data (Wang et al., 2024).

Sample demultiplexing, gene counting, and feature barcode analysis was performed on CellRanger-9.0.1. (Zheng et al., 2017). Downstream analysis was performed in R-4.5.1 and Seurat −5.3.0. (Hao et al., 2024). Both datasets were filtered by excluding samples with less than 200 or more than 2500 features, as well as samples with more than 20% of mitochondrial counts. Dimension reduction was performed via UMAP, and the cell clusters were identified utilizing canonical markers for the cell identities.

Filtering was performed in both samples, and we retained a total of 45,697 nuclei for the first trimester dataset, and 22,250 nuclei for our organoid dataset. Batch correction and integration were performed in both datasets. The datasets were visualized using UMAP dimensional reduction analysis. For both datasets, clusters were annotated into the appropriate cell type by analyzing the expression of different canonical cell markers previously described (Figures S1 and S2) (Duan et al., 2025; Keenen et al., 2025). The pseudotime analysis was performed using the R package Monocle3 (Cao et al., 2019). Trajectory reconstruction was performed in both the first trimester and the organoids dataset, with the bipotential pCTs population in the former and the pCT population in the latter used as the root for trajectory inference.

#### Bulk RNA sequencing

Libraries were prepared using the Illumina Stranded mRNA prep kit. Partial lane sequencing was performed by the Genome Science Center (GSC) at the University of British Columbia via Illumina next generation sequencing (NovaSeq X Plus Series PE150) for 100M read pairs per sample. Sequencing data have been deposited in GEO under accession number (GSE310653).

Quality control and library alignment of the samples was performed in Ubuntu via the FastQC and STAR distros, respectively (Dobin et al., 2013). We utilized R for the downstream analysis of the data. Counts were obtained utilizing the Rsubread package (Liao et al., 2019). Analysis of the data, estimation of fold changes and dispersion was performed using DESeq2 (Love et al., 2014). The GO pathways were generated using the clusterprofiler package (Wu et al., 2021).

#### *PRKCZ* knockdown organoids

*PRKCZ* – targeting siRNA KD or non-targeting controls were transfected into TSC using Opti-MEM I Reduced Serum Medium (Gibco; cat# 31985062) and Lipofectamine LTX Reagent with PLUS Reagent (Invitrogen; cat#15338100) according to manufacturer’s recommendations. 24h post transfection, treated TSCs were moved into HARVs for 24–48 h in rotational culture.

#### Generation of CRISPR-Cas9 *PRKCZ* knockout cells

The Alt-R CRISPR-Cas9 System was used to create *PRKCZ* KO lines. *PRKCZ* targeting guide RNAs (CRISPR RNA; crRNA) were designed using the IDT Alt-R CRISPR HDR Design Tool to target base pairs 100584–100603 (tccagta gacgacaaga a) on the *PRKCZ* gene. Control lines were created using the Alt-2 Cas9 Neg Ctrl crRNA #1 (IDT, cat# 1072544, lot#0000828510). A two-part guide RNA, crRNA and Alt-R CRISPR Cas9 tracrRNA-ATTO 550 (tracrRNA; IDT, cat# 1075927, lot: 00005558022) were combined in equimolar concentrations for a final duplex concentration of 1 μM in Nuclease-Free Duplex Buffer (IDT, cat#11-01-03-01). Ribonucleoprotein (RNP) complexes were transfected with Lipofectamine CRISPRMAX Transfection Reagent (Invitrogen, Cat# CMAX00001, lot 2634820) according to manufacturer’s protocols. Briefly, Alt-R S.p. Cas9 nuclease V3 (IDT, cat#1081058, lot 0000833182) and crRNA/tracrRNA duplex were transfected using the Cas9 Plus Reagent (Invitrogen, Cat# 100035624, lot 2634802) and Lipofectamine CRISPRMAX Reagent (Cat# 100035629, lot 2650857) in Opti-MEM I Reduced Serum Medium (Gibco, 31985062). 24 h later, cells were sorted via Fluorescence-Activated Cell Sorting Flow Cytometry for ATTO 550.

#### BeWo siRNA knockdown

To perform *PARD3* knockdowns, BeWo cells were seeded on glass coverslips coated with 0.2% gelatin. After 24 h, *PARD3-*targeting siRNA [ON-TARGETplus Human PARD3 (56288) siRNA; (Dharmacon J-015602-06)] and non-targeting controls were transfected into BeWos using Opti-MEM I Reduced Serum Medium and Lipofectamine LTX Reagent with PLUS Reagent in Opti-MEM I Reduced Serum Medium according to manufacturer’s recommendations. The following day, *in vitro* ST differentiation was induced as above.

#### Immunoprecipitations

For Par-3-EGFP and aPKC-ζ III-FLAG immunoprecipitations, HEK293T cells were seeded at 30% density and transfected the following day with 1:1 plasmid ratio using Lipofectamine LTX Reagent with PLUS Reagent according to manufacturer’s recommendations. Cells were lysed with ice-cold lysis buffer [50 mM Tris–HCl pH 7.4, 1% IGEPAL, 150 mM NaCl, and 1:100 Protease inhibitor (P2714,Sigma-Aldrich, St. Louis, MO, USA)], incubated for 15 min with end-over-end rotation at 4°C, and centrifuged for 15 min at 14,000 RCF. Protein assays were performed using Pierce BCA Assay Kit (Thermofisher, 23227). 50μL of Anti-FLAG M2 Magnetic Beads (Sigma-Aldrich, M8823) were incubated for 4 h at 4°C with 500μg protein lysate. Par-3-EGFP, LATS1-Myc, and aPKC-ζ III-FLAG immunoprecipitations HEK293T cells were seeded at 10% density and transfected the following day plasmids for Par-3-EGFP IPs with LATS1-Myc and aPKC-ζ III-FLAG. Cells were lysed with ice-cold lysis buffer modified from Lv et al. (2015). [50 mM Tris–HCl pH 7.5, 0.3% IGEPAL, 150mM NaCl, 1mM EDTA-disodium, 1:100 Protease inhibitor, and 1:100 Phosphatase inhibitor (Halt Phosphatase Inhibitor Cocktail, Thermo Scientific, 78420), then incubated for 30 min with end-over-end rotation at 4°C and centrifuged for 30 min at 14,000 RCF. 25μL of GFP-Trap Magnetic Particles M-270 (ChromoTek, gtd20; LOT; LM0000172) were incubated overnight at 4°C with 500μg protein lysate. Protein was eluted by boiling with 1× SDS buffer.

#### Live cell imaging

HEK293T cells transfected with Par-3-EGFP or aPKC-ζ III-EGFP, and human TSC transfected with aPKC-ζ III-EGFP were analyzed at 24 h. Images were captured on a Zeiss Celldiscoverer 7 with an Axiocam 712 mono camera and Zeiss Plan-Apochromat 20×/0.7 autocorr lens.

#### Plasmids

aPKC-ζ III-FLAG and aPKC-ζ III-EGFP plasmids were constructed and packaged by VectorBuilder. Vector IDs can be used to retrieve detailed information about the vector on vectorbuilder.com. pEGFP-N1-Par3 plasmid was a gift from Dr. Masanori Nakayama. pcDNA3 Lats1 (Nigg HS189) (LATS1-Myc Tag) was a gift from Erich Nigg (Addgene plasmid # 41156; http://n2t.net/addgene:41156; RRID:Addgene_41156) (Chan et al., 2005).

#### Immunofluorescence staining

##### Placental tissue

Placental explants and tissue were simultaneously permeabilized and blocked using blocking buffer [5% Normal donkey serum, 0.5% Triton X-100, and 1:100 human IgG (Invitrogen, 02–7102)], then incubated overnight with primary antibodies. For Ki67 staining, sodium citrate antigen retrieval was performed, then explants were blocked as above. The following day, tissue was washed and incubated with secondary antibodies and/or Phalloidin and Hoechst 33352. Tissue was mounted using imaging spacers and Fluoromount-G (SouthernBiotech, 0100-01).

##### Human trophoblast organoids and 2D cells

Human trophoblast organoids were stained as previously described (Duan et al., 2025). Briefly, organoids or cells (BeWo and primary *in vitro* differentiated ST) were permeabilized, blocked in blocking buffer (5% NDS, 0.01% Tween 20, and 1:100 human IgG), then incubated with primary antibodies overnight. The next day, they were washed then incubated with secondary antibodies and/or Phalloidin and Hoechst 33352. Organoids were mounted using imaging spacers and Fluoromount-G. Cells cultured on coverslips were mounted with Fluoromount-G.

#### Image capture and analysis

Confocal microscopy was used to capture explant and organoid images. Three regions per explant or five organoids per treatment were captured using a Zeiss Plan Apochromat-20×/0.8 M27 or Zeiss Plan Apochromat-63×/1.4 M27 oil lens on a Zeiss LSM-700 confocal microscope. Z-stacks of placental explants(15-55μm) were captured at 20× (2.02μm step size) and 63× (1.2 μm step size) (30-60μm). Z-stacks of organoids (20-30μm) were captured at 20× (2.02μm step size). XY-images were captured at 20×. Images were analyzed using Volocity Imaging Software (Quorum Technologies, version 7.0.0). For 2D cell fusion assessment, triplicate images per treatment were captured at 10× magnification using an Olympus IX2-UCB immunofluorescent microscope equipped with a Roper Scientific camera and aa Sutter Instruments Lambda DG-4 fluorescent lamp and cellSens Dimensions imaging software.

#### Fusion assessment

##### Explants

ST regeneration of placental explants was quantified as previously described.(Duan et al., 2025) Briefly, explants stained for E-cadherin (pCT marker), Phalloidin (F-actin), and nuclei were used to assess fusion. Single 20× XY-plane cross sectional images were assessed. Single nuclei surrounded by E-cadherin were considered pCT, and multiple nuclei surrounded by phalloidin and E-cadherin signal were considered ST. For each treatment, the area of ST/Area of pCT was normalized to donor-matched 24 h control trypsinized samples, then to regenerated controls.

##### Cells

Images were blinded for treatments and the number of nuclei incorporated into multinucleated E-cadherin positive clusters were counted and divided by the total number of nuclei using ImageJ and Volocity Imaging Software.

#### Western blotting

Protein was collected using RIPA (150 mM NaCl, 1% Triton X-100, 0.1% SDS, 50 mM Tris, and 0.5% Sodium deoxycholate) supplemented with Protease Inhibitor Cocktail (Sigma-Aldrich, P2714) and Halt Phosphatase Inhibitor Cocktail (Thermoscientific, 78420) for phospho-specific antibody detection. SDS-PAGE was run using 10-20μg protein. Membranes were blocked with 0.3% skim milk powder and incubated overnight with primary antibodies. The following day, membranes were washed then incubated with secondary antibodies. After incubation with phospho-specific antibodies, membranes were stripped for 4 × 30 min (7.5g glycine, 0.5g SDS, 5mL Tween 20, pH 2.2 w HCl), washed, blocked, and re-incubated with non-phosphorylated antibodies overnight. Total protein was determined using Fast Green stain (0.001% Fast Green FCF (w/v), 30% methanol, 7% acetic acid), then destained (30% methanol, 10% acetic acid). Membranes were imaged using the Licor Odyssey CLx and analyzed using Image Studio (V5.5).

#### RNA isolation and RT-PCR

Organoids were harvested and RNA was extracted using TRIzol-chloroform extraction and purified using PureLink RNA Mini Kit (Invitrogen). Reverse transcription was performed using iScript cDNA Synthesis Kit (BioRad) with 1000ng RNA, and cDNA was diluted 1:10 for all reactions. RT-PCR reactions were performed using SYBR Green Universal Master Mix (Applied Biosystems) on a QuantStudio 3 Real-Time PCR System (Thermo Fisher Scientific) and analyzed using QuantStudio Design & Analysis Software (Thermo Fisher Scientific). The 2^−ΔΔCT^ method was used to calculate relative change in mRNA expression using housekeeping gene *RNA18SN1* (Jaremek et al., 2023; Livak and Schmittgen, 2001).

*SRY* expression was used to determine the biological sex of placental samples. The amplicon was generated by performing PCR using PCR Supermix (Invitrogen) (amplicon = 169 bp) run on a C1000 Touch Thermal Cycler (Biorad, 1851148). Gel electrophoresis was performed to detect amplicons and visualized using RedSafe Nucleic Acid Staining Solution (Froggabio).

#### ELISA

β-hCG ELISAs were performed on medium collected from 24 h control and *PRKCZ* KD organoids using a β-hCG ELISA kit (EIA-1911; DRG International). Plates were analyzed using a Biotek Synergy HTX plate reader (Gen 5 Software). Β-hCG concentration was normalized to total protein of of samples.

### Quantification and statistical analysis

#### vCT proliferation quantification

Proliferation in placental explants was quantified by staining explants for Ki67 (proliferation marker), E-cadherin (pCT marker), and nuclei (Hoechst). The percentage of Ki67 positive pCTs were determined by counting the number of Ki67 positive nuclei surrounded by E-cadherin junctions (pCT marker), then dividing by the total number of nuclei surrounded by E-cadherin junctions.

$$\%\;Ki67\;pCTs=\frac{\left(\#Ki67\;Positive\;Nuclei\;within\;E-cadherin\;Junctions\right)}{Total\;\#\;Nuclei\;within\;E-cadheirn\;Junctions\;}X100$$

#### Fusion quantification

A multinucleated cell was determined by the breakdown of E-cadherin junction between two or more nuclei. Percent Fusion was calculated by the ratio of the number of nuclei incorporated into multinucleated cells by the total number of nuclei.

$$\%\;Fusion=\frac{\#Nuclei\;Incorporated\;into\;Multinucleated\;Cells}{Total\;\#\;Nuclei}X\;100$$

Relative fusion was determined by the ratio of the percent fusion of the treatment:control.

$$Relative\;Fusion=\frac{\%\;Fusion\;of\;Treatment\;Group}{\%\;Fusion\;of\;Control\;Group}$$

Fusion index was calculated by the subtracting the number of nuclei in multinucleated cells by the total number of multinucleated cells, then dividing by the total number of nuclei.

$$Fusion\;Index=\frac{\left(\#\;Nuclei\;Incorporated\;into\;Multinucleated\;Cells\right)-\left(\#\;Multinucleated\;Cells\right)}{Total\;\#\;Nuclei}$$

### Statistical analysis

All statistical analyses were performed in GraphPad PRISM (Version 10.4.2). For all tests, the threshold for significance is *p* > 0.05. Statistical tests used for each experimental design are stated within figure legends. All graphs and representative images from different placental tissue donors are from at least three biological replicates or cell lines with at least three experimental replicates.

## Supplemental information

Document S1. Figures S1–S10 and Tables S1

Document S2. Article plus supplemental information

# Supplementary material for: aPKC-ζ III promotes trophoblast fusion by altering Par-3 interactions with Hippo signaling kinase LATS1
**Source:** Stem Cell Reports. 2026 Jun 25;21(7):102975. doi: 10.1016/j.stemcr.2026.102975
**Supplement:** Document S1. Figures S1–S10 and Tables S1

Stem Cell Reports, Volume 21

Supplemental Information

aPKC- ζ III promotes trophoblast fusion by altering Par-3 interactions with Hippo signaling kinase LATS1

Sumaiyah Z. Shaha, Wendy K. Duan, Juan Garcia Rivas, Ivan K. Domingo, and Meghan Riddell

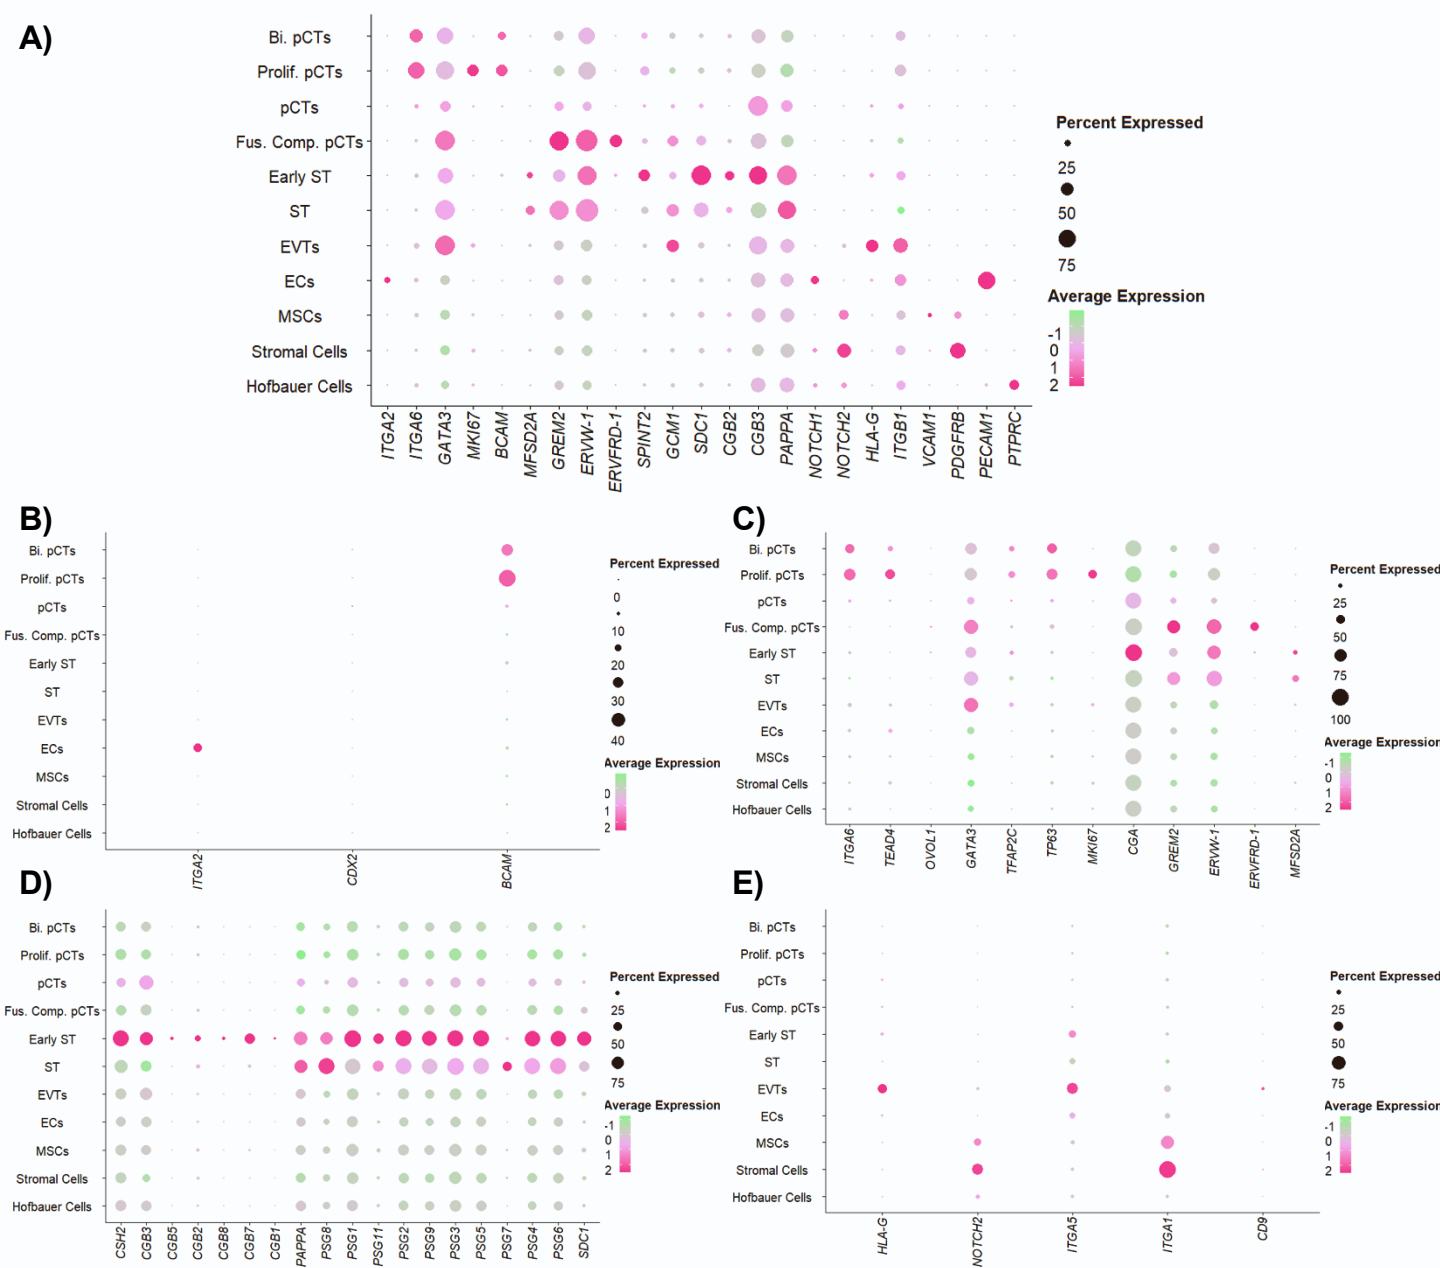

Supplementary Figure 1: Subcluster defining marker gene expression in first trimester placenta. Dot plots highlighting A) key marker genes, B) TSC, C) pCT, D) ST, and E) EVTs. PCTs = progenitor cytotrophoblasts; Bi. pCTs = bipotential pCTs; Prolif. pCTs = proliferative pCTs; Fus. Comp. pCTs = fusion competent pCTs; ST = syncytiotrophoblast; EVTs = extravillous trophoblast; ECs = endothelial cells; MSCs = mesenchymal stem cells.

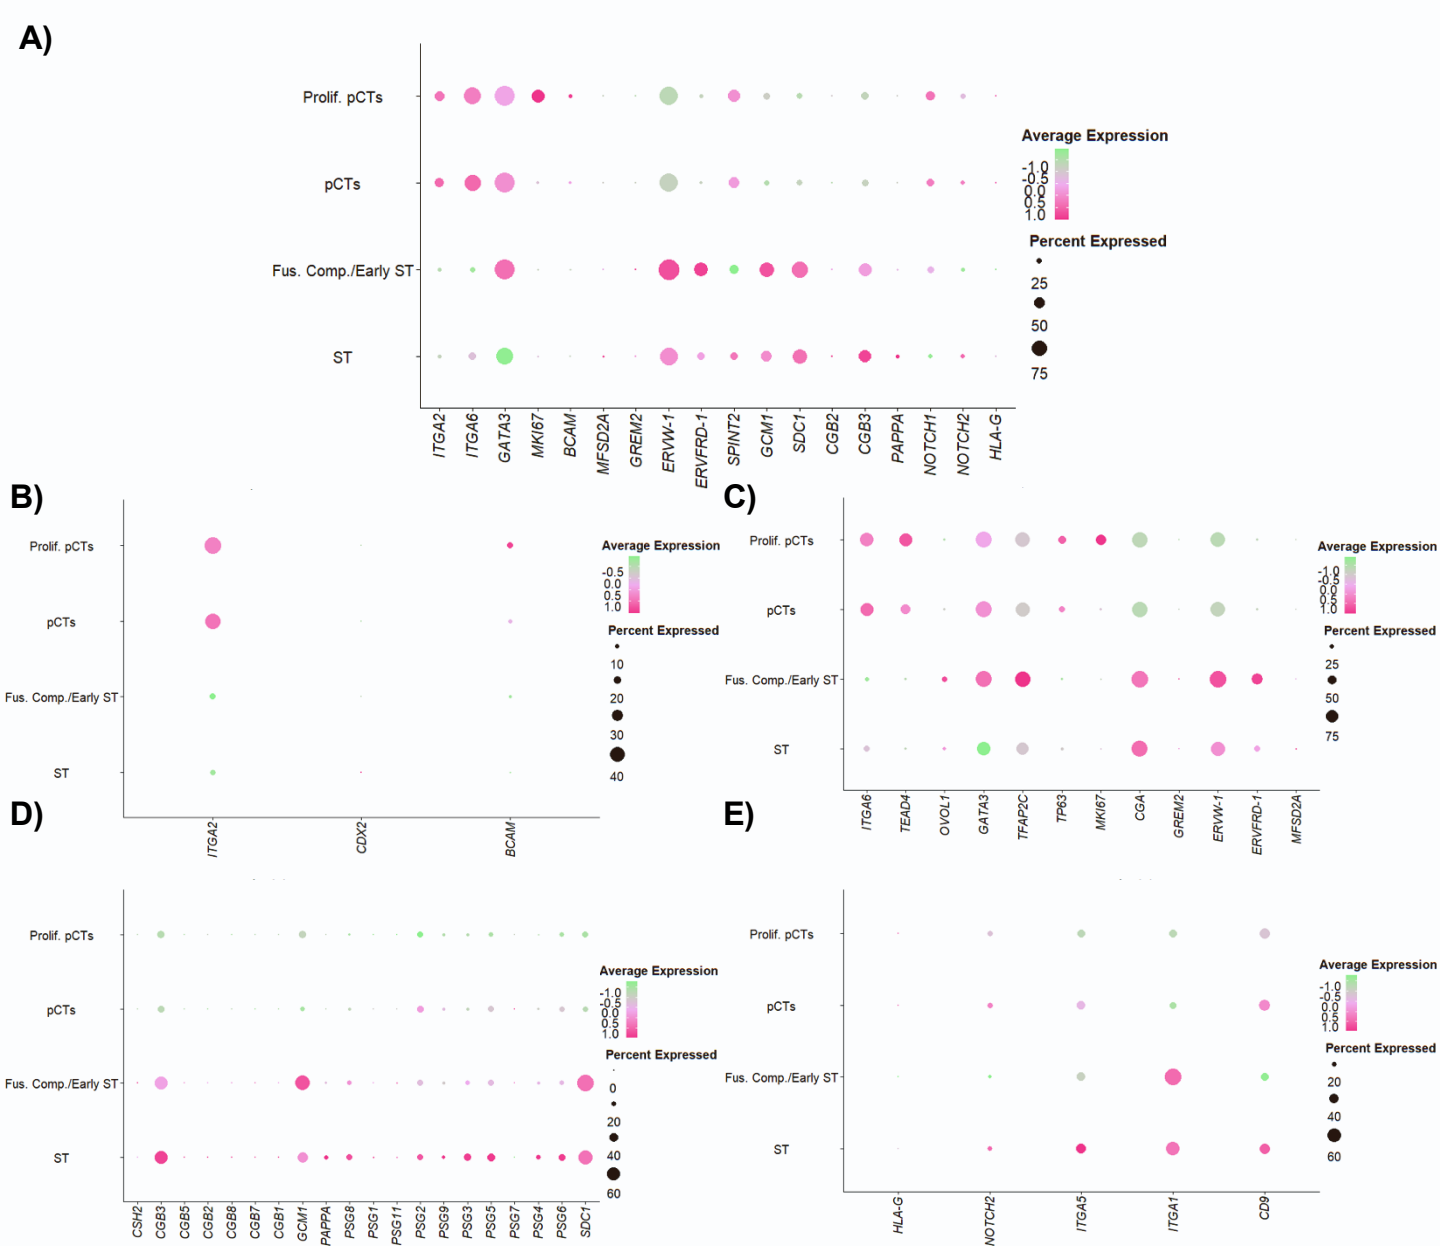

Supplementary Figure 2: Subcluster defining marker gene expression in TSC organoids. Dot plots highlighting key marker genes in A) all cell types, B) TSC, C) pCT, D) ST, and E) EVTs. PCTs = progenitor cytotrophoblasts; Prolif. pCTs = proliferative pCTs; ST = syncytiotrophoblast; Fus. Comp. pCTs / early ST= fusion competent pCTs / early ST.

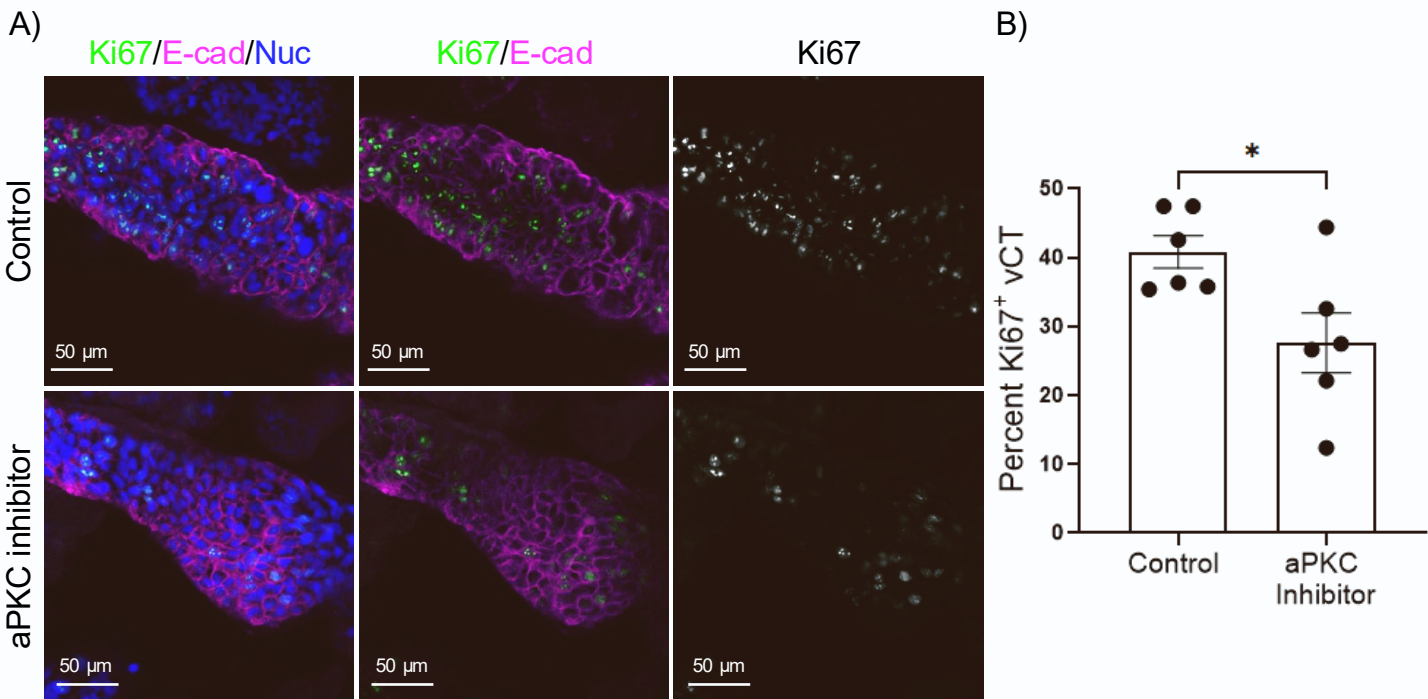

Supplemental Figure 3. A) Representative XY plane confocal microscopy images of 24 hour control and aPKC inhibitor treated first trimester placental explants stained for Ki67 (green), E-cadherin (E-cad; magenta), and Nuclei (Nuc; blue); scale bars = 50µm. B) Summary data for the percent of Ki67 positive villous cytotrophoblasts (vCT); unpaired Students T-test; Data are from n=6 placentas; Graphs are mean +/- S.E.M.; *p ≤ 0.05.

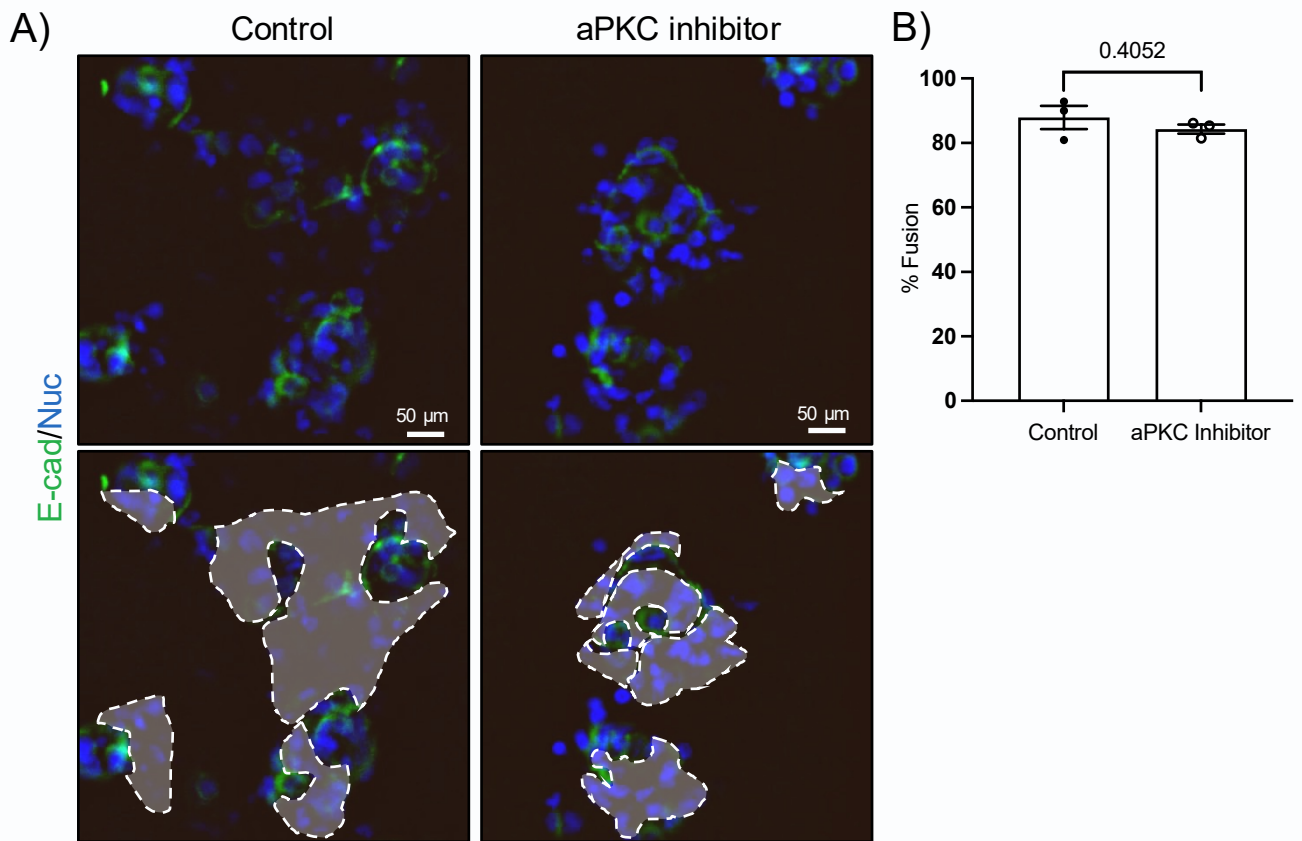

Supplementary Figure 4. A) Representative images of control and aPKC inhibitor treated primary first trimester *in vitro* differentiated ST stained for E-cad (E-cadherin; green) and nuclei; dashed regions below indicate regions of multinucleated cells. B) Summary data of percent fusion in control and aPKC inhibitor treated cells; Data are mean $\pm$ S.E.M., paired t-test, Data are from $n=3$ placentas.

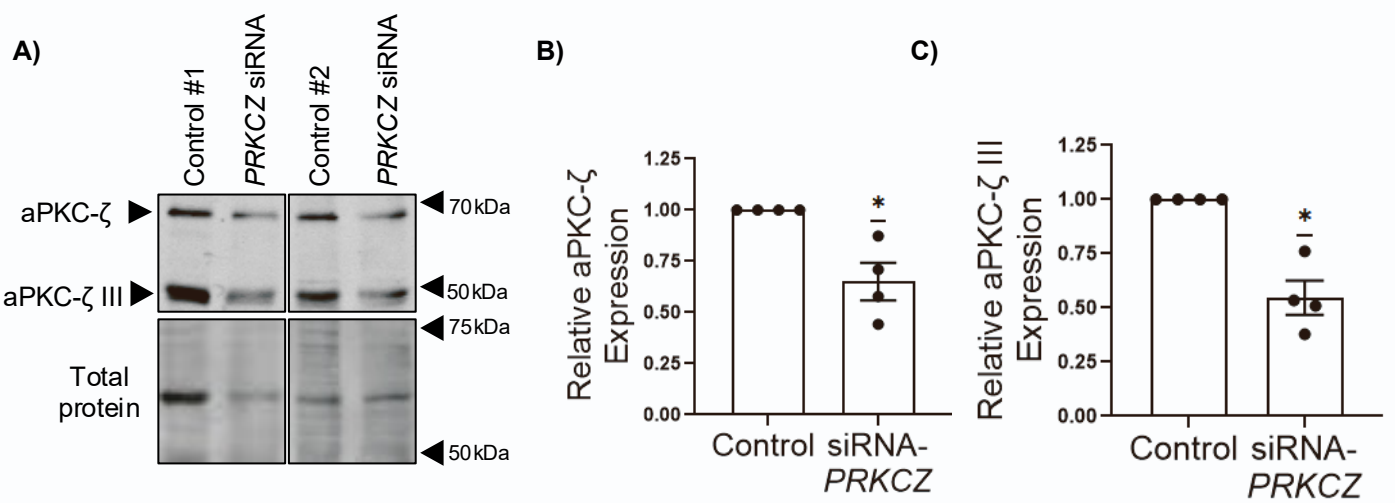

Supplementary Figure 5: Knockdown of aPKC- ζ isoforms in placental explants A)

Representative western blot of aPKC- ζ and aPKC- ζ III in placental explants treated +/- *PRKCZ*-targeting siRNA; Summary data of relative B) aPKC- ζ and C) aPKC- ζ III expression; Data are mean +/- S.E.M., one sample t-test, * $p \leq 0.05$, Data are from $n=4$ placentas.

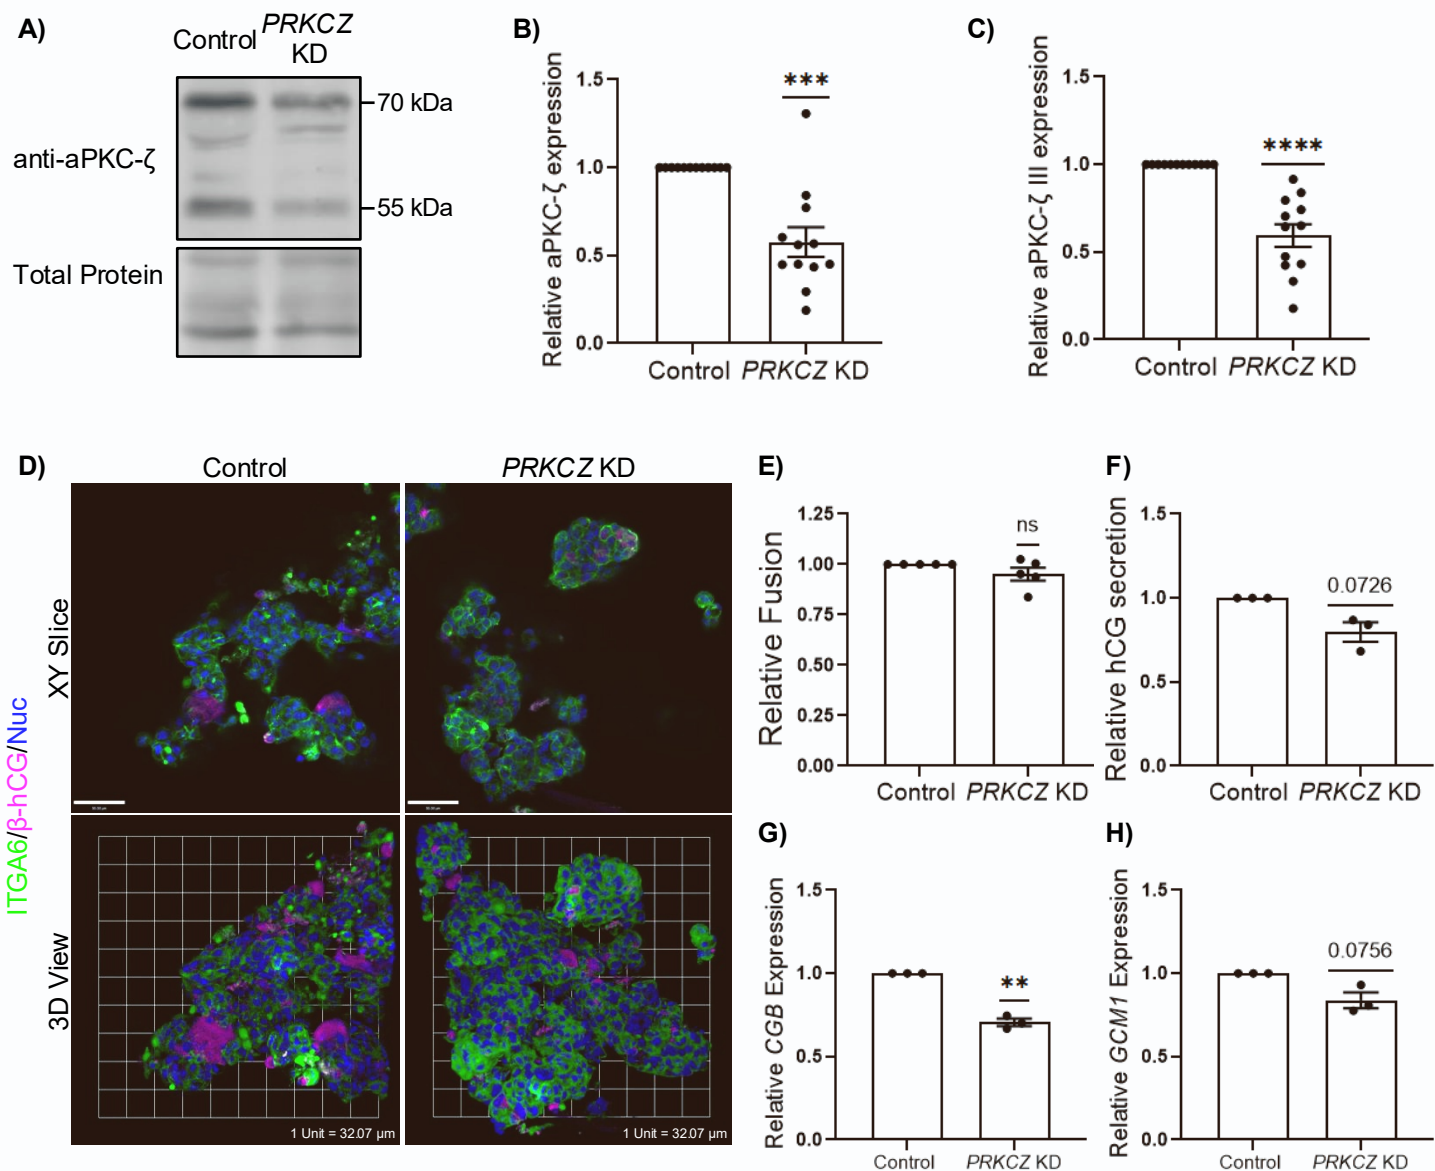

Target sequence for CRISPR guide RNA

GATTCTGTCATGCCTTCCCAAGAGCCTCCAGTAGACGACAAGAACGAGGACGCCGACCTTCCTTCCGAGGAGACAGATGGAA

Supplementary Figure 7: Schematic diagram of the *PRKCZ* gene with the 18 exons encoding for the full length aPKC- ζ . Guide RNA target (Red highlighted sequence) for CRISPR Cas9 mediated knockout of *PRKCZ*. Exons 7-18 are conserved in aPKC- ζ III.

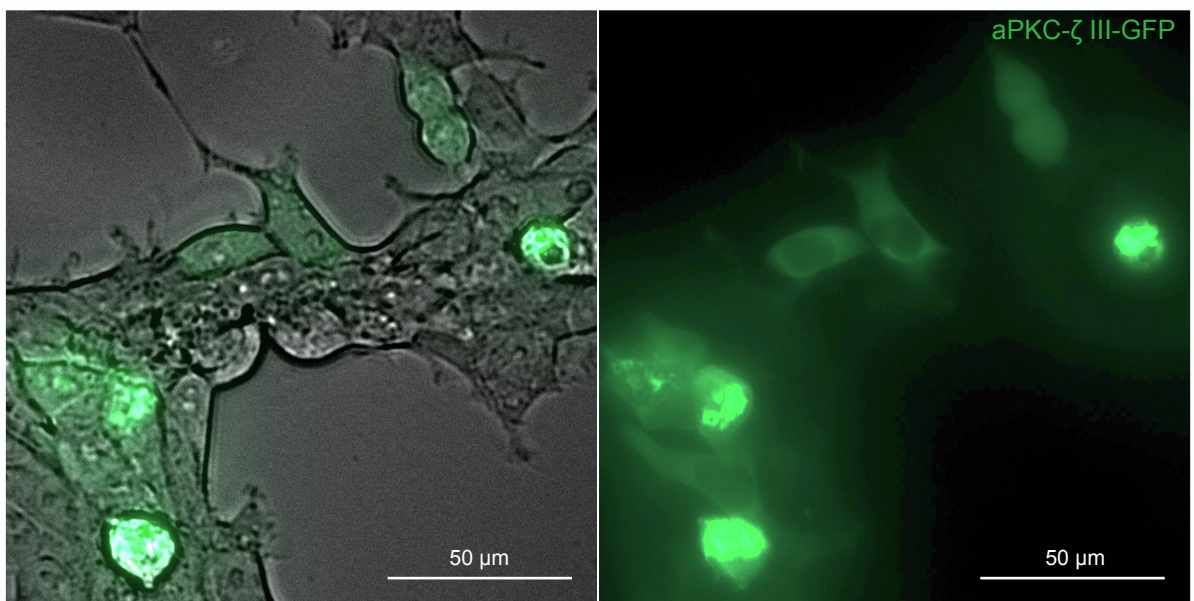

Supplementary Figure 8: Live cell imaging of HEK293T cells transfected with aPKC- ζ III-EGFP plasmid.

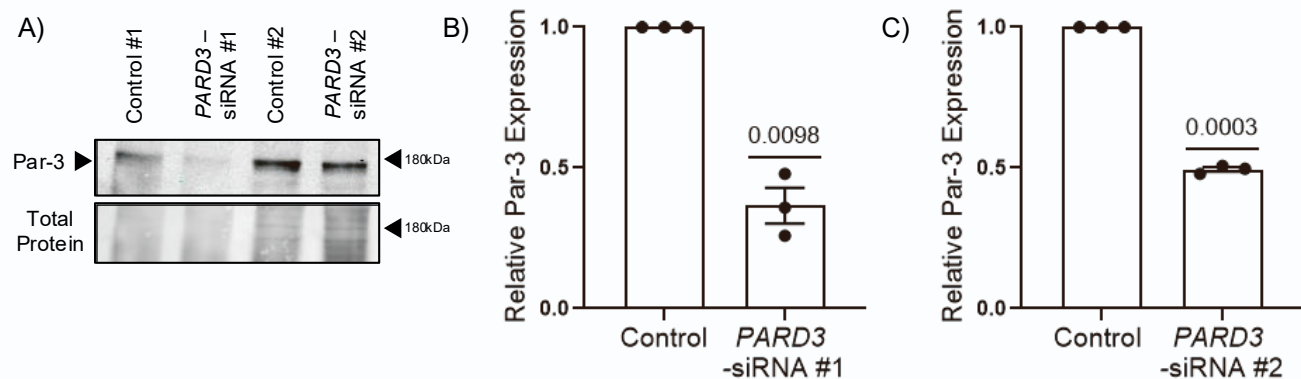

Supplementary Figure 9: A) Representative western blot of Par-3 expression in BeWo cells treated with *PARD3*-targeting siRNA; Summary data for relative Par-3 expression of B) *PARD3*-targeting siRNA #1 and C) *PARD3*-targeting siRNA #2; Data are mean $\pm$ S.E.M., one sample t-test, $n=3$; * $p \leq 0.05$, *** $p \leq 0.001$, **** $p \leq 0.0001$; Data are from $n=3$ individual experiments.

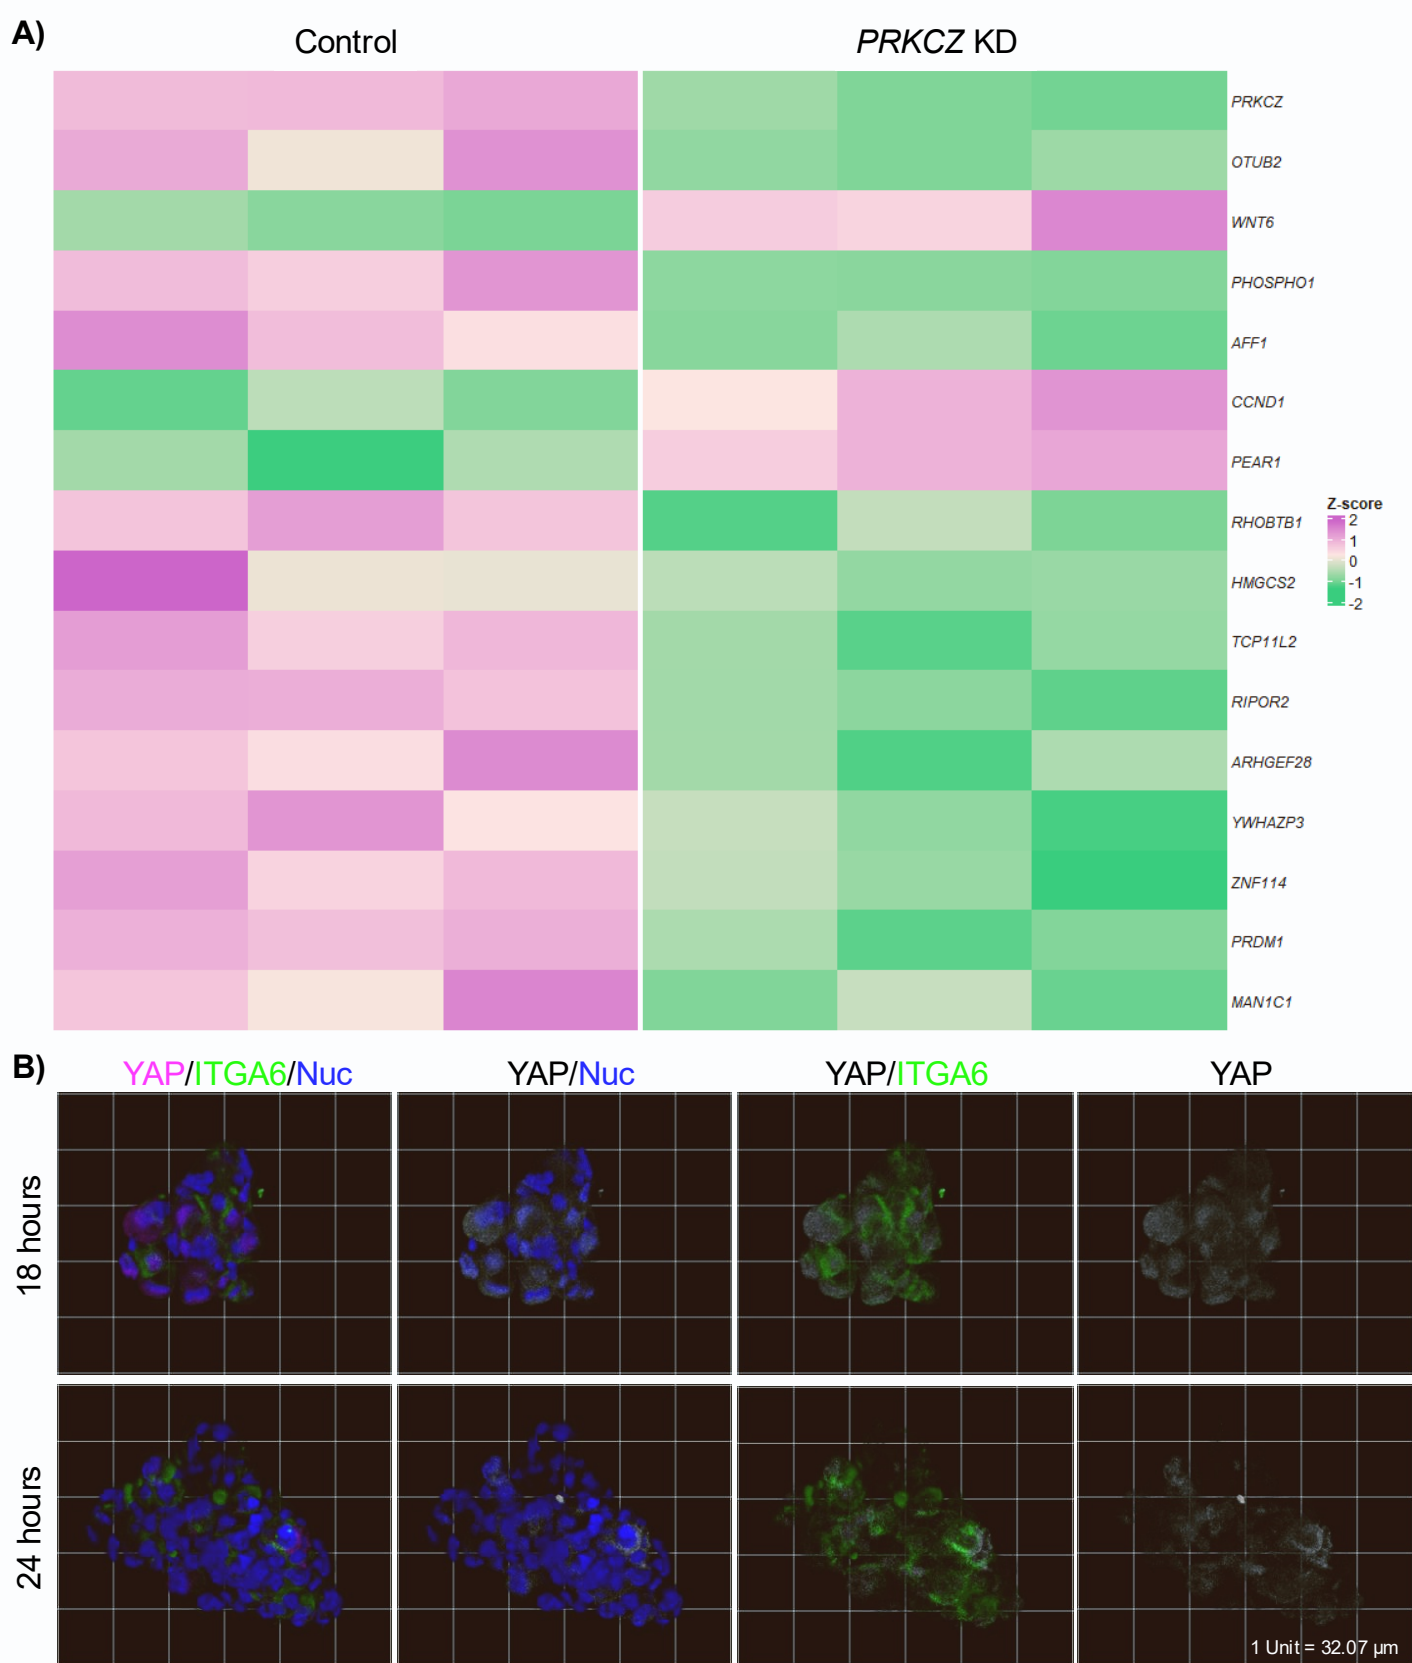

Supplementary Figure 10: A) Heatmap of significant differentially expressed genes in control and *PRKCZ* KD trophoblast organoids identified by bulk-RNA seq.; Data are from n=3 individual experiments per control and *PRKCZ* KD group B) Representative 3D reconstituted confocal microscopy images of 18 and 24 hour trophoblast organoids stained for YAP (magenta), ITGA6 (green), and nuclei (blue).

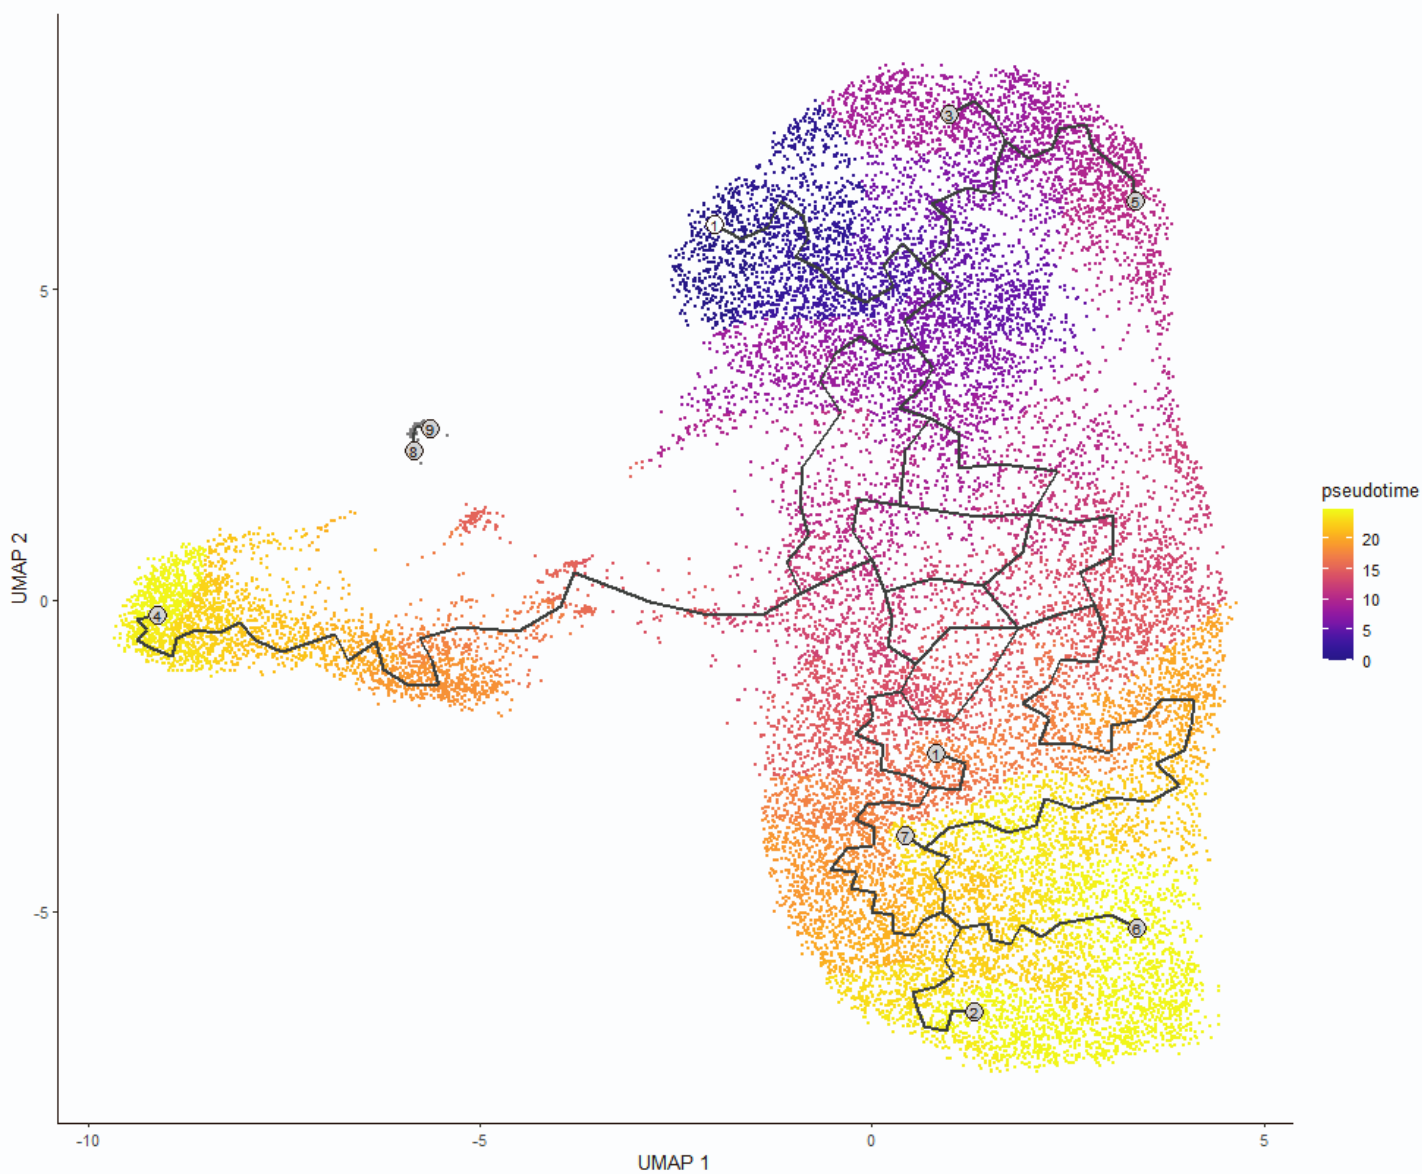

Supplementary Figure 11: Pseudotime trajectory analysis of trophoblast organoids.

Supplementary Table 1. Sample and patient characteristics

	Placental Characteristics		Maternal Characteristics	
	Mean	S.D.	Mean	S.D.
Age (mean+/- S.D.)	8.9	2.096064973	26.75757576	6.260143284
Range (min, max)	(5, 12.7)		(18, 41)	
Count	44		33	

Biological sex was determined for *PRKCZ* KD and LATS inhib. placental explant experiments; Data are from n=6 placentas.

# Supplementary material for: aPKC-ζ III promotes trophoblast fusion by altering Par-3 interactions with Hippo signaling kinase LATS1
**Source:** Stem Cell Reports. 2026 Jun 25;21(7):102975. doi: 10.1016/j.stemcr.2026.102975
**Supplement:** Document S2. Article plus supplemental information

aPKC- ζ III promotes trophoblast fusion by altering Par-3 interactions with Hippo signaling kinase LATS1

Sumaiyah Z. Shaha,¹ Wendy K. Duan,¹ Juan Garcia Rivas,² Ivan K. Domingo,² and Meghan Riddell^{1,2,3,*}

³Lead contact

<https://doi.org/10.1016/j.stemcr.2026.102975>

SUMMARY

The first trimester of pregnancy is a critical developmental period for the placenta. In humans, the maternal-facing exchange surface is formed by a single giant multinucleate syncytium: the syncytiotrophoblast (ST). The ST arises from villous lineage commitment of trophoblast stem cells (TSC) and the differentiation and fusion of progenitor cytotrophoblasts (pCT) to form the multinucleate syncytium. The Hippo signaling co-transcription factor YAP1 promotes pCT maintenance and TSC stemness; however, how Hippo signaling is regulated remains unknown. We have identified a novel *PRKCZ*-encoded aPKC isoform, aPKC- ζ III, that is highly expressed in pCT and ST. Here, we establish that aPKC- ζ III promotes pCT fusion by activation of Hippo signaling. Specifically, aPKC- ζ III outcompetes the Hippo kinase LATS1 for scaffolding protein Par-3 binding, resulting in YAP1 inactivation and pCT fusion. Our findings identify a key modulator of Hippo signaling in human trophoblasts that is critical for first-trimester ST differentiation.

INTRODUCTION

Formation of the placenta is critical for the establishment and progression of pregnancy. It is a fetally derived organ that is responsible for facilitating nutrient transport, gas exchange, and hormone secretion, among other critical functions. Trophoblasts are placental-specific epithelial cells. Trophoblast stem cells (TSCs) are derived from the trophoblast (TE) of the blastocyst; thus, this represents the first committed cell lineage during development. In humans, the syncytiotrophoblast (ST) is the terminally differentiated cell of the villous trophoblast lineage. It is a giant multinucleate cell that spans the surface of the maternal-facing exchange surface of the placenta. This single giant cell facilitates the transfer of gases and nutrients, while secreting pregnancy-specific hormones to promote placental development and maternal adaptation to pregnancy (Turco and Moffett, 2019). The ST is post-mitotic and relies on the differentiation of underlying progenitor cytotrophoblasts (pCTs) for its expansion and maintenance (Mi et al., 2000). The differentiation of pCT into ST is a complex multistep process that culminates in cell-cell fusion and upregulation of genes specific for ST function and homeostasis (Gerbaud and Pidoux, 2015). In common pregnancy complications such as intrauterine growth restriction and preeclampsia, there are defects in pCT to ST fusion that are thought to arise within early placental formation (Langbein et al., 2008; Ruebner et al., 2012). Thus, understanding pCT to ST differentiation in the first trimester is critical.

The Hippo signaling pathway is involved in regulating organ growth, cell proliferation, and differentiation in many cellular contexts (Meng et al., 2016; Yu et al., 2015). Hippo signaling is regulated by numerous signals such as cell contact, mechanical cues, stress, and cell polarity (Meng et al., 2016). When Hippo signaling is active, mammalian Ste20-like kinases 1/2 (MST1/2) phosphorylate and activate large tumor suppressor 1/2 (LATS1/2), which in turn phosphorylates co-transcription factors Yes-associated protein 1 (YAP) and transcriptional coactivation for PDZ-binding motif (TAZ), resulting in YAP/TAZ cytoplasmic retention and/or ubiquitination and degradation (Chan et al., 2005; Hao et al., 2008). When Hippo signaling is disrupted, non-phosphorylated YAP/TAZ (active) translocate to the nucleus and interact with DNA-binding transcriptional enhanced associate domains 1–4 (TEAD1–4) to influence transcription (Lin et al., 2017; Vassilev et al., 2001). In human trophoblasts, Hippo signaling has been established as a critical regulator of pCT maintenance. YAP is highly expressed within the nucleus in the pCT population resulting in TEAD4 activity. This leads to the transcription of genes promoting trophoblast stemness and repression of genes necessary for cell fusion and ST differentiation (Meinhardt et al., 2020; Mizutani et al., 2022). While it is understood that Hippo signaling is critical for pCT maintenance, what regulates Hippo signaling in trophoblasts has not yet been examined.

During human TE segregation from the inner cell mass, the outer cells become polarized and YAP1 localizes to the nucleus. This initiation and maintenance of cell

polarity is governed by the activity of an apical-basal polarity regulator, atypical protein kinase C (aPKC). When TE aPKC expression or activity is disrupted, YAP1 localization is altered (Gerri et al., 2020). Therefore, in the pre-TSC TE, Hippo signaling and cell polarity are linked. Cell polarity regulatory complexes are well known to play important roles in epithelial cell maintenance and differentiation; however, studies examining polarity regulators in the human placenta are limited (Shaha et al., 2023; Wen and Zhang, 2018). The Par complex is an evolutionarily conserved polarity-regulating complex that consists of scaffolding proteins partitioning defective-3 (Par-3) and partitioning defective-6 (Par-6) and aPKC isoforms. There are two main isoforms of aPKC in humans: aPKC- ι and aPKC- ζ encoded by *PRKCI* and *PRKCZ*, respectively. aPKCs are spatio-temporally regulated as their full kinase activation is dependent upon protein-protein interactions (Graybill et al., 2012). Murine models have revealed that *Prkci* knockout (KO) is embryonic lethal by day 9 due to defects in placental development, but *Prkcz* KO are grossly normal with impairments in NF- κ B signaling (Bhattacharya et al., 2020; Leitges et al., 2001; Soloff et al., 2004). Par complex members have also been implicated in human TSC and pCT to ST differentiation. Sivasubramaniyam et al. established that Par-6 negatively regulates trophoblast fusion (Sivasubramaniyam et al., 2013). Among some of the first studies performed using human TSC, aPKC- ι was shown to promote TSC to ST differentiation (Bhattacharya et al., 2020). Adding complexity to the canonical Par complex, we recently identified that the human placenta expresses three isoforms of aPKC: aPKC- ι , aPKC- ζ , and *PRKCZ*-encoded aPKC- ζ III (Shaha et al., 2022). aPKC- ζ III has an N-terminal truncation that results in a loss of the Phox and Bem1 (PB1) domain, but retained expression of the kinase domain, the pseudosubstrate inhibitory region, and the PDZ-binding motifs necessary for interaction with Par-3 (Holly et al., 2020; Shaha et al., 2022). The PB1 domain of aPKCs are necessary for interaction with Par-6 via PB1-PB1-mediated interactions. PB1 heterodimerization between aPKC and Par-6 allows for full activation of kinase activity by removal of the pseudosubstrate region from the kinase domain and coupling the activity to the plasma membrane (Dong et al., 2020; Graybill et al., 2012). Thus, it is unclear if aPKC- ζ III is capable of full catalytic activity (Graybill et al., 2012). Presently, the function of aPKC- ζ III in trophoblasts is unknown.

Here, we show that aPKC- ζ III promotes pCT fusion in first-trimester trophoblasts. We identify that aPKC- ζ III interacts with Par-3 to maintain activation of Hippo signaling kinase LATS1 and inactivity of the co-transcription factor YAP1 to promote pCT fusion.

RESULTS

PRKCZ is upregulated in the villous trophoblast lineage

Our previous work assessed aPKC- ι and aPKC- ζ protein and mRNA expression in first-trimester and term human placentas and *in vitro* differentiated ST from primary isolated pCT (Shaha et al., 2022). However, single-cell RNA sequencing (scRNA-seq) and single-nuclei RNA sequencing (snRNA-seq) of early human placenta and human trophoblast organoids have revealed that multiple transcriptionally distinct pCT and ST states exist in the villous lineage (Arutyunyan et al., 2023; Keenen et al., 2025; Liu et al., 2018; Shannon et al., 2024; Vento-Tormo et al., 2018; Wang et al., 2024). These include a fusion-competent pCT population identified by the high expression of the trophoblast fusogens syncytin-1 and syncytin-2 (encoded by *ERVW-1* and *ERVFRD-1*, respectively), which are necessary for pCT fusion (Blaise et al., 2003; Frendo et al., 2003; Mi et al., 2000; Vargas et al., 2009). To understand if Par complex members are expressed in this critical state, we utilized the snRNA-seq data from first-trimester placentas previously presented by Wang et al. (2024). The dataset was visualized using uniform manifold approximation and projection (UMAP) dimensional reduction analysis. A total of 11 clusters were identified from 45,697 nuclei based on cell identification by analyzing marker gene expression for placental cell and trophoblast subtypes (Figure 1A; Figures S1A–S1E) (Duan et al., 2025; Keenen et al., 2025). Our analyses revealed four different cytotrophoblast (CT) states: bipotential pCTs (*BCAM*⁺, *ITGA6*⁺, and *GATA3*⁺), proliferative pCTs (*MKI67*⁺, *ITGA6*⁺, and *GATA3*⁺), pCTs (*ITGA6*⁺, *GATA3*⁺, and *MKI67*[−]), and fusion-competent pCTs (*ERVW-1*⁺, *ERVFRD-1*^{high}, and *GREM2*⁺). We additionally identified two ST subtypes: early ST (*SDC1*⁺, *ERVW-1*⁺, and *ERVFRD-1*^{low}) and ST (*PAPPA*⁺ and *SDC1*⁺).

Gene expression analyses revealed *PRKCI* expression in all pCT populations and ST, with the highest density of expression in pCTs, bipotential pCTs, and proliferative pCTs, confirming previous work by Bhattacharya et al., (2020) (Figure 1B). *PRKCZ* expression was observed in all pCT populations, with the highest density of expression in fusion-competent pCTs and ST (Figure 1C) (Shaha et al., 2022). *PARD3* was expressed in all pCT populations and ST, and like *PRKCZ*, the highest density of expression was observed in the fusion-competent pCTs (Figure 1D). *PARD6B* was expressed in all pCT populations, and in ST (Figure 1E). Thus, Par complex members are present in trophoblast villous lineage populations.

To understand if our previously published bioreactor-based trophoblast organoid model (Duan et al., 2025) recapitulated first-trimester pCT and ST populations, we performed snRNA-seq on organoids derived from human

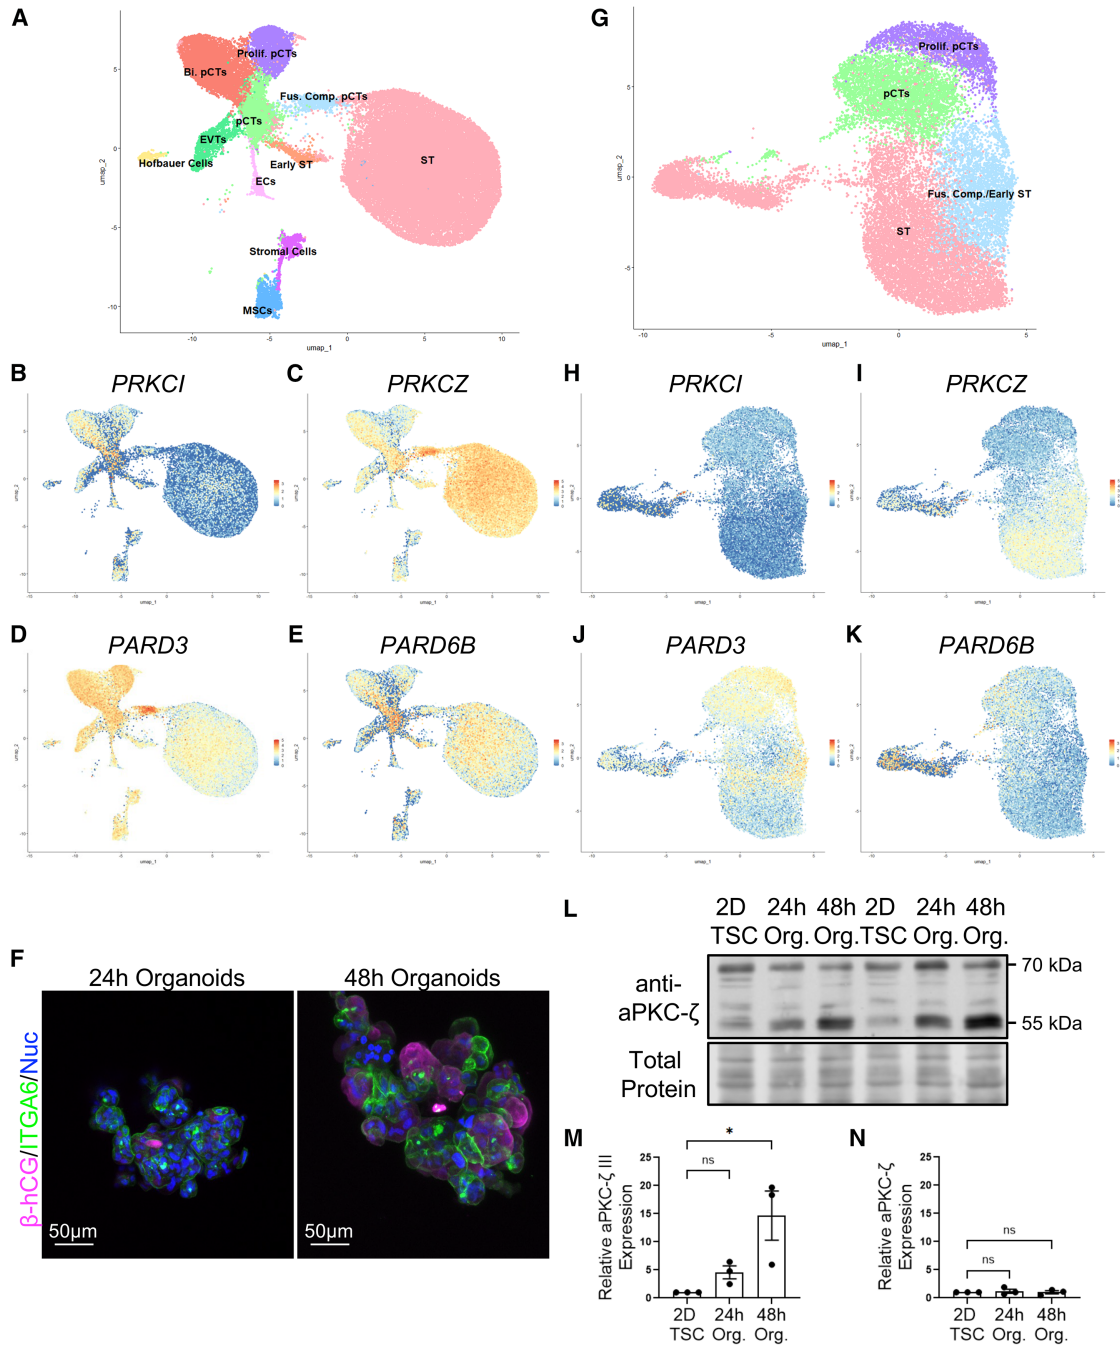

Figure 1. *PRKCZ*-encoded aPKC isoforms have increased expression in the villous lineage

(A) UMAP of nuclei from early first-trimester placenta; $n = 45,697$ nuclei.

(B–E) Dimensional reduction plots of (B) *PRKCI*, (C) *PRKCZ*, (D) *PARD3*, and (E) *PARD6B*.

(F) Representative Z-projection images of 24- and 48-h ST organoids stained for ITGA6 (green), β -hCG (magenta), and nuclei (blue).

(G) UMAP of nuclei from 48-h human trophoblast organoids; $n = 22,250$ nuclei.

(H–K) Dimensional reduction plots of (H) *PRKCI*, (I) *PRKCZ*, (J) *PARD3*, and (K) *PARD6B*.

(L) Representative western blot of aPKC- ζ and aPKC- ζ III in 2D TSCs and 24- and 48-h organoids.

(M and N) Summary data of relative (M) aPKC- ζ III and (N) aPKC- ζ expression; Kruskal-Wallis test with Dunn's multiple comparisons test,

* $p < 0.05$, data are from $n = 3$ individual experiments.

All graphs show mean $\pm$ SEM.

TSC CT27 and CT29 lines after 48 h of culture, a time point where a mixture of mononucleate pCT populations and multinucleate ST-like cells were present (Figure 1F). We identified four trophoblast clusters from 22,250 nuclei: proliferative CTs (*MKI67*⁺ and *ITGA2*⁺), pCTs (*GATA3*⁺ and *MKI67*⁺), ST (*ERVW-1*⁺, *ERVFRD-1*^{low}, and *CGB3*⁺), and a cluster that had features of both fusion-competent and early ST clusters in the analysis of first-trimester tissue (Figures 1G; Figures S2A–S2E). Unlike first-trimester tissue, no clusters showed a clear fusion-competent pCT state with high expression of *GREM2* and low expression of ST marker genes like *SDC1* and β -human chorionic gonadotropin-encoding genes (Figure S2). Rather, a large cluster was present with mixed expression of key fusion-competent marker genes, like *ERVFRD-1*, which is essential for trophoblast fusion (Vargas et al., 2009), and ST markers *SDC1* and *CGB2* (Figure S2). Together, these data suggest that the organoids recapitulate many signatures of pCT and ST nuclei in intact tissue.

Organoid snRNA-seq data were then used to examine the expression of Par complex components. Gene expression analyses for *PRKCI* revealed expression in pCT and ST populations (Figure 1H). *PRKCZ* was expressed in ~70% of proliferative pCTs and pCTs at low levels, with ~95% of fusion-competent/early ST cluster with higher expression than pCT sub-clusters, and ~75% of the ST cluster displayed the highest level of expression observed (Figure 1I). *PARD3* and *PARD6B* were variably expressed in all clusters (Figures 1J and 1K). Interestingly, despite loss of *Prkc* having no phenotypic impact on murine placental development, (Leitges et al., 2001) snRNA-seq expression profiles in both first-trimester tissue and organoids suggests that *PRKCZ*-encoded aPKC isoforms are strongly expressed in villous lineage CTs and are highly expressed in the critical fusion-competent state.

We previously observed a non-significant increase in aPKC- ζ III but not aPKC- ζ expression by western blotting and reverse-transcription PCR in first-trimester primary pCTs and *in vitro* differentiated ST (Shaha et al., 2022). To address if aPKC- ζ III is upregulated during pCT to ST differentiation in human trophoblast organoids, we assessed organoids after 24 and 48 h of rotational culture to capture a primarily mononucleate pCT population (24 h) and the progression toward ST-like cell states (48 h), and compared them to aPKC- ζ /- ζ III levels in undifferentiated TSCs (Figures 1F–1N). Like primary *in vitro* differentiated ST, we observed a consistent and significant 14-fold increase in the ~55-kDa aPKC- ζ III band by western blotting, but not the 70-kDa aPKC- ζ band as cells progressed from TSCs to 48-h organoids (Figures 1L–1N). Therefore, *PRKCZ*-encoded isoforms increase in expression along the villous lineage and display high levels of expression in the critical fusion-competent

pCT state, suggesting they may play a role in pCT to ST differentiation.

aPKC- ζ III promotes trophoblast fusion

To understand the contribution of aPKC isoforms during trophoblast fusion, we utilized multiple complementary *in vitro* models of pCT fusion and aPKC targeting strategies. We used an *ex vivo* first-trimester placental explant ST-intact model, a placental explant ST regeneration model that enriches a fusion-competent pCT subpopulation (Duan et al., 2025), primary first-trimester pCT, human TSC lines (Okae et al., 2018), BeWo trophoblastic cell lines that fuse and form ST-like multinucleate cells after treatment with cAMP analogs, and our trophoblast organoid model (Duan et al., 2025). Previous studies by Bhattacharya et al. identified that aPKC- ι promotes ST formation and that knockdown (KD) of aPKC- ι revealed a trending decrease in proliferation in the TSC stem state (Bhattacharya et al., 2020). Using an *ex vivo* floating first-trimester placental explant model with an intact ST, we treated with an aPKC inhibitor, which blocks the kinase activity of both aPKC- ι and aPKC- ζ , and has been shown to disrupt ST function (Mah et al., 2015; Riddell et al., 2018; Tsai et al., 2015; Patel et al., 2023). Aligning with previous studies, we found that inhibition of aPKC kinase activity decreased pCT proliferation (Figure S3) (Bhattacharya et al., 2020). We next used an *ex vivo* first-trimester placental explant ST regeneration model that enriches a fusion-competent pCT subpopulation to understand if aPKC inhibition decreased pCT fusion. First-trimester placental explants were denuded of ST, and exposed fusion-competent pCT was treated with aPKC inhibitor. Interestingly, when denuded explants were treated with aPKC inhibitor, there was no significant effect on ST regeneration (Figures 2A and 2B), suggesting that while pCT maintenance requires kinase activity, pCT fusion is independent of kinase activity. aPKC inhibitor treatment also had no effect on pCT fusion in primary isolated first-trimester trophoblasts induced to fuse for 72 h using 8-Br-cAMP in 2D culture (Figure S4).

To understand the contribution of *PRKCZ*-encoded aPKC- ζ isoforms during trophoblast fusion, first-trimester placental explants denuded of ST were treated with *PRKCZ*-targeting or control small interfering RNA (siRNA). *PRKCZ*-targeting siRNA treatment significantly reduced both aPKC- ζ and aPKC- ζ III expression in explant lysates (Figures S5A–S5C), and impaired ST regeneration (Figures 2C and 2D), suggesting the effects observed with *PRKCZ* KD are independent of kinase activity.

PRKCZ KD was also performed in CT29 TSC, and trophoblast organoids were subsequently formed. *PRKCZ*-siRNA treatment resulted in significant reductions in organoid aPKC- ζ and - ζ III (Figures S6A–S6C) expression, but pCT fusion was unchanged (Figures S6D and S6E). However,

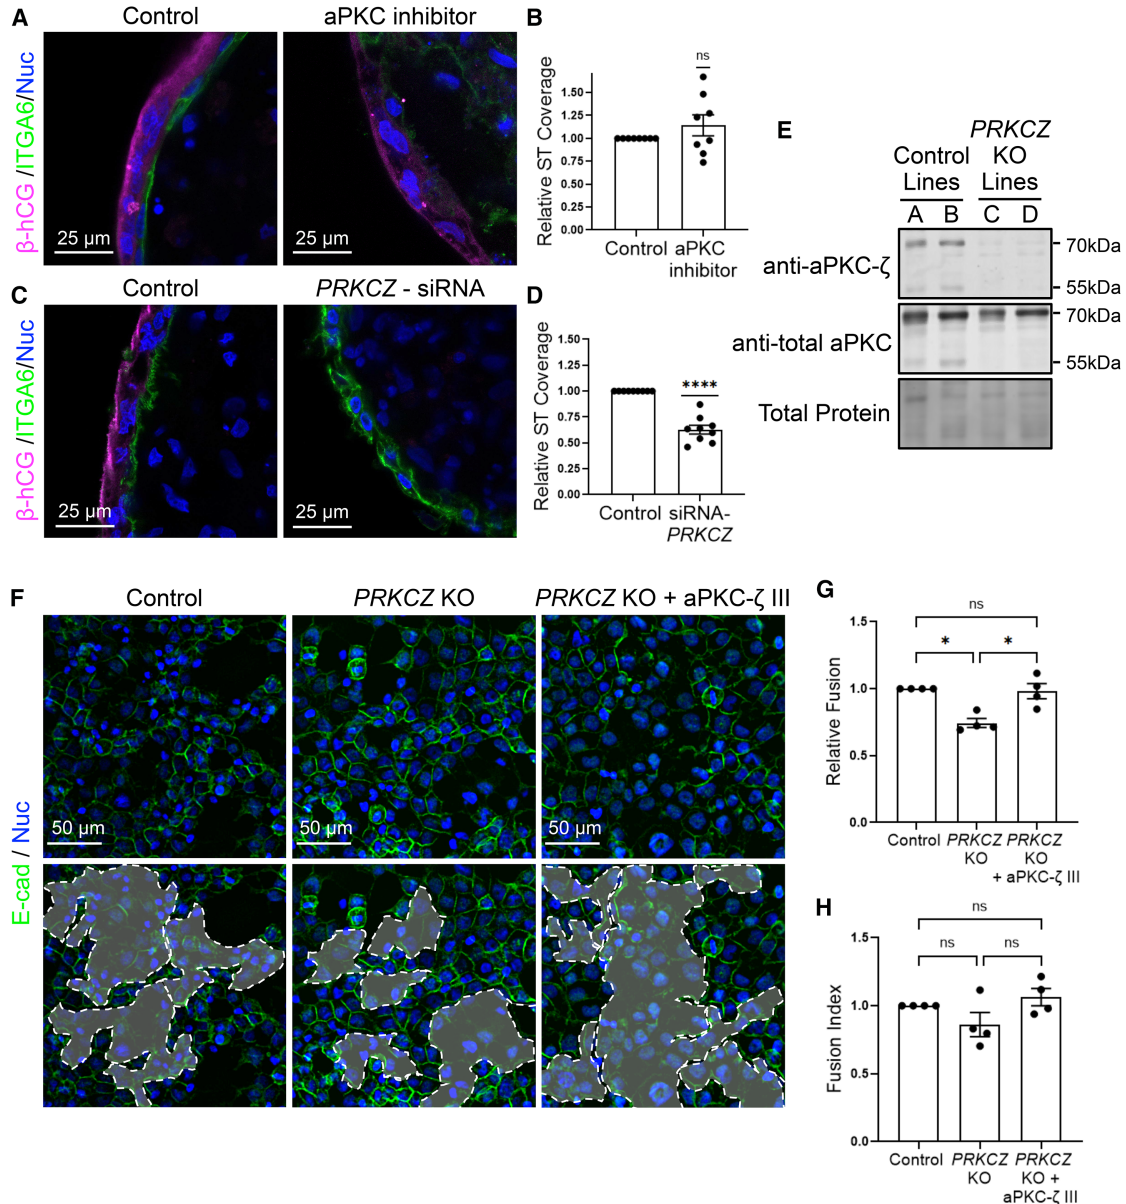

Figure 2. aPKC-ζ III regulates trophoblast fusion

(A–D) Representative xy-plane images of 9- to 12-week placenta explants 48 h post ST -denudation of (A) control and aPKC inhibitor or (C) control and *PRKCZ*-siRNA-treated tissue stained for ITGA6 (green), β-hCG (magenta), and nuclei (blue), $n = 8-9$. Summary data of relative ST coverage of (B) aPKC inhibitor or (D) *PRKCZ* siRNA-treated explants; one-sample t test, **** $p \leq 0.0001$, data are from $n = 8-9$ placentas.

(E) Representative western blot of control and *PRKCZ* KO BeWo cell lines with anti-aPKC-ζ and anti-total aPKC antibodies.

(F) Representative images of E-cadherin (green) and nuclei (blue) in control and *PRKCZ* KO lines ± aPKC-ζ III rescue; dashed regions in lower panels indicate regions of multinucleated cells.

(G) Summary data of relative fusion; Kruskal-Wallis test with Dunn's multiple comparisons; * $p \leq 0.05$, data are from $n = 4$ individual experiments.

(H) Summary data for fusion index; Kruskal-Wallis test with Dunn's multiple comparisons; data are from $n = 4$ individual experiments. All graphs show mean ± SEM.

PRKCZ KD resulted in reduced expression of the ST marker gene *CGB*, trending decrease in *GCM1* expression, and a trending decrease in β -hCG secretion (Figures S6F–S6H), suggesting that in this model, disruption of *PRKCZ*-encoded proteins does not impact pCT fusion.

We used CRISPR-Cas9 technology to KO *PRKCZ* in the BeWo trophoblastic cell line (Figure S7) (Keryer et al., 1998; Wice et al., 1990). Western blotting revealed the loss of the 55-kDa band in two lines compared to two control lines using both an aPKC- ζ -specific and a total aPKC antibody, and loss of the 70-kDa band observed with the aPKC- ζ -specific antibody alone (Figure 2E). The total aPKC antibody detects both aPKC- ι and aPKC- ζ at 70 kDa; therefore, the 70-kDa band that persists in the *PRKCZ* KO lines represents the remaining aPKC- ι isoform. To determine if *PRKCZ* KO also leads to a decrease in fusion as observed in siRNA-treated explants, control and *PRKCZ* KO cells were induced to fuse. The proportion of multinucleate cells, but not fusion index, was significantly reduced in *PRKCZ* KO cells (Figures 2F–2H). The sum of the KD, KO, and aPKC inhibitor data across multiple models suggests that *PRKCZ*-encoded isoforms play a kinase activity-independent role in regulating pCT fusion.

aPKC- ζ III is predicted to have minimal kinase activity due to the absence of the PB1 domain; therefore, we hypothesized that it may be responsible for the altered pCT fusion we observed in our models. Plasmid-mediated reintroduction of aPKC- ζ III into the *PRKCZ* KO cells rescued fusion to control levels (Figures 2F and 2G), suggesting that aPKC- ζ III is the *PRKCZ* isoform regulating trophoblast fusion and identifying a function for this newly identified aPKC family member.

Par-3 and aPKC- ζ III form stable interactions and promote trophoblast fusion

To understand how aPKC- ζ III may be regulating pCT fusion, we examined if the canonical aPKC binding partner Par-3 interacts with aPKC- ζ III and influences pCT fusion, since aPKC- ζ III retains known Par-3-interacting domains (Shaha et al., 2022). Par-3 localization has not been reported in first-trimester placenta. Thus, to determine if Par-3 and aPKC- ζ isoforms localize to the same compartments, we examined Par-3 localization in mid to late first-trimester placental tissue. Par-3 signal was localized to pCT E-cadherin junctions and pCT cytoplasm, and inconsistent signal was also observed in ST and stromal cell populations (Figure 3A). The predominant localization of aPKC- ζ III is predicted to be cytoplasmic due to the lack of the PB1 domain required to interact with membrane-localized Par-6 (Dong et al., 2020). Transfection of aPKC- ζ III-EGFP into cells revealed that EGFP signal was restricted to the cytoplasm as predicted (Figure S8). We had previously reported a strong cytoplasmic anti-aPKC- ζ signal in

villous trophoblasts (Shaha et al., 2022) and together, these data support that in first-trimester pCT, a substantial cytoplasmic pool of aPKC- ζ III and Par-3 exist. To determine if Par-3 and aPKC- ζ III interact, immunoprecipitations (IPs) were performed. Par-3-EGFP and aPKC- ι -FLAG (positive control) or aPKC- ζ III-FLAG were expressed in cells, and Par-3-EGFP was immunoprecipitated (Figure 3B). IPs revealed that aPKC- ζ III forms stable interactions with Par-3 (Figure 3B). As expected, canonical binding between Par-3 and aPKC- ι was also observed (Figure 3B). To determine if Par-3 is involved in trophoblast fusion in the same pathway as aPKC- ζ III, *PARD3* KD was performed in control and *PRKCZ* KO BeWo cells. Two different *PARD3*-targeting siRNAs significantly reduced Par-3 expression in BeWo (Figure S9). *PARD3* KD modestly reduced fusion in control lines, but not in *PRKCZ* KO lines (Figures 3C and 3D), although there was an additive effect of both *PARD3* KD and *PRKCZ* KO. This suggests Par-3 participates in multiple pathways that modulate trophoblast fusion and aPKC- ζ III acts downstream of Par-3. Together, our data confirm that Par-3 and aPKC- ζ III interact and are involved in trophoblast fusion.

aPKC- ζ III modulates the Hippo signaling pathway to promote trophoblast fusion

Cytoplasmic Par-3 has been identified as a modulator of the Hippo signaling pathway by binding Hippo signaling components via its aPKC-binding domain (Lv et al., 2015). Specifically, Par-3 promotes the dephosphorylation of LATS1 (inactive) by recruiting protein phosphatase-1 (PP1A), resulting in dephosphorylation of YAP (active) and YAP nuclear translocation (Lv et al., 2015; Zhang et al., 2016). Hippo-YAP signaling has been established as a critical pathway for the maintenance of trophoblast stem state, and YAP1 is strongly expressed in both the nuclear and cytoplasmic compartments of pCT of first-trimester placenta (Meinhardt et al., 2020). In human TSC, YAP1-TEAD4 complexes promote trophoblast expansion by activating genes associated with trophoblast proliferation and also repress transcription of cell fusion and ST-promoting genes (Meinhardt et al., 2020; Shilei et al., 2022). Therefore, we assessed if *PRKCZ* isoforms are interacting with the Hippo signaling pathway. Although *PRKCZ* KD had no effect on fusion in our organoid model, bulk RNA sequencing results revealed that differential expression of *CCND1*, a proliferation-promoting cell-cycle gene involved in G1-S phase transition, increased in *PRKCZ* KD organoids (Figure S10A). *CCND1* is a direct downstream target gene of YAP1 in the Hippo signaling pathway (Figure S10A) (Mizuno et al., 2012; Shilei et al., 2022). The overall effect of *PRKCZ* KD in organoids was mild with only 16 significant differentially expressed genes observed, precluding Gene Ontology pathway and gene set enrichment analysis

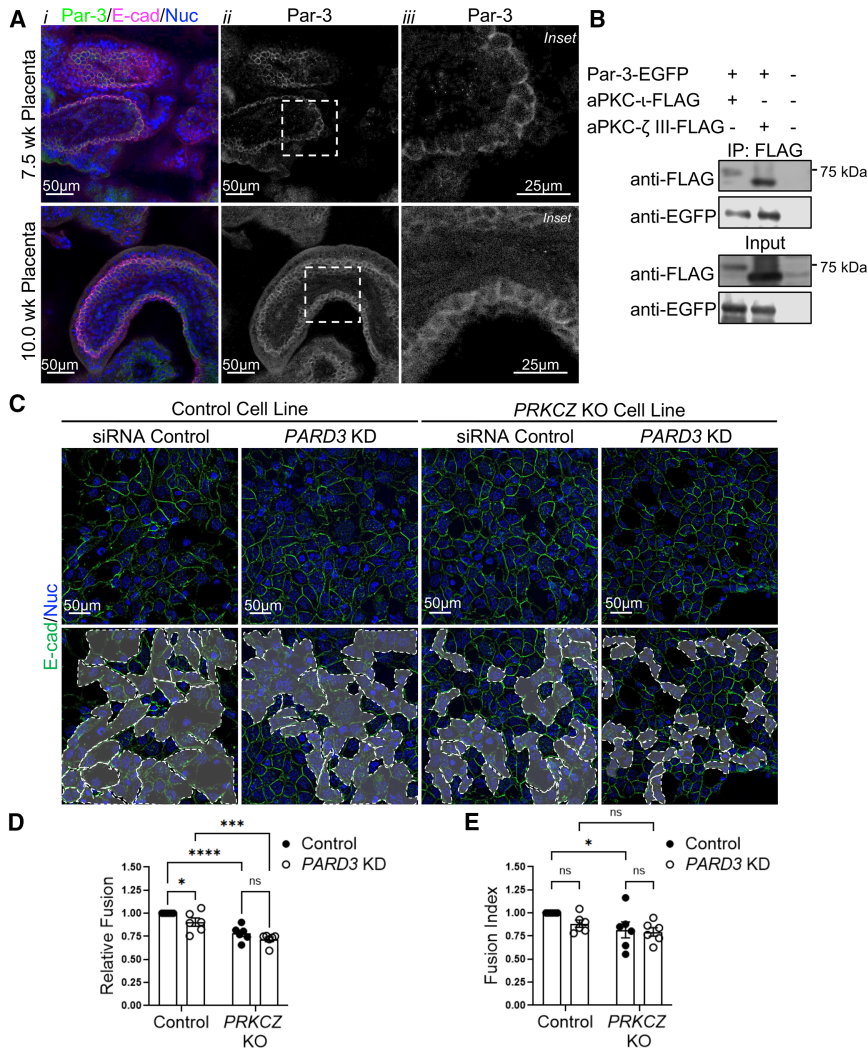

Figure 3. Par-3 interacts with aPKC-ζ III and promotes trophoblast fusion

(A) Representative xy-plane images of first-trimester stained placenta tissue: (i) Par-3 (green), E-cad ([E-cadherin], magenta), and nuclei (blue); (ii) isolated Par-3 signal; and (iii) higher-magnification inset of isolated Par-3 signal; data are from $n = 6$ placentas.

(B) Western blotting of FLAG immunoprecipitation of Par-3-EGFP and aPKC-ι-FLAG or aPKC-ζ III-FLAG; $n = 4$.

(C) Representative images of E-cadherin (green) and nuclei (blue) in control and PRKCZ KO BeWo lines treated with control or PARD3-targeting siRNA; dashed regions in lower panels indicate regions of multinucleated cells.

(D and E) Summary data of (D) relative fusion and (E) fusion index; two-way ANOVA with uncorrected Fisher's least significant difference; mean $\pm$ SEM. $*p \leq 0.05$, $***p \leq 0.001$, $****p \leq 0.0001$; data are from $n = 6$ individual experiments.

All graphs show mean $\pm$ SEM.

analyses (Figure S10A). Nuclear and cytoplasmic YAP1 signal was observed in control organoids at multiple time points during organoid maturation (Figure S10B). Interestingly, pseudotime analyses of trophoblast progenitor differentiation in the organoids using R package Monocle3 (Cao et al., 2019) predicted multiple pathways leading to ST nuclear states, including some trajectories that do not transit through the pre-fusion/early ST state, but transition directly from a pCT to an ST-like state (Figure S11). The imputation of similar differentiation trajectories that skip the pre-fusion pCT state has also been previously reported in scRNA-seq analyses of TSC Matrigel organoids (Shannon et al., 2024). Altogether, the combination of these data suggests that Hippo signaling is active in our trophoblast organoid model and may influence pCT differentiation and fusion, but PRKCZ isoforms do not influence fusion and are unlikely to modulate Hippo signaling in this model.

As previously mentioned, the aPKC-binding region of Par-3 is responsible for increasing the association of LATS1 and YAP1 with PP1A, resulting in decreased kinase activity of LATS1 and subsequent activation of YAP1 (Lv et al., 2015). Full-length aPKCs bind the Par-3 aPKC-binding region or PDZ2 domains via kinase and PBM domain interactions, both of which are conserved in aPKC-ζ III (Holly et al., 2020; Soriano et al., 2016; Thompson, 2022). Thus, we propose a model where aPKC-ζ III binding to Par-3 during pCT fusion and ST formation results in increased LATS1 activity and subsequent YAP phosphorylation and inactivation due to aPKC-ζ III outcompeting Hippo components for Par-3 binding (Figure 4A).

We utilized our first-trimester ST regeneration explant model to confirm that LATS inhibition (YAP1 activation) impaired fusion (Mizutani et al., 2022). We also sought to determine the effect of combined treatment of LATS inhibitor and PRKCZ KD on pCT fusion, because in this model

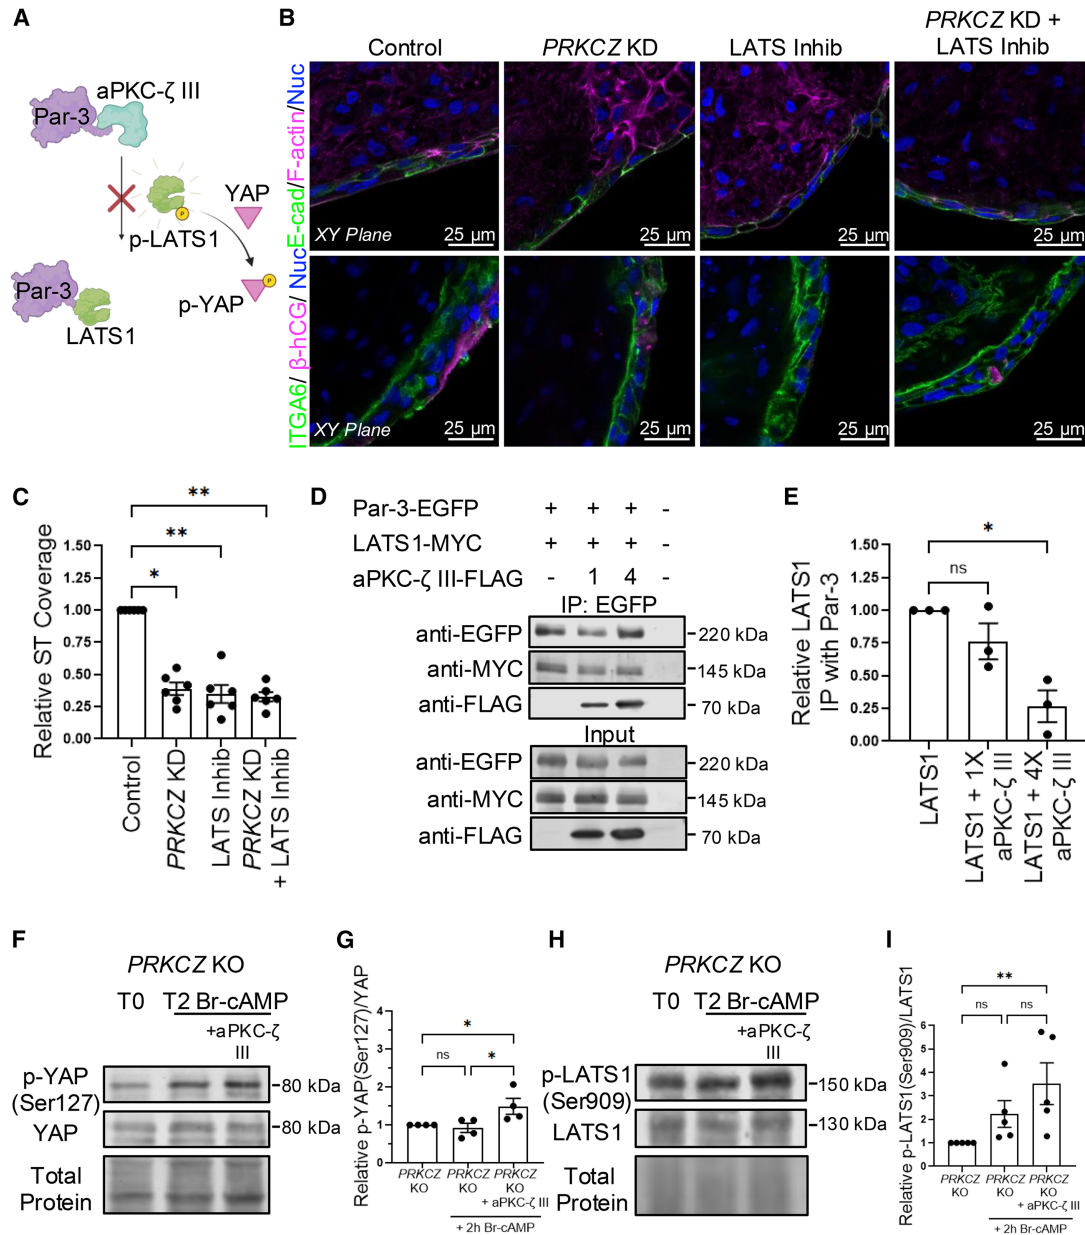

Figure 4. Hippo signaling is altered by aPKC- ζ III in trophoblasts

(A) Graphical depiction of hypothesized interactions between aPKC- ζ III and Par-3 resulting in phosphorylation of YAP.

(B) Representative xy-plane (top) and Z-projection (bottom) images of 9- to 12-week placenta explants 48 h post ST denudation and treated with *PRKCZ* siRNA, LATS inhibitor, or both stained for E-cad (E-cadherin; green), phalloidin (magenta), and nuclei (blue).

(C) Summary data of relative ST coverage; Kruskal-Wallis test with Dunn's multiple comparisons; $*p \leq 0.05$, $**p \leq 0.01$; data are from $n = 6$ placentas.

(D) Western blotting of EGFP immunoprecipitation of Par-3-EGFP with LATS1-MYC $\pm$ aPKC- ζ III-FLAG.

(E) Summary data of relative LATS1 immunoprecipitated with Par-3; Kruskal-Wallis test with Dunn's multiple comparisons test; $*p \leq 0.05$; data are from $n = 3$ individual experiments.

(F and H) Representative western blot of (F) p-YAP (phospho-Ser127) and total YAP signal or (H) p-LATS (phospho-Ser909) and total LATS from *PRKCZ* KO cells at T = 0 (control) or T = 2 after Br-cAMP $\pm$ aPKC- ζ III reintroduction.

(G and I) Summary data of relative (G) p-YAP/total YAP and (I) p-LATS1/total LATS1; Kruskal-Wallis test with Dunn's multiple comparisons test; $*p \leq 0.05$, $**p \leq 0.01$; data are from $n = 4$ –5 individual experiments.

All graphs show mean $\pm$ SEM.

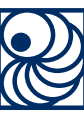

PRKCZ KD had the strongest outcome on fusion. TDI-011536 is a derivative of the TRULI LATS inhibitor that blocks LATS kinase activity at nanomolar concentrations, thereby decreasing YAP1 phosphorylation and allowing for subsequent YAP1 nuclear localization (Kastan et al., 2022). Therefore, this inhibitor directly targets the regulatory point where aPKC- ζ III is proposed to influence the Hippo signaling pathway. ST-denuded placental explants were treated with *PRKCZ*-targeting siRNA, LATS inhibitor, or both for 48 h (Figures 4B and 4C). Control explants revealed the regeneration of multinucleated cells on the periphery of explants (Figure 4B). In *PRKCZ* KD explants and LATS inhibitor-treated explants, there was a 61% and 65% decrease in fusion, respectively, compared to controls, and no additive effect was observed with combined siRNA and inhibitor treatment (Figures 4B and 4C), suggesting aPKC- ζ s and LATS are functioning at the same step of pCT fusion.

To directly test if aPKC- ζ III reduces LATS1 binding to Par-3, co-IPs were performed with exogenously expressed Par-3, LATS1, and aPKC- ζ III (Figure 4D). Addition of 1:1 ratio of LATS1-MYC:aPKC- ζ III-FLAG plasmid with Par-3-EGFP revealed a non-significant decrease in relative LATS1 immunoprecipitated with Par-3 (Figures 4D and 4E). When the ratio of LATS1-MYC:aPKC- ζ III-FLAG plasmid was increased to 1:4, there was a 73% decrease in the relative amount of LATS1 immunoprecipitated with Par-3 (Figures 4D and 4E), showing that aPKC- ζ III can outcompete LATS1 for Par-3 binding as hypothesized.

To confirm that aPKC- ζ III alters the Hippo signaling pathway during CT fusion, we reintroduced aPKC- ζ III into *PRKCZ* KO BeWo cells and examined phosphorylated levels of LATS1 and YAP. Phosphorylation of YAP at residue serine 127 promotes YAP cytoplasmic sequestration and inactivation (Zhao et al., 2007). aPKC- ζ III-FLAG was reintroduced into *PRKCZ* KO cells and then *PRKCZ* KO cells $\pm$ aPKC- ζ III-FLAG were treated with 8-Br-cAMP to induce fusion (Keryer et al., 1998). After 2 h, p-Ser127-YAP remained unchanged in *PRKCZ* KO cells treated with 8-Br-cAMP but increased 1.5-fold in *PRKCZ* KO cells when aPKC- ζ III was rescued relative to untreated controls (Figures 4F and 4G). Similar experiments were performed to analyze LATS1 phosphorylation at Ser909, essential for LATS1 activation and kinase activity (Chan et al., 2005). Treatment with 8-Br-cAMP alone resulted in a non-significant increase of p-LATS1(Ser909) after 2 h, which increased 3-fold when aPKC- ζ III was reintroduced (Figures 4H and 4I). These results indicate that aPKC- ζ III modulates the Hippo signaling pathway by reducing LATS1 binding to Par-3 and subsequently inactivates YAP1 to promote pCT fusion and ST differentiation in trophoblasts.

DISCUSSION

The first trimester of pregnancy is a critical period of development for the human placenta involving the establishment and maintenance of pCT and ST populations. ST malformation underlies many pregnancy complications; thus, understanding the molecular mechanisms that contribute to pCT to ST differentiation remains crucial to identifying therapies. Here, snRNA-seq analyses of human placenta and human trophoblast organoids identify that *PRKCZ* expression is highest in the villous lineage, with elevated expression in fusion-competent pCTs/early ST and ST. These data highlight that *PRKCZ* isoforms likely play a role in ST formation, specifically at the fusion competency stage. Using multiple models of pCT fusion, we identified that *PRKCZ* isoforms play an important role in this critical process. Fusion in *PRKCZ* KO cells was rescued by the reintroduction of aPKC- ζ III, revealing that aPKC- ζ III is the aPKC- ζ isoform necessary for regulation of pCT fusion. Finally, we identified that aPKC- ζ III reduces LATS1 binding to Par-3, thereby promoting LATS1 activity, inactivating YAP1, and establishing a pathway via which aPKC- ζ III regulates ST formation. Our work is the first to establish a key regulator of Hippo signaling in trophoblasts, and we have discovered that this previously unidentified aPKC isoform promotes pCT fusion by activating the Hippo signaling pathway to control cell fate.

The expansion of models to study ST differentiation and advancement of RNA sequencing technologies has led to the identification of multiple distinct pCT states during TSC to ST differentiation (Haider et al., 2018; Keenen et al., 2025; Liu et al., 2018; Okae et al., 2018; Turco et al., 2018; Vento-Tormo et al., 2018; Wang et al., 2024). scRNA-seq has been performed on human placental tissue and organoid models; however, due to the need for single-cell dissociation, the most differentiated villous trophoblast populations captured are mononucleate precursor ST with very few multinucleate ST (Hua et al., 2024; Liu et al., 2018; Shannon et al., 2024; Vento-Tormo et al., 2018; Zhuang et al., 2023). snRNA-seq has only recently been performed in human placental tissue, capturing for the first time the genetic heterogeneity within the multinucleated ST (Keenen et al., 2025; Wang et al., 2024). The availability of multiple different models has unveiled the potential to recapitulate different pCT states, each with their own strengths to model transitional stages during ST differentiation (Keenen et al., 2025; Shannon et al., 2024; Sheridan et al., 2021). Our data highlight how molecules may contribute to ST differentiation at specific steps, and that using a combination of models is critical to address the role of individual molecules in villous differentiation. Previous studies identified that aPKC- ι is important for human TSC to ST differentiation, and we observed the

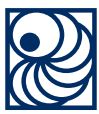

highest density of *PRKCI* expression in bipotential cells in our snRNA-seq analysis of first-trimester tissue, whereas *PRKCZ* isoforms and *PARD3* mRNA are upregulated in fusion-competent pCTs (Figures 1A–1C) (Bhattacharya et al., 2020; Wang et al., 2024). This suggests that aPKC- ι may play a regulatory role earlier in the differentiation pathway toward ST, whereas aPKC- ζ isoforms and Par-3 modulate the critical fusion competence regulatory point during differentiation (Figures 1B and 1C). Therefore, with the availability of numerous models in the trophoblast field, it will be important for researchers to use a combination of methods to interrogate the full spectra of regulatory pathways that may occur *in vivo* and contribute to trophoblast differentiation.

snRNA-seq of human first-trimester placenta tissue from Wang et al. and bioreactor trophoblast organoids revealed that while organoids remain an excellent 3D model to understand complex interactions between cells, not all pCT subtypes are represented in high abundance in this model (Wang et al., 2024). This may have contributed to our inability to observe a transcriptionally distinct cluster of fusion-competent pCT in bioreactor organoids, or this could be due to rapid transit through the fusion-competent pCT state. Time-dependent sequencing of trophoblast organoids could yet reveal a coherent fusion-competent cluster. Critically, consistent with other TSC-based organoid models, our pseudotime analyses suggest that CT27 and CT29 TSC organoid models may bypass a pre-fusion/early ST state (Figure S11) (Shannon et al., 2024). Using scRNA-seq data to model villous lineage trajectory, Shannon et al. observed that when TSC lines are used to produce Matrigel-based trophoblast organoids, TSCs may bypass pCT states and differentiate directly into ST (Shannon et al., 2024). Interestingly, their data also revealed that primary cell-derived Matrigel trophoblast organoids more faithfully represented *in vivo* villous lineage trajectory modeling. Therefore, data are consistently suggesting that the widely available TSC lines may use additional signaling pathways beyond those predicted using tissue and primary cells to form ST. This is congruent with our data showing that *PRKCZ* KD did not impair ST fusion in the organoids despite reproducible effects on ST formation in explant cultures that rely on primary pCT. The difference in our results between models can be because a spectrum of pathways regulates this key process and in some contexts, the role of aPKC- ζ III in regulating fusion can be circumvented. But alternatively, we cannot rule out that the residual expression of aPKC- ζ and/or aPKC- ζ III after KD was able to maintain the level of signaling required for trophoblast fusion in the organoid model. However, why this is not the case in the explant model, where we also had residual protein expression after KD, leaves the possibility open that there are multiple

context-dependent regulators of LATS1 activity that can ultimately influence fusion.

Interestingly, while inhibiting aPKC kinase activity reduced explant pCT proliferation, it did not impair explant and primary first-trimester pCT fusion, suggesting that aPKCs have a complex regulation that is contextually dependent on whether pCTs are maintaining their stem state or undergoing fusion. While it remains unknown how aPKCs regulate the pCT stem state, they are known to influence stem cell differentiation through multiple mechanisms and have been shown to modulate Hippo signaling in a stepwise, context-dependent manner (Archibald et al., 2015; Hirate et al., 2015). Thus, understanding how aPKCs promote the pCT stem state and if they regulate Hippo signaling will be important for future studies.

PRKCZ KD, but not inhibition of aPKC kinase activity, reduced pCT fusion, revealing a kinase-independent role of aPKCs in the human placenta. aPKC- ζ III likely only has basal levels of activity due to its inability to become activated via Par-6-mediated interactions. Graybill et al. created an aPKC mutant without a PB1 domain (only 2 amino acids smaller than aPKC- ζ III) and revealed the mutant lacked kinase activity, supporting our hypothesis by suggesting that aPKC- ζ III can participate in cell signaling by modulating binding interactions without the ability to phosphorylate targets (Graybill et al., 2012). Importantly, the aPKC inhibitor used in this study blocks both aPKC- ζ and aPKC- ι activity, suggesting that both of these isoforms do not impact pCT fusion, or that they have opposing actions at this regulatory point (Patel et al., 2023; Riddell et al., 2018). Since reintroduction of aPKC- ζ III alone in *PRKCZ* KO cells rescued fusion, it seems likely that the activity of both aPKC- ι and - ζ are not necessary at this point in ST formation, but further experiments are necessary to fully address the role of all aPKC isoforms and kinase-independent binding contributions. Our IP data revealed that aPKC- ζ III must be in excess abundance to LATS1 to significantly impair LATS1 interaction with Par-3. In the mouse brain, PKM- ζ (a brain-specific *PRKCZ*-encoded aPKC- ζ isoform) competes with aPKC- λ (aPKC- ι homolog) for binding to Par-3 to suppress axon specification; however, selective silencing of PKM- ζ allows for the maturation of a single axon (Parker et al., 2013). We suspect the upregulation of aPKC- ζ III is a critical step during villous lineage differentiation that is required to allow aPKC- ζ III to outcompete other cytoplasmic Par-3-binding partners to allow for Hippo signaling to occur.

snRNA-seq data revealed an apparent stepwise increase in expression of *PRKCZ* mRNA from bipotential pCTs, pCTs, to fusion-competent pCTs, suggesting there is an unknown regulatory stimulus controlling aPKC- ζ III expression. A stepwise increase in the expression of aPKC- ζ III

was also seen in our TSC organoid model. Currently, it is not known if aPKC- ζ III-encoding mRNA is transcribed from an alternative promoter sequence or via alternative splicing alone. In neurons, the expression of aPKC- ζ and PKM- ζ is epigenetically regulated via histone acetylation and DNA methylation (Borodinova et al., 2019; Pramio et al., 2023). PKM- ζ is transcribed from an internal promoter sequence with a CREB-binding site that is demethylated in differentiated neurons (Pramio et al., 2023). Interestingly, CREB has been shown to play an important role in pCT differentiation, directly regulating *GCM1*, a key transcriptional regulator of ST formation (Chang et al., 2005; Jeyarajah et al., 2022; Schubert et al., 2008). Therefore, understanding if aPKC- ζ III is regulated via this alternative promoter and, therefore, sensitive to cAMP/CREB activation will be important to examine in the future. The observed increased and sustained expression of *PRKCZ* mRNA and aPKC- ζ III protein in ST also highlights that this form of aPKC may have other critical roles in ST. We previously observed that antibodies raised against aPKC- ζ isoforms reveal a strong cytoplasmic ST signal and a cytoplasmic signal within first-trimester pCT (Shaha et al., 2022). Together with the exclusive localization of aPKC- ζ III-GFP to the cytoplasm observed here, we can infer that aPKC- ζ III localizes to the cytoplasm in pCT and the ST (Shaha et al., 2022). Others have determined that cytoplasmic localization of aPKC is usually found during interphase and that the membrane targeting of aPKC is required for mitosis and progression of the cell cycle (Jones et al., 2023). Disruption of aPKC binding to Par-6 by deletion of the PB1 domain leads to a cytoplasmic localization in neuroblasts (Jones et al., 2023). While the function of cytoplasmic aPKC was not examined, since the ST does not undergo mitosis, it is possible that aPKC- ζ III plays a similar role in this cell type. Interestingly, other groups have identified that the hinge domain of aPKC- ι and aPKC- ζ specifically recruits the domain to the nucleus or cytoplasm, respectively, revealing the aPKC isoforms have inherent subcellular localization signals (Seidl et al., 2012). Without a polarized distribution of aPKC- ζ III, it is unlikely to directly regulate cell polarity in the ST, although indirect regulation of polarity by competing for Par-3 binding may be possible.

Importantly, our work has shown a potentially trophoblast-specific regulatory point for the Hippo signaling pathway. Hippo signaling is a ubiquitous pathway, and dysregulation has been well associated with numerous diseases such as immune dysfunction, cardiac disease, and cancer (Dey et al., 2020; Fu et al., 2022; Han, 2019). aPKCs have also been recognized as critical regulators of tumorigenesis and can have cell- and cancer-dependent tumor-promoting or -suppressive roles (Reina-Campos et al., 2019). Increased expression of aPKC- ζ has been found to promote

breast cancer (Paul et al., 2015), colorectal cancer (Islam et al., 2018), and pancreatic cancer (Butler et al., 2013). Additionally, *PRKCZ* splice variants have been identified in prostate cancer (Yao et al., 2012). Reactivation of placental-specific genes and pathways has become increasingly observed in cancer (Novakovic and Saffery, 2013; Rousseaux et al., 2013). Like the placenta, cancer cells have the ability to become invasive via epithelial-mesenchymal transition, induce tolerance of the immune system, and become multinucleated via the reactivation of genes encoding the syncytins, the retrovirally co-opted trophoblast fusogens (Bjerregaard et al., 2006; Novakovic and Saffery, 2013; Rousseaux et al., 2013). The potential for reactivation of aPKC- ζ III expression in pathology and the role it could play in modulating Hippo signaling in other tissues and cell types is another interesting future direction from this work.

Here, we have identified, for the first time, a placental-specific activator of Hippo signaling. Dysregulation of Hippo signaling has been established in trophoblast dysfunction, resulting in placental pathologies (Home et al., 2012; Lin et al., 2023; Liu et al., 2020; Soncin and Parast, 2020; Wu et al., 2024). Preeclampsia and intrauterine growth restriction are serious pregnancy disorders that complicate 2%–8% of all pregnancies. While the etiology remains unclear, these complications are thought to originate from the placenta (Huppertz, 2008). Trophoblast fusion and expression of fusion competency machinery are impaired in both preeclampsia and intrauterine growth restriction; thus, understanding the molecular regulators of trophoblast fusion is critical (Chen et al., 2006; Langbein et al., 2008; Ruebner et al., 2010). Our work highlights the importance of discovering fundamental human biology and placental-specific pathways for the development of therapies to treat placental pathologies. Thus, future studies determining how aPKC- ζ III expression is regulated and what additional roles it plays in villous trophoblasts may have widespread implications for human development and pathogenesis.

RESOURCE AVAILABILITY

Materials availability

Data and code availability

Bulk RNA-seq and snRNA-seq data generated from this study have been deposited in the Gene Expression Omnibus with the

accession GSE310653. There are no restrictions on data availability use. snRNA-seq data can be found at https://riddell-lab.shinyapps.io/single_nuclei_placenta/.

ACKNOWLEDGMENTS

We would like to thank the patients who donated tissue to our study and the staff of the Woman's Health Options Clinic for the help in accessing this critical resource. We would also like to thank Mike Wong in the Advanced Cell Exploration Core for support with the bulk RNA sequencing and CRISPR-Cas 9 experiments. M.R. is supported by the Canada Research Chairs program, and support for equipment was provided to M.R. by the Canada Foundation for Innovation. S.Z.S. received salary support from Alberta Innovates and Advanced Education and Women and Children's Health Research Institute Graduate studentships. W.K.D. was supported by the Natural Sciences and Engineering Research Council of Canada and Women and Children's Health Research Institute studentships. Bulk RNA-seq library preparation was performed by the University of Alberta Faculty of Medicine & Dentistry High Content Analysis Core (RRID:SCR_019182). Flow Cytometry Facility experiments were performed at the University of Alberta Faculty of Medicine & Dentistry Flow Cytometry Facility, RRID:SCR_019195. Cell Imaging Core experiments were performed at the University of Alberta Faculty of Medicine & Dentistry Cell Imaging Core, RRID:SCR_019200. Plasmid sequencing was performed at the University of Alberta Faculty of Medicine & Dentistry Advanced Cell Exploration Core, RRID:SCR_019182. Advanced Cell Exploration Core Experiments were performed at the University of Alberta Faculty of Medicine & Dentistry Advanced Cell Exploration Core, RRID:SCR_019182. Cell Imaging Core Experiments were performed at the University of Alberta Faculty of Medicine & Dentistry Cell Imaging Core, RRID:SCR_019200. This work was supported through the Natural Sciences and Engineering Research Council of Canada Discovery Grants Program (RGPIN-2021-02807), Women and Children's Health Research Institute and their donors the Alberta Women's Health Foundation and the Stollery Children's Hospital Foundation (2863), the Canada Research Chairs Program (CRC-2023-00055), and a One Child Every Child project supported by the Canada First Research Excellence Fund.

AUTHOR CONTRIBUTIONS

S.Z.S., W.K.D., and M.R. conceptualized the project. M.R. obtained funding for the project. S.Z.S., W.K.D., and I.K.D. performed experiments and analyzed data. J.G.R. performed all bioinformatic analyses. S.Z.S. and M.R. wrote the original manuscript with comments and edits from all authors. M.R. performed supervision.

DECLARATION OF INTERESTS

The authors declare no competing interests.

STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- KEY RESOURCES TABLE
- EXPERIMENTAL MODEL AND STUDY PARTICIPANT DETAILS
  - Human placental tissue collection
  - Explant cultures
  - Primary pCT *in vitro* ST differentiation
  - Human trophoblast stem cell culture
  - Human trophoblast organoid culture
  - BeWo cell line maintenance
  - BeWo *in vitro* ST differentiation
  - HEK293T cell line culture
- METHOD DETAILS
  - Single nuclei RNA sequencing
  - Bulk RNA sequencing
  - PRKCZ knockdown organoids
  - Generation of CRISPR-Cas9 PRKCZ knockout cells
  - BeWo siRNA knockdown
  - Immunoprecipitations
  - Live cell imaging
  - Plasmids
  - Immunofluorescence staining
  - Image capture and analysis
  - Fusion assessment
  - Western blotting
  - RNA isolation and RT-PCR
  - ELISA
- QUANTIFICATION AND STATISTICAL ANALYSIS
  - vCT proliferation quantification
  - Fusion quantification
- STATISTICAL ANALYSIS

SUPPLEMENTAL INFORMATION

Supplemental information can be found online at <https://doi.org/10.1016/j.stemcr.2026.102975>.

Received: December 6, 2025

Revised: May 26, 2026

Accepted: May 28, 2026

Published: June 25, 2026

REFERENCES

- Archibald, A., Al-Masri, M., Liew-Spilger, A., and McCaffrey, L. (2015). Atypical protein kinase C induces cell transformation by disrupting Hippo/Yap signaling. *Mol. Biol. Cell* 26, 3578–3595. <https://doi.org/10.1091/mbc.E15-05-0265>.
- Arutyunyan, A., Roberts, K., Troulé, K., Wong, F.C.K., Sheridan, M. A., Kats, I., Garcia-Alonso, L., Velten, B., Hoo, R., Ruiz-Morales, E. R., et al. (2023). Spatial multiomics map of trophoblast development in early pregnancy. *Nature* 616, 143–151. <https://doi.org/10.1038/s41586-023-05869-0>.
- Bhattacharya, B., Home, P., Ganguly, A., Ray, S., Ghosh, A., Islam, M.R., French, V., Marsh, C., Gunewardena, S., Okae, H., et al. (2020). Atypical protein kinase C ι (PKC λ/ι) ensures mammalian development by establishing the maternal–fetal exchange interface. *Proc. Natl. Acad. Sci. USA* 117, 14280–14291. <https://doi.org/10.1073/pnas.1920201117>.

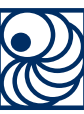

- Bjerregaard, B., Holck, S., Christensen, I.J., and Larsson, L.-I. (2006). Syncytin is involved in breast cancer-endothelial cell fusions. *Cell. Mol. Life Sci.* 63, 1906–1911. <https://doi.org/10.1007/s00018-006-6201-9>.
- Blaise, S., de Parseval, N., Bénit, L., and Heidmann, T. (2003). Genomewide screening for fusogenic human endogenous retrovirus envelopes identifies syncytin 2, a gene conserved on primate evolution. *Proc. Natl. Acad. Sci. USA* 100, 13013–13018. <https://doi.org/10.1073/pnas.2132646100>.
- Borodinova, A.A., Kuznetsova, M.A., Alekseeva, V.S., and Balaban, P.M. (2019). Histone acetylation determines transcription of atypical protein kinases in rat neurons. *Sci. Rep.* 9, 4332. <https://doi.org/10.1038/s41598-019-40823-z>.
- Butler, A.M., Scotti Buzhardt, M.L., Li, S., Smith, K.E., Fields, A.P., and Murray, N.R. (2013). Protein Kinase C Zeta Regulates Human Pancreatic Cancer Cell Transformed Growth and Invasion through a STAT3-Dependent Mechanism. *PLoS One* 8, e72061. <https://doi.org/10.1371/journal.pone.0072061>.
- Cao, J., Spielmann, M., Qiu, X., Huang, X., Ibrahim, D.M., Hill, A. J., Zhang, F., Mundlos, S., Christiansen, L., Steemers, F.J., et al. (2019). The single-cell transcriptional landscape of mammalian organogenesis. *Nature* 566, 496–502. <https://doi.org/10.1038/s41586-019-0969-x>.
- Chan, E.H.Y., Nousiainen, M., Chalamalasetty, R.B., Schäfer, A., Nigg, E.A., and Silljé, H.H.W. (2005). The Ste20-like kinase Mst2 activates the human large tumor suppressor kinase Lats1. *Oncogene* 24, 2076–2086. <https://doi.org/10.1038/sj.onc.1208445>.
- Chang, C.-W., Chuang, H.-C., Yu, C., Yao, T.-P., and Chen, H. (2005). Stimulation of GCMA Transcriptional Activity by Cyclic AMP/Protein Kinase A Signaling Is Attributed to CBP-Mediated Acetylation of GCMA. *Mol. Cell Biol.* 25, 8401–8414. <https://doi.org/10.1128/MCB.25.19.8401-8414.2005>.
- Chen, C., Wang, K., Chen, C., Yu, C., Chuang, H., and Chen, H. (2006). Altered placental syncytin and its receptor ASCT2 expression in placental development and pre-eclampsia. *BJOG* 113, 152–158. <https://doi.org/10.1111/j.1471-0528.2005.00843.x>.
- Dey, A., Varelas, X., and Guan, K.-L. (2020). Targeting the Hippo pathway in cancer, fibrosis, wound healing and regenerative medicine. *Nat. Rev. Drug Discov.* 19, 480–494. <https://doi.org/10.1038/s41573-020-0070-z>.
- Dobin, A., Davis, C.A., Schlesinger, F., Drenkow, J., Zaleski, C., Jha, S., Batut, P., Chaisson, M., and Gingeras, T.R. (2013). STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* 29, 15–21. <https://doi.org/10.1093/bioinformatics/bts635>.
- Dong, W., Lu, J., Zhang, X., Wu, Y., Lettieri, K., Hammond, G.R., and Hong, Y. (2020). A polybasic domain in aPKC mediates Par6-dependent control of membrane targeting and kinase activity. *J. Cell Biol.* 219, e201903031. <https://doi.org/10.1083/jcb.201903031>.
- Duan, W.K., Shaha, S.Z., Garcia Rivas, J.F., Wilson, B.L., Patel, K.J., Domingo, I.K., and Riddell, M.R. (2025). Placental cytotrophoblast microvillar stabilization is required for cell-cell fusion. *Development* 152, dev204619. <https://doi.org/10.1242/dev.204619>.
- Frendo, J.-L., Olivier, D., Cheynet, V., Blond, J.-L., Bouton, O., Vi-daud, M., Rabreau, M., Evain-Brion, D., and Mallet, F. (2003). Direct involvement of HERV-W Env glycoprotein in human trophoblast cell fusion and differentiation. *Mol. Cell Biol.* 23, 3566–3574. <https://doi.org/10.1128/MCB.23.10.3566-3574.2003>.
- Fu, M., Hu, Y., Lan, T., Guan, K.-L., Luo, T., and Luo, M. (2022). The Hippo signalling pathway and its implications in human health and diseases. *Signal Transduct. Targeted Ther.* 7, 376. <https://doi.org/10.1038/s41392-022-01191-9>.
- Gerbaud, P., and Pidoux, G. (2015). Review: An overview of molecular events occurring in human trophoblast fusion. *Placenta* 36, S35–S42. <https://doi.org/10.1016/j.placenta.2014.12.015>.
- Gerri, C., McCarthy, A., Alanis-Lobato, G., Demtschenko, A., Bru-neau, A., Loubersac, S., Fogarty, N.M.E., Hampshire, D., Elder, K., Snell, P., et al. (2020). Initiation of a conserved trophoblast program in human, cow and mouse embryos. *Nature* 587, 443–447. <https://doi.org/10.1038/s41586-020-2759-x>.
- Graybill, C., Wee, B., Atwood, S.X., and Prehoda, K.E. (2012). Partitioning-defective protein 6 (Par-6) activates atypical protein kinase C (aPKC) by pseudosubstrate displacement. *J. Biol. Chem.* 287, 21003–21011. <https://doi.org/10.1074/jbc.M112.360495>.
- Guilbert, L.J., Winkler-Lowen, B., Sherburne, R., Rote, N.S., Li, H., and Morrish, D.W. (2002). Preparation and Functional Characterization of Villous Cytotrophoblasts Free of Syncytial Fragments. *Placenta* 23, 175–183. <https://doi.org/10.1053/PLAC.2001.0756>.
- Haider, S., Meinhardt, G., Saleh, L., Kunihs, V., Gamperl, M., Kaindl, U., Ellinger, A., Burkard, T.R., Fiala, C., Pollheimer, J., et al. (2018). Self-Renewing Trophoblast Organoids Recapitulate the Developmental Program of the Early Human Placenta. *Stem Cell Rep.* 11, 537–551. <https://doi.org/10.1016/j.stemcr.2018.07.004>.
- Han, Y. (2019). Analysis of the role of the Hippo pathway in cancer. *J. Transl. Med.* 17, 116. <https://doi.org/10.1186/s12967-019-1869-4>.
- Hao, Y., Chun, A., Cheung, K., Rashidi, B., and Yang, X. (2008). Tumor Suppressor LATS1 Is a Negative Regulator of Oncogene YAP. *J. Biol. Chem.* 283, 5496–5509. <https://doi.org/10.1074/jbc.M709037200>.
- Hao, Y., Stuart, T., Kowalski, M.H., Choudhary, S., Hoffman, P., Hartman, A., Srivastava, A., Molla, G., Madad, S., Fernandez-Granda, C., and Satija, R. (2024). Dictionary learning for integrative, multimodal and scalable single-cell analysis. *Nat. Biotechnol.* 42, 293–304. <https://doi.org/10.1038/s41587-023-01767-y>.
- Hikita, T., Mirzapourshafiyi, F., Barbacena, P., Riddell, M., Pasha, A., Li, M., Kawamura, T., Brandes, R.P., Hirose, T., Ohno, S., et al. (2018). PAR-3 controls endothelial planar polarity and vascular inflammation under laminar flow. *EMBO Rep.* 19. <https://doi.org/10.15252/embr.201745253>.
- Hirate, Y., Hirahara, S., Inoue, K.-I., Kiyonari, H., Niwa, H., and Sasaki, H. (2015). Par-aPKC-dependent and -independent mechanisms cooperatively control cell polarity, Hippo signaling, and cell positioning in 16-cell stage mouse embryos. *Dev. Growth Differ.* 57, 544–556. <https://doi.org/10.1111/dgd.12235>.
- Holly, R.W., Jones, K., and Prehoda, K.E. (2020). A Conserved PDZ-Binding Motif in aPKC Interacts with Par-3 and Mediates Cortical Polarity. *Curr. Biol.* 30, 893–898.e5. <https://doi.org/10.1016/j.cub.2019.12.055>.

- Home, P., Saha, B., Ray, S., Dutta, D., Gunewardena, S., Yoo, B., Pal, A., Vivian, J.L., Larson, M., Petroff, M., et al. (2012). Altered subcellular localization of transcription factor TEAD4 regulates first mammalian cell lineage commitment. *Proc. Natl. Acad. Sci. USA* *109*, 7362–7367. <https://doi.org/10.1073/pnas.1201595109>.
- Hua, Q., Li, Z., Zhou, Y., Wang, Y., Yu, Y., Sun, L., Ye, J., and Li, L. (2024). Single-cell RNA sequencing reveals association of aberrant placental trophoblasts and FN1 reduction in late-onset fetal growth restriction. *Placenta* *146*, 30–41. <https://doi.org/10.1016/j.placenta.2023.12.022>.
- Huppertz, B. (2008). Placental Origins of Preeclampsia. *Hypertension* *51*, 970–975. <https://doi.org/10.1161/HYPERTENSIONAHA.107.107607>.
- Islam, S.M.A., Patel, R., and Acevedo-Duncan, M. (2018). Protein Kinase C- ζ stimulates colorectal cancer cell carcinogenesis via PKC- ζ /Rac1/Pak1/ β -Catenin signaling cascade. *Biochim. Biophys. Acta Mol. Cell Res.* *1865*, 650–664. <https://doi.org/10.1016/j.bbamcr.2018.02.002>.
- Jaremek, A., Shaha, S., Jeyarajah, M.J., Jaju Bhattad, G., Chowdhury, D., Riddell, M., and Renaud, S.J. (2023). Genome-Wide Analysis of Hypoxia-Inducible Factor Binding Reveals Targets Implicated in Impaired Human Placental Syncytiotrophoblast Formation under Low Oxygen. *Am. J. Pathol.* *193*, 846–865. <https://doi.org/10.1016/j.ajpath.2023.03.006>.
- Jeyarajah, M.J., Jaju Bhattad, G., Kelly, R.D., Baines, K.J., Jaremek, A., Yang, F.-H.P., Okae, H., Arima, T., Dumeaux, V., and Renaud, S.J. (2022). The multifaceted role of GCM1 during trophoblast differentiation in the human placenta. *Proc. Natl. Acad. Sci. USA* *119*, e2203071119. <https://doi.org/10.1073/pnas.2203071119>.
- Jones, K.A., Drummond, M.L., Penkert, R.R., and Prehoda, K.E. (2023). Cooperative regulation of C1-domain membrane recruitment polarizes atypical protein kinase C. *JCB (J. Cell Biol.)* *222*, e202112143. <https://doi.org/10.1083/jcb.202112143>.
- Kastan, N.R., Oak, S., Liang, R., Baxt, L., Myers, R.W., Ginn, J., Liverton, N., Huggins, D.J., Pichardo, J., Paul, M., et al. (2022). Development of an improved inhibitor of Lats kinases to promote regeneration of mammalian organs. *Proc. Natl. Acad. Sci. USA* *119*, e2206113119. <https://doi.org/10.1073/pnas.2206113119>.
- Keenen, M.M., Yang, L., Liang, H., Farmer, V.J., Worota, R.E., Singh, R., Gladfelter, A.S., and Coyne, C.B. (2025). Comparative analysis of the syncytiotrophoblast in placenta tissue and trophoblast organoids using snRNA sequencing. *eLife* *13*. <https://doi.org/10.7554/eLife.101170.3>.
- Keryer, G., Alsat, E., Taskén, K., and Evain-Brion, D. (1998). Cyclic AMP-dependent protein kinases and human trophoblast cell differentiation in vitro. *J. Cell Sci.* *111*, 995–1004. <https://doi.org/10.1242/jcs.111.7.995>.
- Langbein, M., Strick, R., Strissel, P.L., Vogt, N., Parsch, H., Beckmann, M.W., and Schild, R.L. (2008). Impaired cytotrophoblast cell–cell fusion is associated with reduced Syncytin and increased apoptosis in patients with placental dysfunction. *Mol. Reprod. Dev.* *75*, 175–183. <https://doi.org/10.1002/mrd.20729>.
- Leitges, M., Sanz, L., Martin, P., Duran, A., Braun, U., García, J.F., Camacho, F., Diaz-Meco, M.T., Rennert, P.D., and Moscat, J. (2001). Targeted Disruption of the ζ PKC Gene Results in the Impairment of the NF- κ B Pathway. *Mol. Cell* *8*, 771–780. [https://doi.org/10.1016/S1097-2765\(01\)00361-6](https://doi.org/10.1016/S1097-2765(01)00361-6).
- Liao, Y., Smyth, G.K., and Shi, W. (2019). The R package Rsubread is easier, faster, cheaper and better for alignment and quantification of RNA sequencing reads. *Nucleic Acids Res.* *47*, e47. <https://doi.org/10.1093/nar/gkz114>.
- Lin, K.C., Park, H.W., and Guan, K.-L. (2017). Regulation of the Hippo Pathway Transcription Factor TEAD. *Trends Biochem. Sci.* *42*, 862–872. <https://doi.org/10.1016/j.tibs.2017.09.003>.
- Lin, Q., Cao, J., Yu, J., Zhu, Y., Shen, Y., Wang, S., Wang, Y., Liu, Z., and Chang, Y. (2023). YAP-mediated trophoblast dysfunction: the common pathway underlying pregnancy complications. *Cell Commun. Signal.* *21*, 353. <https://doi.org/10.1186/s12964-023-01371-2>.
- Liu, R., Wei, C., Ma, Q., and Wang, W. (2020). Hippo-YAP1 signaling pathway and severe preeclampsia (sPE) in the Chinese population. *Pregnancy Hypertens.* *19*, 1–10. <https://doi.org/10.1016/j.preghy.2019.11.002>.
- Liu, Y., Fan, X., Wang, R., Lu, X., Dang, Y.-L., Wang, H., Lin, H.-Y., Zhu, C., Ge, H., Cross, J.C., and Wang, H. (2018). Single-cell RNA-seq reveals the diversity of trophoblast subtypes and patterns of differentiation in the human placenta. *Cell Res.* *28*, 819–832. <https://doi.org/10.1038/s41422-018-0066-y>.
- Livak, K.J., and Schmittgen, T.D. (2001). Analysis of Relative Gene Expression Data Using Real-Time Quantitative PCR and the 2- $\Delta\Delta$ CT Method. *Methods* *25*, 402–408. <https://doi.org/10.1006/meth.2001.1262>.
- Love, M.I., Huber, W., and Anders, S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* *15*, 550. <https://doi.org/10.1186/s13059-014-0550-8>.
- Lv, X.-B., Liu, C.-Y., Wang, Z., Sun, Y.-P., Xiong, Y., Lei, Q.-Y., and Guan, K.-L. (2015). PARD3 induces TAZ activation and cell growth by promoting LATS1 and PP1 interaction. *EMBO Rep.* *16*, 975–985. <https://doi.org/10.15252/embr.201439951>.
- Mah, I.K., Soloff, R., Hedrick, S.M., and Mariani, F.V. (2015). Atypical PKC- ι Controls Stem Cell Expansion via Regulation of the Notch Pathway. *Stem Cell Rep.* *5*, 866–880. <https://doi.org/10.1016/j.stemcr.2015.09.021>.
- Meinhardt, G., Haider, S., Kunihs, V., Saleh, L., Pollheimer, J., Fiala, C., Hetey, S., Feher, Z., Szilagy, A., Than, N.G., and Knöfler, M. (2020). Pivotal role of the transcriptional co-activator YAP in trophoblast stemness of the developing human placenta. *Proc. Natl. Acad. Sci. USA* *117*, 13562–13570. <https://doi.org/10.1073/pnas.2002630117>.
- Meng, Z., Moroishi, T., and Guan, K.-L. (2016). Mechanisms of Hippo pathway regulation. *Genes Dev.* *30*, 1–17. <https://doi.org/10.1101/gad.274027.115>.
- Mi, S., Lee, X., Li, X.p., Veldman, G.M., Finnerty, H., Racie, L., LaVallie, E., Tang, X.Y., Edouard, P., Howes, S., et al. (2000). Syncytin is a captive retroviral envelope protein involved in human placental morphogenesis. *Nature* *403*, 785–789. <https://doi.org/10.1038/35001608>.
- Mizuno, T., Murakami, H., Fujii, M., Ishiguro, F., Tanaka, I., Kondo, Y., Akatsuka, S., Toyokuni, S., Yokoi, K., Osada, H., and Sekido, Y.

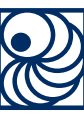

- (2012). YAP induces malignant mesothelioma cell proliferation by upregulating transcription of cell cycle-promoting genes. *Oncogene* 31, 5117–5122. <https://doi.org/10.1038/onc.2012.5>.
- Mizutani, T., Orisaka, M., Miyazaki, Y., Morichika, R., Uesaka, M., Miyamoto, K., and Yoshida, Y. (2022). Inhibition of YAP/TAZ-TEAD activity induces cytotrophoblast differentiation into syncytiotrophoblast in human trophoblast. *Mol. Hum. Reprod.* 28, gaac032. <https://doi.org/10.1093/molehr/gaac032>.
- Novakovic, B., and Saffery, R. (2013). Placental pseudo-malignancy from a DNA methylation perspective: unanswered questions and future directions. *Front. Genet.* 4. <https://doi.org/10.3389/fgene.2013.00285>.
- Okae, H., Toh, H., Sato, T., Hiura, H., Takahashi, S., Shirane, K., Kabayama, Y., Suyama, M., Sasaki, H., and Arima, T. (2018). Derivation of Human Trophoblast Stem Cells. *Cell Stem Cell* 22, 50–63. e6. <https://doi.org/10.1016/j.stem.2017.11.004>.
- Parker, S.S., Mandell, E.K., Hapak, S.M., Maskaykina, I.Y., Kusne, Y., Kim, J.-Y., Moy, J.K., St John, P.A., Wilson, J.M., Gothard, K.M., et al. (2013). Competing molecular interactions of aPKC isoforms regulate neuronal polarity. *Proc. Natl. Acad. Sci. USA* 110, 14450–14455. <https://doi.org/10.1073/pnas.1301588110>.
- Patel, K., Nguyen, J., Shaha, S., Brightwell, A., Duan, W., Zubkowski, A., Domingo, I.K., and Riddell, M. (2023). Loss of polarity regulators initiates gasdermin-E-mediated pyroptosis in syncytiotrophoblasts. *Life Sci. Alliance* 6, e202301946. <https://doi.org/10.26508/lsa.202301946>.
- Paul, A., Danley, M., Saha, B., Tawfik, O., and Paul, S. (2015). PKC ζ Promotes Breast Cancer Invasion by Regulating Expression of E-cadherin and Zonula Occludens-1 (ZO-1) via NF κ B-p65. *Sci. Rep.* 5, 12520. <https://doi.org/10.1038/srep12520>.
- Pramio, D.T., Vieceli, F.M., Varella-Branco, E., Goes, C.P., Kobayashi, G.S., da Silva Pelegrina, D.V., de Moraes, B.C., El Allam, A., De Kumar, B., Jara, G., et al. (2023). DNA methylation of the promoter region at the CREB1 binding site is a mechanism for the epigenetic regulation of brain-specific PKM ζ . *Biochim. Biophys. Acta, Gene Regul. Mech.* 1866, 194909. <https://doi.org/10.1016/j.bbagr.2023.194909>.
- Reina-Campos, M., Diaz-Meco, M.T., and Moscat, J. (2019). The Dual Roles of the Atypical Protein Kinase Cs in Cancer. *Cancer Cell* 36, 218–235. <https://doi.org/10.1016/j.ccell.2019.07.010>.
- Riddell, M., Nakayama, A., Hikita, T., Mirzapourshafiyi, F., Kawamura, T., Pasha, A., Li, M., Masuzawa, M., Looso, M., Steinbacher, T., et al. (2018). aPKC controls endothelial growth by modulating c-Myc via FoxO1 DNA-binding ability. *Nat. Commun.* 9, 5357. <https://doi.org/10.1038/s41467-018-07739-0>.
- Rousseaux, S., Debernardi, A., Jacquiau, B., Vitte, A.-L., Vesin, A., Nagy-Mignotte, H., Moro-Sibilot, D., Brichon, P.-Y., Lantuejoul, S., Hainaut, P., et al. (2013). Ectopic Activation of Germline and Placental Genes Identifies Aggressive Metastasis-Prone Lung Cancers. *Sci. Transl. Med.* 5, 186ra66. <https://doi.org/10.1126/scitranslmed.3005723>.
- Ruebner, M., Strissel, P.L., Langbein, M., Fahlbusch, F., Wachter, D. L., Faschingbauer, F., Beckmann, M.W., and Strick, R. (2010). Impaired cell fusion and differentiation in placentae from patients with intrauterine growth restriction correlate with reduced levels of HERV envelope genes. *J. Mol. Med.* 88, 1143–1156. <https://doi.org/10.1007/s00109-010-0656-8>.
- Ruebner, M., Langbein, M., Strissel, P.L., Henke, C., Schmidt, D., Goecke, T.W., Faschingbauer, F., Schild, R.L., Beckmann, M.W., and Strick, R. (2012). Regulation of the human endogenous retroviral Syncytin-1 and cell–cell fusion by the nuclear hormone receptors PPAR γ /RXR α in placentogenesis. *J. Cell. Biochem.* 113, 2383–2396. <https://doi.org/10.1002/jcb.24110>.
- Schubert, S.W., Abendroth, A., Kilian, K., Vogler, T., Mayr, B., Knerr, I., and Hashemolhosseini, S. (2008). bZIP-Type transcription factors CREB and OASIS bind and stimulate the promoter of the mammalian transcription factor GCMA/Gcm1 in trophoblast cells. *Nucleic Acids Res.* 36, 3834–3846. <https://doi.org/10.1093/nar/gkn306>.
- Seidl, S., Braun, U.B., and Leitges, M. (2012). Functional comparison of protein domains within aPKCs involved in nucleocytoplasmic shuttling. *Biol. Open* 1, 436–445. <https://doi.org/10.1242/bio.2012505>.
- Shaha, S., Patel, K., Saadat, S., Panahi, S., de Almeida, M.M., Voronova, A., and Riddell, M. (2022). Human placenta and trophoblasts simultaneously express three isoforms of atypical protein kinase-c. *Placenta* 119, 39–43. <https://doi.org/10.1016/j.placenta.2022.01.015>.
- Shaha, S., Patel, K., and Riddell, M. (2023). Cell polarity signaling in the regulation of syncytiotrophoblast homeostasis and inflammatory response. *Placenta* 141, 26–34. <https://doi.org/10.1016/j.placenta.2022.11.007>.
- Shannon, M.J., McNeill, G.L., Koksai, B., Baltayeva, J., Wächter, J., Castellana, B., Peñaherrera, M.S., Robinson, W.P., Leung, P.C.K., and Beristain, A.G. (2024). Single-cell assessment of primary and stem cell-derived human trophoblast organoids as placenta-modeling platforms. *Dev. Cell* 59, 776–792.e11. <https://doi.org/10.1016/j.devcel.2024.01.023>.
- Sheridan, M.A., Zhao, X., Fernando, R.C., Gardner, L., Perez-Garcia, V., Li, Q., Marsh, S.G.E., Hamilton, R., Moffett, A., and Turco, M.Y. (2021). Characterization of primary models of human trophoblast. *Development* 148, dev199749. <https://doi.org/10.1242/dev.199749>.
- Shilei, B., Lizi, Z., Lijun, H., Weixu, M., Nan, M., Weinan, D., Yulian, L., Yingyu, L., Minshan, H., Pei, X., et al. (2022). Downregulation of CDC42 inhibits the proliferation and stemness of human trophoblast stem cell via EZRIN/YAP inactivation. *Cell Tissue Res.* 389, 573–585. <https://doi.org/10.1007/s00441-022-03653-6>.
- Sivasubramaniam, T., Garcia, J., Tagliaferro, A., Melland-Smith, M., Chauvin, S., Post, M., Todros, T., and Caniggia, I. (2013). Where Polarity Meets Fusion: Role of Par6 in Trophoblast Differentiation during Placental Development and Preeclampsia. *Endocrinology* 154, 1296–1309. <https://doi.org/10.1210/en.2012-1823>.
- Soloff, R.S., Katayama, C., Lin, M.Y., Feramisco, J.R., and Hedrick, S. M. (2004). Targeted Deletion of Protein Kinase C λ Reveals a Distribution of Functions between the Two Atypical Protein Kinase C Isoforms. *J. Immunol.* 173, 3250–3260. <https://doi.org/10.4049/jimmunol.173.5.3250>.

How the deposited data were processed for this re-analysis (not part of the article)

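The data come from 2 experiments on trophoblast organoids grown from human TSC lines in rotating vessels. In the snRNA-seq experiment, nuclei of CT27 and CT29 organoids after 48 h of culture gave 1 library per line. In the bulk RNA-seq experiment, CT29 organoids from TSCs transfected with PRKCZ-targeting or non-targeting siRNA gave 3 libraries labelled KD and 3 labelled control, grown for 24 to 48 h, and the paper's legend of Figure S10 calls them individual experiments. Samples were grouped by the submitters' labels and the paper. First-trimester tissue, stained sections, blots, explants and BeWo cells were not analysed here.
For the bulk libraries, the authors deposited raw counts per gene. They checked reads with FastQC 0.11.9, aligned them with STAR 2.7.11 to GRCh38 (hg38) and counted them with featureCounts in Rsubread 2.22.1, according to the methods and the submitters' processing notes, and used DESeq2 1.48.2 in R 4.5.1. For the nuclei, the authors deposited raw UMI counts per gene and barcode from Cell Ranger 9.0.1, and used Seurat 5.3.0 and Monocle3 1.4.26 for clusters and trajectories. The paper's text does not name the strand and read-pair settings of the bulk counting. It gives a p of 0.05 as the threshold for all tests, but not whether this was an adjusted p or went with a fold threshold for its differentially expressed genes. Mostly even low counts show that both mates of a pair were counted in the bulk files, which doubles the counts but not their precision. As the strand setting is not stated, reads of a gene and its antisense partner, such as PRKCZ and PRKCZ-AS1, cannot be told apart where they overlap. Counting of near-identical copies, such as the CGB, PSG and metallothionein genes, leaves their single values uncertain.
The bulk table held 63140 genes, 62541 of them with a symbol, and total counts from 15413710 to 224461782 per library. The shallowest library, labelled KD 1, limits the precision of genes with low counts. Counts were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization (factors 0.968 to 1.024), its default filter on low counts, the quasi-likelihood test and Benjamini-Hochberg adjustment at 0.05. Libraries with the same number in the 2 groups were not treated as pairs. Of 23 gene lists, 21 had at least 5 measured members and were tested with camera in limma 3.58.1 at a preset correlation of 0.01. In data simulated for 21842 genes with 200 of them changed, edgeR recovered 29.1%, 59.8% and 82% of those changed by 0.5, 1 and 2 on the log2 scale, and 6.8% of its calls were false; for DESeq2 1.42.0 the shares were 35.9%, 61.3% and 81.5%, with 16.4% false.
The nuclei files held 38606 genes and 22313 barcodes. The paper's filter was to be used if it left at least 90% of the 22250 nuclei that the paper analysed, and otherwise was to be used without its upper limit on genes, which was the case. Nuclei were normalized, integrated across lines and clustered in Seurat 5.3.0, and Scrublet was run in scanpy 1.11.5. A cluster was named for a class if its marker score was at least 0.5 and at least 3 markers were higher there, where the markers were fixed before the data were examined and the score minimum was set after the scores were seen. Shallow clusters were left unnamed. Shares carry exact binomial intervals and levels exact Poisson intervals at 95%, and shares were also taken after thinning to 5000 UMIs, which left out 32 proliferative pCT-like, 98 pCT-like and 21 fusion-competent/early ST-like nuclei. Summed counts per line and class were tested with edgeR with the line as a block. In data simulated for 19555 genes, this test recovered 8.2% of genes changed by 1 and 68.1% of those changed by 2 on the log2 scale, with 4.6% of calls false. The simulated calls were adjusted over all 19555 genes, whereas the Par genes were adjusted over 16 comparisons, so that these shares do not describe the test of the Par genes. Links between classes were counted in Seurat's shared nearest neighbour graph, from which the clusters were also cut, and divided by the number expected if links fell at random. Coordinates are those of GRCh38 from the GENCODE annotation. Scripts ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.
The genes named from the bulk libraries follow a rule made before the data were examined. It takes the 16 genes of Figure S10A, GCM1 and the CGB genes; the 10 higher and 10 lower genes with the largest fold change among those that passed with no overlap between groups, or, with fewer than 5 such genes, the 5 with the smallest p in that direction; and of each list the members that passed, or up to 4 members with the highest mean count. For the nuclei it takes PRKCZ, PRKCI, PARD3 and PARD6B, the genes on the axes of Figure S2, the 10 leading genes of each cluster as description, and Hippo genes with the highest counts. Members that passed over a list alone, WNT targets and metallothioneins were named after their values were seen. Alternatives covered DESeq2, RLE size factors, limma-voom, other filters, thresholds and set tests, a replicate block (2 genes in edgeR), each library left out, other resolutions, no integration and each line alone.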

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

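The test of the depth of the library labelled KD 1 and the count of splits for the gene lists were set before their results were seen, and the other tests in this part were chosen after.
PRKCZ, the siRNA target, did not follow the labels, at 200, 103 and 86.6 CPM in the libraries labelled control and 211, 80.9 and 221 CPM in those labelled KD. In the paper's other measures siRNA lowered aPKC-ζ protein (Figures S6A–S6C) and CGB (Figures S6F–S6H), which does not settle the labels, and the 95% interval of the PRKCZ change as labelled, −0.42 to 1.16 on the log2 scale, leaves open a fall to no less than 74.6% of control. Over all genes the most alike libraries were control 1 and control 2, control 3 and KD 1, and KD 2 and KD 3. PRKCZ differed by at least 1.95 times within each of these pairs, which argues against PRKCZ levels set by a preparation shared within a pair. Each pair held a library at 200 CPM or more and another at 103 CPM or less. Whether the libraries of a pair shared a preparation was not tested and stays open. Of the 16 genes of Figure S10A, PRKCZ and CCND1 among them, 0 separated the libraries as labelled without overlap, whereas 1 of the 9 other splits into 3 and 3 separated all 16 (control 1, KD 1 and KD 3 against control 2, control 3 and KD 2 as labelled; 0 in each remaining split, where chance gives 10% of genes), and the 13 genes that DESeq2 called in that split are all among the 16, against 0 of the 16 in each other split. Labels exchanged between the groups may account for both, since 2 control libraries also lay within 1.5 times of the KD library with the least PRKCZ, but this was found from the same values and from genes that the study chose on these libraries, so that it stays a hypothesis, and which side of that split is KD was not tested.
The number of genes called differed by tool and library, and with 3 libraries against 3 there are 10 splits, too few for a share under 0.05, and as many genes as in the real split were called in 4 by DESeq2 (95, highest other 126), and as many lists in 4 (8, highest other 9). By edgeR all 10 splits call as many by construction, as the real split called 0 (highest other 3), so that this count says nothing about chance. Without the library labelled KD 1, edgeR called 156 genes (39 higher, 117 lower). Once the library labelled KD 2 was thinned to the total of KD 1 in the same fit, 137 genes (31 higher, 106 lower) were still called. This argues against a total that low, taken in single counts, as the cause. As both mates of a pair were counted and single counts were drawn, the thinned library held more distinct read pairs than KD 1. The depth of KD 1 in read pairs was thus not reached, and its part in the cause stays open. What else sets this library apart was not tested and stays open, as does a biological difference between individual experiments.
The unnamed cluster 0 was linked to pCT-like as well as ST-like nuclei. Of its nuclei with a link to pCT-like or proliferative pCT-like nuclei, 33.8% were among the highest doublet scores, against 10.3% of its other nuclei. Doublets of a pCT-like and an ST-like nucleus as the whole cause are argued against, since the linked nuclei held a median of 19754 UMIs, 0.518 of the sum of the medians of both classes (38121). Without the highest scores, from a caller whose threshold called 0 doublets, 0.891 of the observed over expected links between pCT-like nuclei and cluster 0 was kept, but in CT29 they fell from 0.0269 to 0.016 (CT27 0.0911 and 0.0959), and those of proliferative pCT-like nuclei from 0.0207 to 0.00823. Doublets as part of the cause and doublets of shallower nuclei stay open, as does a state between pCT-like and ST-like nuclei, for which no test was run.
PRKCZ differed in direction between lines from fusion-competent/early ST-like to ST-like nuclei, with a log2 ratio of −0.11 in CT27 and 0.49 in CT29, and this difference was not tested. In gene groups that the paper does not discuss, the median log2 fold change in KD as labelled was 0.145 for DNA replication genes, 0.136 for mitosis genes, 0.244 for WNT/β-catenin targets and 0.068 for cholesterol synthesis genes, called by camera in each case but not with an estimated correlation (adjusted p = 0.403 to 0.453).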

How the results depend on the processing

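Settings chosen after the data were seen were halved counts, counts thinned to the shallowest library, DESeq2 without each library or with a fold threshold, the library labelled KD 2 thinned without KD 1, library totals in place of TMM, and removal of the highest doublet scores, which stood in for the removal of called doublets, as Scrublet called 0. The cause of a change was not tested unless given.
Against 0 genes changed in edgeR, DESeq2 called 95, limma-voom 4, edgeR without the filter 437 and DESeq2 with a log2 fold change beyond 1 18, and at an adjusted p under 0.10 edgeR called 1 (MT2A). Without the filter edgeR gave every gene the spread of the trend, which narrowed the standard error of PRKCZ to 0.085 and called it higher in KD as labelled (log2 fold change 0.35, adjusted p = 0.0056); its adjusted p was 0.849 with the filter. With the replicate number as a block, edgeR called 2 genes (MT2A and MT1G), DESeq2 80 and camera 9 lists, but the numbers did not pair the libraries, as deviations of same-numbered libraries had correlations of 0.003, 0.017 and −0.089, so that this replicate block is only a hint from the data. Without 1 library edgeR called 0 to 156 genes, with 61 without control 3 and 156 without KD 1, and 137 with KD 2 thinned to the total of KD 1; DESeq2 called 1 (without control 2) to 796 (without KD 1), with 25 without control 1, 253 without control 3, 11 without KD 2 and 7 without KD 3. Of 8 lists called, 0 were called with an estimated correlation and 1 by fry (progenitor and TSC genes, not among the 8), and without 1 library 5 (KD 2) to 11 (control 1 or KD 1). The adjusted p of the fusion list, whose direction turned, was 0.875 with the replicate block and 0.69 with at least 10 counts in every library. Of 21 lists, 5 turned direction in a setting, and without 1 library the adjusted p of these was 0.316 to 0.718 for G1 cyclins, 5.44e-06 to 0.477 for ST hormones, 0.00468 to 0.939 for hypoxia, 0.027 to 0.59 for steroid synthesis and 0.192 to 0.699 for fusion genes. The stromal list had too few members to test with at least 10 counts.
Of 90 named genes, 26 changed sign in a setting, 16 of them only without 1 library, and 40 were called in a setting. The log2 fold change reversed to 0.0226 for WNT6, −0.0149 for AFF1, 0.0209 for CCND1 and −0.122 for YWHAZP3 in limma-voom; to −0.0135 for AFF1 and −0.0086 for PARD3 without the filter; to 0.0003 for CCND1 with at least 10 counts and 0.0023 with halved counts; to 0.0134 for WNT6, 0.0163 for CCND1, −0.0184 for YWHAZP3, 0.0084 for ZNF114 and −0.0141 for PARD3 with thinned counts; and to 0.0291 for WNT6, −0.0967 for AFF1, 0.0424 for CCND1, 0.0037 for PEAR1, −0.0149 for RIPOR2, −0.1469 for YWHAZP3, −0.0293 for MYOF and −0.0212 for ERVFRD-1 in DESeq2 without KD 1. Without 1 library the log2 fold change ran from −0.0439 to 0.0166 for ACOX1, −0.1044 to 0.1815 for AFF1, −0.208 to 0.1162 for CCND1, −0.5715 to 0.0808 for CGB2, −0.0406 to 0.1394 for ERVFRD-1, −0.0687 to 0.0964 for ERVW-1, −0.0498 to 0.1791 for GCM1, −0.8358 to 0.3537 for HMGCS2, −0.1147 to 0.2997 for MAN1C1, −0.0836 to 0.1701 for MKI67, −0.0277 to 0.0761 for MYOF, −0.1291 to 0.057 for NFKBIA, −0.0346 to 0.3607 for OTUB2, −0.043 to 0.0694 for PARD3, −0.5088 to 0.0098 for PEAR1, −0.2266 to 0.2064 for PLIN2, −0.032 to 0.4365 for PRDM1, −0.013 to 0.1675 for RIPOR2, −0.0857 to 0.2093 for RRM2, −0.0416 to 0.1584 for SLC2A1, −0.1157 to 0.0367 for STAT1, −0.0324 to 0.3005 for TCP11L2, −0.0257 to 0.0768 for TEAD3, −0.3656 to 0.0777 for WNT6, −0.1493 to 0.236 for YWHAZP3 and −0.1218 to 0.1299 for ZNF114. None of these genes passed in edgeR.
In nuclei, the stated filter kept 2773 nuclei and 2 named classes, and CT29 alone gave 2 and CT27 alone 4. The share with a PRKCZ UMI in proliferative pCT-like nuclei was 29.1% with the stated filter, 34.6% when thinned and 62.8 to 70.7% in single lines; in pCT-like nuclei 73.8% without integration, 41.4% when thinned and 73.9% in CT27 alone; in fusion-competent/early ST-like nuclei 80.7%, 84% and 92.4 to 97.3% with the stated filter, when thinned and in single lines; and in ST-like nuclei 97.4% at a resolution of 0.3, 94.1% without integration, 90.2% when thinned and 98.2% in CT27 alone. The rises of PRKCZ from pCT-like to fusion-competent/early ST-like and ST-like nuclei passed in every setting that gave a test, and in CT27 alone, with no test, were 2.17 and 2.01. Of 16 comparisons of Par genes 9 passed, 4 with no replicate block and 3 without integration. Without integration the log2 fold change reversed to 0.13 for PRKCI and 0.03 for PARD6B from pCT-like to proliferative pCT-like and to −0.72 for PRKCZ from fusion-competent/early ST-like to ST-like nuclei (−0.16 in CT27 alone). With library totals it reversed to −0.37 for PARD3 from pCT-like to fusion-competent/early ST-like nuclei (−0.78 in CT27 alone) and to −0.01 for PARD6B from there to ST-like nuclei, also −0.01 at a resolution of 1.0. Links of pCT-like with ST-like nuclei were 0.0985 of expected without integration, and those with fusion-competent/early ST-like nuclei 0.0867 without the highest doublet scores, 0.0758 without integration and 0.0831 in CT27 alone. Depth limits the bulk libraries labelled KD 1 and KD 3 and the shallow unnamed nuclei most.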

Differences from the paper's values

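The paper states 16 differentially expressed genes in KD organoids and gives a p of 0.05 as the threshold for all its tests, without saying whether it was adjusted for these genes or joined with a fold threshold, and edgeR called 0 at an adjusted p of 0.05 (1664 at an unadjusted p under 0.05). Of the alternatives set before the data were examined, none came within 1.5 times of the paper's 16: DESeq2 called 95, RLE size factors 0, limma-voom 4, no filter 437, at least 10 counts 0, the replicate block 2 in edgeR and 80 in DESeq2, an adjusted p under 0.10 1 and a fold threshold 0, and leaving out control 1, 2 or 3 or KD 1, 2 or 3 gave 0, 0, 61, 156, 0 and 0. DESeq2 with a log2 fold change beyond 1 (18 genes) and DESeq2 without the library labelled KD 2 (11 genes) came within 1.5 times, were chosen after the values were seen, and drop 16 of the paper's 16 genes. Of the other splits of the 6 libraries into 3 and 3, which are no settings of the comparison as labelled, 2 had DESeq2 counts within 1.5 times of it (11 and 13). The 13 came from control 1, KD 1 and KD 3 against control 2, control 3 and KD 2 as labelled, and all 13 are among the paper's 16 genes, so that the difference from the paper holds only for the labels as given. Without the filter edgeR called PRKCZ, one of the paper's 16, but higher in KD as labelled.
The paper gives 100M read pairs sequenced per library. The counts stand for 7.71M pairs assigned to genes in the library labelled KD 1 and 28.8M in that labelled KD 3. Pairs not assigned to a gene are missing from the counts, so these values need not mean that fewer pairs were sequenced. None of the alternatives applies to this difference.
The paper states that CCND1 was higher after PRKCZ KD, and its log2 fold change was −0.004 (standard error 0.155) under labels that PRKCZ did not follow. In limma-voom, with at least 10 counts, with halved or thinned counts and in DESeq2 without KD 1 it was 0.0209, 0.0003, 0.0023, 0.0163 and 0.0424, and without control 2, control 3, KD 1 or KD 3 in edgeR it was 0.0227, 0.1162, 0.0448 and 0.1104, and it was called in none of these. By library, CCND1 was at 91.4, 111 and 97.6 CPM in those labelled control 1, KD 1 and KD 3, where PRKCZ was at 200, 211 and 221 CPM, and at 124, 142 and 151 CPM in those labelled control 2, control 3 and KD 2, where PRKCZ was at 103, 86.6 and 80.9 CPM. PRKCZ itself is among the paper's genes, and its log2 fold change was 0.37 in KD as labelled.
The paper's order of PRKCZ levels, highest in ST, held over both lines in rebuilt classes (641 against 552 CPM) but not in CT27 (541 against 583 CPM). The share of ST-like nuclei with a PRKCZ UMI, also after thinning, was above the share that the paper gives for its ST cluster. The paper's share may refer to nuclei at the highest level only. The paper names CGB2 among the ST markers found in its mixed cluster, and CGB2 was at 0.402 CPM in cluster 0, near the detection limit, whereas SDC1 and ERVFRD-1 were at 124 and 77.5 CPM there. The paper's stated filter left 2773 nuclei, against the 22250 that it analysed.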

Other observations

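Tests and gene families in this part that were chosen after the values were seen are the metallothioneins and the genes that passed over a list alone.
Beyond the gene groups at the paper's conclusions, 11 further lists, 3 of them markers of other cell types, were looked at in the bulk libraries, and no gene of any of them passed over all genes in edgeR, while PEG10 (adjusted p = 0.0151), ISG15 (0.0489), PDK1 (0.0338) and CSF1R (0.00132) did in DESeq2. Progenitor and TSC genes had 12 of 18 values below 0 (median −0.088, camera adjusted p = 0.157), with PEG10, an imprinted placental gene, at 0.68 and LGR5 at 0.85 higher and ITGA2 at −0.46, ELF5 at −0.73 and PAGE4 at −0.50 lower over the list alone. Steroid synthesis genes had 8 of 11 below 0 (median −0.079, adjusted p = 0.225, and adjusted p = 0.567 with an estimated correlation), among them STS at −0.13, while CYP19A1, the aromatase gene, was at 0.19; the list was called lower without the library labelled KD 1 (adjusted p = 0.027). NF-kB targets had 8 of 12 above 0 (median 0.112, adjusted p = 0.388), with TNFAIP3 at −0.26 and NFKBIA at −0.05. Interferon-stimulated genes had 8 of 12 below 0 (median −0.184, adjusted p = 0.157, and adjusted p = 0.461 with an estimated correlation), with IFI6 at 0.31 higher and ISG15 at −0.64 lower over the list alone, and were called without the library labelled control 1 (adjusted p = 0.0485). Hypoxia and glycolysis genes had 13 of 19 below 0 (median −0.059, adjusted p = 0.276, and adjusted p = 0.696 with an estimated correlation), with PDK1 at −0.61 lower over the list alone, and were called without the library labelled KD 3 (adjusted p = 0.00468).
Fatty acid oxidation and PPAR targets had 12 of 14 values below 0 (median −0.122, adjusted p = 0.205), with PLIN2 at −0.07. Genes of the unfolded protein and ATF4 response had 10 of 16 above 0 (median 0.036, adjusted p = 0.0732, and adjusted p = 0.567 with an estimated correlation), with HSPA5, an endoplasmic reticulum chaperone gene, at −0.17 and ATF4 at 0.06, and were called without the library labelled control 1 (adjusted p = 2.87e-05) or KD 1 (0.027) and with the replicate block (0.0204). p53 targets had 11 of 15 below 0 (median −0.072, adjusted p = 0.225, and adjusted p = 0.453 with an estimated correlation), with CDKN1A at −0.38 and MDM2 at −0.07, and were called without the library labelled KD 2 (adjusted p = 0.0409). Of the markers of other cell types, the endothelial gene CDH5 was at 691.5 CPM in control and 597 CPM in KD as labelled, VWF at −1.63 was lower over its list alone, and so were the macrophage genes CSF1R (13.68 and 8.999 CPM) and MRC1 (−0.95) over theirs. VWF (0.3205 CPM in control) and MRC1 (0.6752 CPM in control) were near the detection limit. COL1A2, a stromal gene, was at 2143 and 1507 CPM.
Metallothionein genes, which encode metal-binding proteins, had 11 of 12 log2 fold changes below 0 in KD as labelled, with MT1A at 0.21 as the exception. MT2A, at −0.80, passed in DESeq2 (adjusted p = 5.24e-09), in limma-voom (0.0247) and with the replicate block in edgeR (0.0299), where 2 genes passed, but not in edgeR without the block (0.0757). These genes are near-identical copies and were not tested as a family.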
